# SETD1B-mediated broad H3K4me3 controls proper temporal patterns of gene expression critical for spermatid development

**DOI:** 10.1038/s41422-025-01080-0

**Published:** 2025-03-04

**Authors:** Zhen Lin, Bowen Rong, Ruitu Lyu, Yuxuan Zheng, Yao Chen, Junyi Yan, Meixia Wu, Xiaogang Gao, Fuchou Tang, Fei Lan, Ming-Han Tong

**Keywords:** Developmental biology, Epigenetics

## Abstract

Epigenetic programming governs cell fate determination during development through intricately controlling sequential gene activation and repression. Although H3K4me3 is widely recognized as a hallmark of gene activation, its role in modulating transcription output and timing within a continuously developing system remains poorly understood. In this study, we provide a detailed characterization of the epigenomic landscapes in developing male germ cells. We identified thousands of spermatid-specific broad H3K4me3 domains regulated by the SETD1B-RFX2 axis, representing a previously underappreciated form of H3K4me3. These domains, overlapping with H3K27ac-marked enhancers and promoters, play critical roles in orchestrating robust transcription and accurate temporal control of gene expression. Mechanistically, these broad H3K4me3 compete effectively with regular H3K4me3 for transcriptional machinery, thereby ensuring robust levels and precise timing of master gene expression in mouse spermiogenesis. Disruption of this mechanism compromises the accuracy of transcription dosage and timing, ultimately impairing spermiogenesis. Additionally, we unveil remarkable changes in the distribution of heterochromatin marks, including H3K27me3 and H3K9me2, during the mitosis-to-meiosis transition and completion of meiotic recombination, which closely correlates with gene silencing. This work underscores the highly orchestrated epigenetic regulation in spermatogenesis, highlighting the previously unrecognized role of *Setd1b* in the formation of broad H3K4me3 domains and transcriptional control, and provides an invaluable resource for future studies toward the elucidation of spermatogenesis.

## Introduction

The germline possesses a unique ability to generate a new individual and is paramount for transmitting a complete genome and proper epigenetic information to subsequent generations. Male germ cell development, known as spermatogenesis, comprises a complex series of differentiation stages. These include mitotic expansions of spermatogonia, meiotic divisions of spermatocytes, and morphological transformations of spermatids to generate haploid sperm that contribute to the totipotency of a zygote at fertilization.^1,2^ During spermatogenesis, male germ cells express the most complex and diverse transcriptome of all mammalian tissues.^3,4^ The developmental regulation of gene expression programs is tightly governed by a complex interplay between genetic and epigenetic factors, with chromatin epigenetic states closely associated with transcriptional regulation. For instance, the transcription factor MYBL1 acts as a master regulator of male meiosis, while transcription factors RFX2, CREM, and SOX30 control spermatid development.^4–10^ Genetic disruption of epigenetic regulators has shown that impaired DNA methylation, histone modification, or nucleosome remodeling leads to male infertility, developmental defects, and health problems in offspring.^11–19^ These results underline the importance of understanding epigenetic regulation and the interplay between transcription factors and epigenetic factors during spermatogenesis.

The well-defined cell division, differentiation, and development associated with mammalian spermatogenesis make it an ideal system for investigating the pivotal functions and molecular mechanisms linked to epigenetic programming. Over the last decade, significant efforts have been dedicated to establishing genome-wide epigenetic profiles in several stages of heterogeneous male germ cells, providing important insights into epigenetic regulation underlying spermatogenesis.^20–26^ Despite this progress, achieving the epigenome of male germ cells at defined substages remains challenging due to difficulties in purifying homogeneous populations of specific substage of male germ cells from testes.^20–26^ Notably, it is still unclear how, or even whether, specific chromatin states help establish stage-specific transcriptomes in male germ cells, particularly concerning genome-wide gene repression during the mitotic-to-meiotic transition and gene reactivation during the meiotic-to-post-meiotic transition.

Histone H3 trimethylated at lysine 4 (H3K4me3) is typically enriched at active or bivalent promoters and generally exists in a sharp form spanning 1–2 kb.^27–30^ While earlier studies argued against a link between H3K4me3 and transcription,^31,32^ recent studies suggest that H3K4me3 plays key roles in Pol II function and transcription.^33,34^ Indeed, this modification has been reported to be involved in the formation of the transcriptional preinitiation complex (PIC) through its interaction with TAF3, a component of the general transcriptional factor IID (TFIID) complex.^35,36^ Recently, broad H3K4me3 domains have been identified in different cell types, including certain somatic cell types and preimplantation embryonic cells.^37–41^ These domains are believed to be associated with high gene expression that maintains cell identity,^37,38,40^ while it has also been reported that the large H3K4me3 domains (over 10 kb) found in oocytes are transcriptionally silent.^39,41^ How broad H3K4me3 domains are established and how they affect transcriptional outputs to influence diverse cellular function during development still remain largely unclear. SETD1B/KMT2G, an understudied H3K4me3 methyltransferase, has recently been shown to regulate H3K4me3 s in mouse embryonic stem cells and neuronal development.^42,43^ The distinct mechanisms by which SETD1B acts compared to other H3K4 methyltransferases, i.e., KMT2A-D and KMT2F, remain elusive. Furthermore, H3K4me3, especially broad H3K4me3, was found to colocalize with H3K27ac-marked enhancers during oogenesis.^44,45^ However, the H3K4me3 dynamics during spermiogenesis remains unclear.

Here, we systematically map chromatin states at 11 different spermatogenic stages to generate a comprehensive atlas of the changing epigenomic landscape in developing male germ cells. Our map covers major mitotic, meiotic, and post-meiotic stages during mouse spermatogenesis. The resulting information on histone modifications, DNA methylation, nucleosome occupancy, and transcriptomics provides deep insights into epigenomic and genomic mechanisms that control gene expression and cell differentiation. We uncover previously unknown broad H3K4me3 domains that each span over 5 kb and are consistently present during spermiogenesis. These domains that bookmark spermatid-specific genes are more widespread than super-enhancers (SEs). Loss of *Setd1b* results in nearly complete depletion of broad H3K4me3. Subsequent analyses reveal that *Setd1b* depletion causes the redistribution of Pol II from broad H3K4me3 domains to regular H3K4me3 regions and compromises the output and timing of stage-specific gene expression, thereby impairing spermiogenesis. In addition, we find that repressive histone marks, namely H3K27me3, H3K9me2, and H3K9me3, distribute mutually exclusively during the mitosis-to-meiosis transition and completion of meiotic recombination and synapsis, correlating with global transcription output and retrotransposon and mitotic/meiotic gene silencing.

## Results

### Systematic profiling of chromatin epigenomic landscapes during mouse spermatogenesis

To better understand epigenetic dynamics during spermatogenesis, we isolated homogeneous populations of male germ cells representing 11 consecutive developmental stages that cover mitotic, meiotic, and post-meiotic cells using a previously established protocol^4^ and systematically analyzed epigenomic modifications (Fig. 1a). Cytological and immunostaining studies revealed a high degree of purity in all isolated substages of spermatogenic cells (Supplementary information, Fig. S1). 

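Spermatids of step 2, 4 and 8 (RS2, RS4 and RS8) were collected 432, 480 and 528 hours after retinoic acid, following an inhibitor of retinoic acid synthesis given at 100 µg/g. The paper gives the dose of retinoic acid as 25 µg/g and the sample labels as 30 µg/g. For H3K4me3, H3K27ac, H3K4me1, H3K36me3, H3K27me3 and H3K9me3, the peaks of each of these stages were used as the authors called them from 2 libraries pooled. Peaks of earlier stages and of H3K9me2 were not analysed here. The authors trimmed reads with Trim Galore 0.6.6, aligned them to mm10 with Bowtie2 2.4.1, drew equal numbers of uniquely mapped reads and called peaks against input with MACS2 2.2.7.1. A peak list holds no read depth per library and no value per replicate, so differences between lists carry no replicate error and were not tested. The H3K9me3 lists have the layout of narrow peaks, while the paper describes broad calling for this mark. Peaks on the 19 autosomes were joined across gaps of up to 500 bp. A domain longer than 5 kb was called broad, and one within 2 kb of a transcription start site was called a promoter domain. Distal domains were assigned to the nearest start site within 100 kb. On 300 simulated domains, all 151 that were built to be broad were found.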

We profiled H3K27ac, H3K4me1, H3K4me3, H3K36me3, H3K9me2, H3K9me3, and H3K27me3 in these populations using chromatin immunoprecipitation sequencing (ChIP-seq) (Supplementary information, Table S1). These 7 modifications allow the assessment of functional elements (i.e., promoters, enhancers and gene bodies) and active/inactive states (i.e., active, poised and repressed states) (Fig. 1a; Supplementary information, Fig. S2a). Pearson’s correlation coefficients demonstrated a high degree of reproducibility between biological replicates, and at least two replicates were performed for each experiment (Supplementary information, Fig. S2b). All ChIP-seq data sets were uniformly processed and subjected to rigorous quality control (Supplementary information, Fig. S2c and Table S2). We also profiled genome-wide DNA methylation (DNAme) and chromatin accessibility (Supplementary information, Fig. S2d, e), as well as transcriptome (Supplementary information, Fig. S2f) using Nucleosome Occupancy and Methylome sequencing (NOMe-seq) and RNA sequencing (RNA-seq) in each population (Fig. 1a; Supplementary information, Tables S1, S2).

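RNA of 11 wild-type stages, from undifferentiated spermatogonia (Undiff) to RS8, was sequenced in 2 libraries per stage. The libraries held between 39812652 and 65705415 fragments in total, with a median of 58560957. Counts over the genes used here summed to between 15128108 and 41080447 per library. Leptotene (L) had the shallowest libraries, with 39812652 and 48686224 fragments. The authors aligned reads to mm10 with HISAT2 2.2.1 and counted fragments per RefSeq transcript without regard to strand, and FPKM came from the same files. The paper describes rRNA removal and a TruSeq total RNA kit, while the sample labels name a polyA kit under a ribo-minus heading. The labels write the type B spermatogonia (B) and preleptotene (pL) stages in another form, and they give the age of the mice of the Undiff stage as 3 weeks where the paper gives 2 weeks. For each of 24401 genes the transcript with the highest mean over all libraries was kept, and 12 pairs of stages were compared with edgeR after TMM normalization. A gene was called raised or lowered at an adjusted p under 0.05 and an absolute log2 fold change of at least 1. With changes of log2 1 and 2 added to simulated libraries of this spread, the test found 14.7% and 77% of the altered genes. Finding a gene there needed the adjusted p and not the fold threshold. The zygotene (Z) libraries were the least alike, with a correlation of 0.897 across genes. Adjusted p-values measure only the spread between these libraries, since the paper calls its replicates biological without stating that a stage's libraries came from separate animals.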

**Fig. 1:**
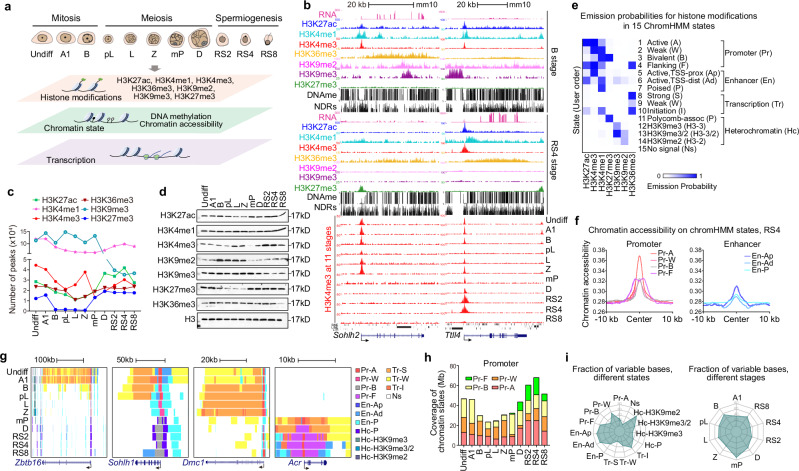
Establishment of a comprehensive chromatin epigenomic atlas during mouse spermatogenesis. **a** Schematic workflow showing the 11 subtypes of synchronized mouse spermatogenic cells isolated. These include mitotic stages (Undiff: undifferentiated spermatogonia, A1: type A1 spermatogonia, B: type B spermatogonia), meiotic stages (pL: preleptotene spermatocytes, L: leptotene spermatocytes, Z: zygotene spermatocytes, D: diplotene spermatocytes) and spermiogenesis stages (RS2: steps 1–2 round spermatids, RS4: steps 3–4 round spermatids, RS8: steps 7–8 round spermatids). Genome-wide landscapes of seven histone marks, nucleosome positioning and DNAme were profiled in the 11 subtypes by ChIP-seq and NOMe-seq, respectively. The transcriptome was established by RNA-seq. **b** Snapshots of UCSC genome browser showing RNA-seq, histone marks, DNA methylation, and chromatin accessibility at B (upper panels) and RS4 (middle panels) stages, and H3K4me3 at 11 different stages (lower panels) during mouse spermatogenesis at the *Sohlh2* and *Ttll4* gene loci. **c** Quantification representation of ChIP-seq peak numbers for seven histone modifications in 11 stages during mouse spermatogenesis. **d** Western blot analyses showing the global levels of histone marks during mouse spermatogenesis. H3 was used as the internal control. **e** Emission probabilities for histone modifications in 15 ChromHMM chromatin states, with a descriptive title of each chromatin state shown on the right. Active promoters are proximal to TSS, marked by hyper H3K4me3 and H3K27ac. Active enhancers, enriched in H3K27ac and H3K4me1, are distal from the TSS. Transcriptional elongation signatures were decorated with H3K36me3. Heterochromatin regions are typically associated with H3K9me2, H3K9me3, or H3K27me3 but lack active marks. The no signal (Ns) state is characterized by the absence of any histone modification. **f** Average chromatin accessibility on different chromatin states (Promoter and Enhancer) at RS4 stage. **g** Chromatin state profiles at the gene loci of *Zbtb16*, *Sohlh1*, *Dmc1* and *Acr* across 11 different stages. Pr, promoter; En, enhancer; Tr, transcription; Hc, heterochromatin. **h** Stacked chart showing the genomic coverage of 4 promoter-related chromatin states. **i** Radar charts showing the fraction of variable bases across different stages (left panel) and distinct chromatin states (right panel). Points on the lines in both radar charts represent the median values of the fraction of variable bases.

Histone marks, including H3K4me3, H3K9me2, H3K27me3, H3K27ac changed dramatically across cell stages (Fig. 1b–d; Supplementary information, Fig. S2i, j). Similarly, the overall number of nucleosome-depleted regions (NDRs) also shifted dynamically at different stages of spermatogenesis (Supplementary information, Fig. S2g). 

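In spermatids, H3K4me3 peaks covered 62.2 Mb of the autosomes in RS2, 72.8 Mb in RS4 and 46.2 Mb in RS8. H3K27ac, a mark of active promoters and enhancers, covered 55.2, 60.9 and 33.8 Mb at the same stages. H3K27me3, the mark of Polycomb repression, covered 47.5, 47.4 and 47.9 Mb. At Tnp1, which encodes a transition protein that replaces histones, the H3K4me3 peak was 635 bp wide in RS2, 8703 bp in RS4 and 22694 bp in RS8 (mm10 1:73007229 to 73029922). Its H3K27ac peak was 5160 bp wide in RS2 and 25840 bp in RS8. The H3K27me3 peak at the Tnp1 promoter was 1173 bp wide in RS2 and 531 bp in RS4, and no H3K27me3 peak was called there in RS8. Each width is a value of a pooled list without replicate error.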

Of all analyzed stages, the population entering meiosis (preleptotene spermatocytes, pL) contained the lowest number of NDRs and DNAme levels (Supplementary information, Fig. S2g, h). This is consistent with our and others’ previous reports regarding lower DNAme levels at the onset of meiosis.^46–48^ Further analyses, including Pearson’s correlation coefficients analysis (Supplementary information, Fig. S3a), Euclidean distance analysis (Supplementary information, Fig. S3b), principal component analysis (PCA) (Supplementary information, Fig. S3c), and read density profiling (Supplementary information, Fig. S3d), collectively offer diverse perspectives on understanding the dynamic changes in chromatin states during spermatogenesis.

These developmental chromatin profiles were consistent with known stage-specific gene functions. For example, the spatiotemporal expression of *Sohlh2*, a spermatogonial marker, was consistent with active transcriptional chromatin signatures at the type B stage but repressive chromatin signatures at the spermatid stage, whereas *Ttll4*, a spermatid marker, displayed the opposite pattern (Fig. 1b). These datasets provide a thorough genome-wide view of epigenomic landscapes during mouse spermatogenesis to date, insightful for studying this complex developmental process (Fig. 1b–d; Supplementary information, Fig. S2).

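Sohlh2 encodes a transcription factor of differentiating spermatogonia, and its start site lies at 3:55182044 of mm10. It had 26.2 ± 0.387 CPM (SD, n = 2) in type B spermatogonia, 127.4 ± 8.23 CPM in pL, and 2.58 CPM in RS2. From B to pL, Sohlh2 rose by 2.28 log2 (SE 0.411, adjusted p = 0.000382 from edgeR). From mid-pachytene (mP) to diplotene (D) it fell, with a log2 fold change of −7.99 (SE 0.637, adjusted p = 2.435e-07 from edgeR). Sohlh2 had no H3K4me3 peak in RS2, RS4 or RS8, and its H3K27me3 peak was 2094, 1809 and 1752 bp wide at these stages. Ttll4, which encodes a glutamylase of the sperm flagellum, had its lowest level in B, at 32.9 ± 3.84 CPM (SD, n = 2), and its highest in RS4, at 491.5 ± 0.0623 CPM (SD, n = 2). From D to RS2 it rose by 1.46 log2 (SE 0.219, adjusted p = 3.127e-05 from edgeR). Its H3K4me3 domain was 5423 bp wide in RS2, 6641 bp in RS4 and 1814 bp in RS8. H3K36me3, a mark of transcribed gene bodies, covered 40357 bp over Ttll4 in RS4.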

### Developmental chromatin signatures during spermatogenesis

To follow epigenomic dynamics during spermatogenesis, similar to ENCODE, we used ChromHMM to define a 15-state model from 7 histone modifications to annotate the genomes throughout spermatogenesis^49,50^ (Fig. 1e; Supplementary information, Fig. S4a, b). We filtered sequences from double-stranded break (DSB) hotspots and Pseudo autosomal Regions (PARs) on the X and Y chromosomes as their regulation is known to be specific to meiotic recombination.^25,46,51^ Each chromatin state was then assigned a descriptive term based on its similarity to known chromatin functions and signatures (as illustrated in Fig. 1e; Supplementary information, Fig. S4b).

Consistent with previous studies,^52^ promoters exhibited the highest accessibility (least nucleosome occupancy) (Fig. 1f; Supplementary information, Fig. S4c, d) and the lowest levels of DNAme (Supplementary information, Fig. S4c, e), followed by enhancers, transcriptional units, and heterochromatin (Fig. 1f; Supplementary information, Fig. S4c–e). Stage-specifically expressed genes, such as *Zbtb16*, *Sohlh1*, *Dmc1*, and *Acr* were deicorated with active marks linked to enhancer, promoter, and transcriptional units at the relevant cell-stages, demonstrating that chromatin states shifted accompanying with stage-specific gene expression (Fig. 1g). 

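Zbtb16, a transcription factor that maintains spermatogonial stem cells, had 517 ± 35.1 CPM (SD, n = 2) in Undiff, 65.9 CPM in B and 3.70 CPM in pL. It fell from B to pL with a log2 fold change of −4.16 (SE 0.454, adjusted p = 4.597e-06 from edgeR). Sohlh1, another regulator of spermatogonial differentiation, was highest in type A1 spermatogonia (A1), at 142 ± 7.88 CPM (SD, n = 2), and had 20.1 CPM in pL. Dmc1 encodes a recombinase of meiotic break repair. It reached 378 ± 4.60 CPM in pL and 429 ± 84.1 CPM in L (SD, n = 2), and fell from Z to mP by −5.04 log2 (SE 0.657, adjusted p = 7.562e-06 from edgeR). Its Z mean of 433 CPM had an SD of 373, so that the 2 zygotene libraries did not fix its level there. Acr encodes the acrosomal protease acrosin. It rose from Z to mP by 6.66 log2 (SE 0.639, adjusted p = 2.781e-07 from edgeR) and from mP to RS2 by 2.23 log2. Acr reached 484 ± 16.5 CPM (SD, n = 2) in RS8. In RS2 its promoter lay in an H3K27ac domain of 10398 bp (mm10 15:89563892 to 89574289) and an H3K4me3 domain of 7481 bp. Zbtb16 had no H3K4me3 peak in the 3 spermatid stages, and its H3K27me3 peak was 4939 bp wide in RS4.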

The genomic coverage of different chromatin states varies and exhibit dynamic changes throughout spermatogenesis (Fig. 1h; Supplementary information, Fig. S4f, g). On average, about 1.6% of the genome exhibited differences in chromatin states between adjacent developmental stages (mean: 1.6%, 40.3 Mb, range 0.003%–8.4%, 0.07–207.2 Mb) (Supplementary information, Fig. S4f–h and Table S3). We found that late stages of male germ cells displayed broad and elevated H3K4me3 distribution at promoters and their flanking regions (the Pr-F state) (Fig. 1h), discussed further below. Surprisingly, we found that the heterochromatin state (Hc-H3K9me2) exhibited the highest degree of dynamics, followed by enhancer states, across different spermatogenic stages (Fig. 1i; Supplementary information, Fig. S4h). Furthermore, analysis of coordinated dynamics in chromatin signatures associated with male germ cell development revealed that type B spermatogonia, the stage after which mitosis-to-meiosis transition occurs, and mid-pachytene (mP) spermatocytes, the stage during which meiotic recombination and synapsis are completed, underwent the most extensive chromatin state changes (Fig. 1i; Supplementary information, Fig. S4h). In line with this, transcriptomic data showed that mP spermatocytes underwent a transitional stage where spermiogenesis genes are upregulated, while meiotic and mitotic genes are downregulated,^4^ discussed further below. 

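Between Z and mP, 24 of 34 genes of the sperm flagellum were raised and 1 was lowered in edgeR (24 and 2 when adjusted over the list alone). Hydin and Cfap43, which build the axoneme, rose by 6.39 log2 (SE 0.285) and 5.12 log2 (SE 0.265), with adjusted p = 8.514e-11 and 3.259e-10 from edgeR. Of 22 genes of the acrosome and of sperm-egg fusion, 10 were raised and 2 lowered over the same step, both over all genes and when adjusted over the list alone. Of 27 genes of meiotic prophase, 2 were raised and 13 lowered, the same numbers when adjusted over the list alone. Tex11, a meiotic gene of the X chromosome, fell with a log2 fold change of −6.66 (SE 0.343, adjusted p = 3.081e-10 from edgeR). Among 19 spermatogonial genes, 3 were raised and 10 lowered (the same when adjusted over the list alone). From mP to RS2, 30 of the flagellum genes were raised and none was lowered (31 when adjusted over the list alone), and 15 of the meiotic prophase genes were lowered and 4 raised. Izumo1, which encodes the sperm surface protein that binds the egg, rose by 8.26 log2 (SE 0.588, adjusted p = 6.612e-09 from edgeR) over this step. In all, 3988 genes were raised and 5150 lowered from Z to mP, of 19070 tested. The median of all genes moved by −0.265 log2 in this step, and the list medians were 3.64 for the flagellum and −0.82 for meiotic prophase. The meiotic prophase median depended on 1 library. Without zygotene replicate 2 it was 0.435, with 5 members raised and 11 lowered. The lists of Sertoli cell markers also moved, with 13 of 13 lowered between Z and mP (11 without zygotene replicate 1), at a median of −3.77. From these changes, the paper states that mP is a transitional stage in which spermiogenesis genes rise while meiotic and mitotic genes fall.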

Taken together, these data reveal that major shifts in chromatin states coincide with the expression of stage-specific genes in male germ cell development.

### Two major rearrangements of heterochromatin marks at the mitotic-to-meiotic transition and completion of meiotic recombination and synapsis

We investigated changes in heterochromatin marks, i.e., H3K9me2, H3K9me3, and H3K27me3 and identified two major phases of heterochromatin mark rearrangement that are unique to male germ cell development.

The first rearrangement began in type B spermatogonia and involved a drastic genome-wide increase in H3K9me2 concordant with a global loss of H3K27me3 (Fig. 2a, b; Supplementary information, Fig. S5a). By contrast, H3K9me3 remained relatively constant during these stages (Fig. 2a, b). Furthermore, the newly established H3K9me2 peaks did not overlap with H3K9me3 peaks, which were enriched over LINE and LTR but not SINE elements (Fig. 2a; Supplementary information, Fig. S5b, c). ChIP-qPCR analyses confirmed that stronger H3K9me2 signals were detected in the B and Z stages at the tested loci (Supplementary information, Fig. S5d). It is known that male germ cells, from type B spermatogonia to zygotene spermatocytes, express lower number of transcripts compared to other stages during spermatogenesis and exhibit global repression of transcription (Supplementary information, Fig. S5e).^53–55^ Yet the link to histone modifications remains incompletely understood. 

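The number of genes with at least 0.5 FPKM was 12764.5 (SD 436.3, n = 2) in Undiff and 12569.5 (SD 57.3, n = 2) in A1. Type B spermatogonia had 11369 such genes (SD 99) and pL had 10622.5 (SD 4.9). The fewest were found in L, with 9839.5 (SD 214.3), and in D, with 9845.5 (SD 3.5). The Z libraries had 11101 and 9914 such genes. With a limit of 0.1 FPKM, chosen after the values were seen, the counts were 13878 in B and 13025.5 in pL. At that limit D and mP, with 12140.5 and 12279.5, stood below L with 12503.5. These numbers count expressed genes per library, and the amount of RNA per cell was not measured by them.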

Here, we found that meiotic H3K9me2 was highly enriched on repressive but relatively less over active genes (Fig. 2c, d), suggesting that this modification, perhaps together with H3K9me3, might be involved in meiotic gene repression,^56^ a matter for future investigation.

**Fig. 2:**
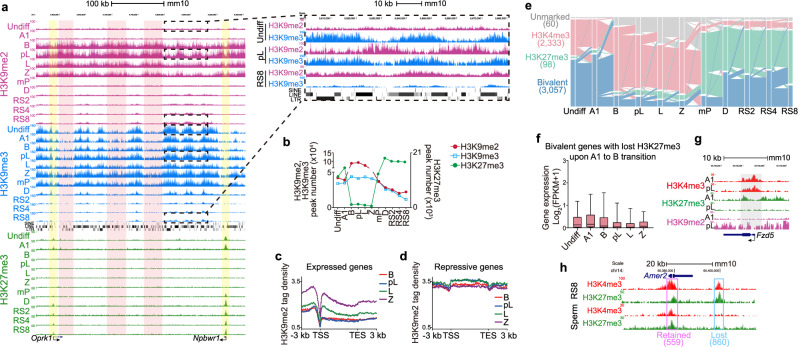
Dynamics of repressive histone marks during mouse spermatogenesis. **a** Snapshots of the UCSC genome browser showing the normalized ChIP-seq read densities of H3K9me2, H3K9me3, and H3K27me3 in a representative genomic region containing *Oprk1* and *Npbwr1* genes. Areas between H3K9me3 peaks are highlighted in light red to indicate increased H3K9me2 enrichment specifically from B to Z stages. Promoter regions, highlighted with yellow shading, are modified by H3K27me3 at various stages, excluding B to Z stages. Right panel shows a magnified view of dashed framed regions for H3K9me2 and H3K9me3 patterns in the indicated stages. SINE, LINE, and LTR elements are shown as black squares. **b** The numbers of H3K9me2, H3K9me3 and H3K27me3 ChIP-seq peaks at 11 stages of mouse spermatogenesis. **c**, **d** Metagene profiles showing the ChIP-seq normalized read densities of H3K9me2 on genes that are expressed (**c**) and repressive (**d**) from B to Z stages. **e** Alluvial plot showing the temporal dynamics of bivalent domains during mouse spermatogenesis. Each line in the plot represents a bivalent gene, and the total regions shown are those classified as bivalent genes in at least one of the analyzed stages. **f** Boxplot illustrating the expression levels of bivalent genes that underwent a loss of H3K27me3 modifications during the transition from A1 to B stages. **g** Snapshots of the UCSC genome browser showing the normalized ChIP-seq read densities of H3K4me3, H3K27me3, and H3K9me2 at A1 and pL stages on a representative bivalent gene, *Fzd5*. **h** Snapshots of the UCSC genome browser showing the normalized ChIP-seq read densities of H3K4me3 and H3K27me3 at RS8 and mature sperm stages over three representative bivalent gene loci, indicating the retained and lost bivalent states during the progression from RS8 stage to mature sperm.

The second rearrangement occurred at the mP stage, where meiotic recombination and synapsis are completed. We observed global loss of H3K9me2 and H3K9me3 at the mP stage, coinciding with robust transcriptional activation (Fig. 2a, b; Supplementary information, Fig. S5e).^4^ 

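In mP, 10013.5 genes (SD 40.3, n = 2) reached 0.5 FPKM, and RS2 had 10849 (SD 45.3, n = 2). RS4 had 10700.5 (SD 61.5) and RS8 had 10730 (SD 26.9). From mP to RS2, 6187 genes were raised and 4787 lowered in edgeR, while the median of all genes moved by 0.187 log2 with TMM, 0.477 with DESeq2 size factors and 0 with library size only. Slc2a3, a glucose transporter, and Ldhc, the testis form of lactate dehydrogenase, rose from Z to mP by 7.88 and 7.05 log2. Hk1, a hexokinase with a form anchored to the flagellum, rose by 5.57 log2 from mP to RS2. The list of germ-cell glycolysis genes had 6 of 9 raised and none lowered from Z to mP, and 7 raised and none lowered from mP to RS2, by edgeR and in the same numbers when adjusted over the list alone. In the 3 spermatid stages H3K9me3 peaks covered between 53.5 and 64.1 Mb, and H3K9me2 was not analysed here.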

Consistent with this loss, H3K9me2 demethylase *Kdm3*-deficient spermatids were associated with downregulation of several key genes essential for spermiogenesis, including *Crem*, *Tnp1/2*, and *Prm1/2*.^16,57,58^ Of note, after the global removal, the remaining H3K9me3 and H3K9me2 marks were left predominantly at LINEs and LTRs, highlighting their roles in retrotransposon silencing during the late stages of male germ cell development (Fig. 2a; Supplementary information, Fig. S5f). Interestingly, in contrast to the erasure of H3K9me2/3, H3K27me3 levels were quickly reestablished at the mP stage (Fig. 2a, b; Supplementary information, Fig. S5g, h). 

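Dmrt1, a transcription factor of spermatogonia, had 396 ± 22.7 CPM (SD, n = 2) in B and 1.08 CPM in mP. Its log2 fold change from Z to mP was −2.51 (SE 0.397, adjusted p = 5.389e-05 from edgeR). Dmrt3, its paralog, had 12.3 ± 0.831 CPM in B and 0.0170 CPM in mP, and fell from Z to mP with a log2 fold change of −4.98 (SE 0.969, adjusted p = 0.000438 from edgeR). Stra8, which starts meiosis, had 1029.6 ± 109 CPM (SD, n = 2) in pL and 0.134 CPM in mP. Rarg encodes a retinoic acid receptor and had 59.5 ± 0.495 CPM in Undiff and 0.330 CPM in mP. M1ap, a gene of meiotic recombination, had 730.5 ± 4.75 CPM in pL, 0.439 CPM in D and 80.9 ± 5.31 CPM (SD, n = 2) in RS8, so its level rose again in spermatids (log2 fold change 3.965 from RS2 to RS4). Sohlh1 fell from Z to mP by −3.13 log2 (SE 1.023, adjusted p = 0.0158 from edgeR), while for Sohlh2 the change over this step was −0.36 log2 with adjusted p = 0.462 from edgeR. In RS4 the H3K27me3 peaks at these promoters were 4197 bp wide at Dmrt1, 10603 bp at Dmrt3, 3882 bp at Stra8, 4530 bp at Rarg, 2129 bp at M1ap and 1386 bp at Sohlh1. Rarg and Dmrt3 also had H3K4me3 peaks in RS4, of 1488 and 1464 bp.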

Re-established H3K27me3 predominantly marked mitotic/meiotic expressed genes that were covered by H3K4me3 before the mP stage, but need to be silenced after the mP stage^59^ (i.e., *Drmt1/3, Sohlh1/2, Stra8, Rarg, M1ap*) (Supplementary information, Fig. S5g–i and Table S4). This suggests the crucial role of H3K27me3 in maintaining gene repression during spermiogenesis. However, H3K27me3 was depleted from LINE and LTRs, which were mainly covered by H3K9me2/3 in the late stages of male germ cells as described above (Supplementary information, Fig. S5c). 

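Ehmt1, which encodes a subunit of the H3K9me2 methyltransferase, had 188 CPM in B and fell from Z to mP by −3.23 log2 (SE 0.239, adjusted p = 1.589e-08 from edgeR). Ehmt2, the other subunit (G9A), had 526 CPM in Undiff, 33.2 CPM in Z and 525 CPM in RS4, and rose from mP to RS2 by 3.22 log2 (SE 0.41, adjusted p = 3.658e-06 from edgeR). Suv39h1, an H3K9me3 methyltransferase gene on the X chromosome, had 342 CPM in L and 0.366 CPM in mP. Its paralog Suv39h2 rose from D to RS2 by 4.17 log2 (SE 0.337, adjusted p = 4.445e-08 from edgeR), although 24% of its exon length lies within another gene and counting ignored strand. Of the H3K27 methyltransferases, Ezh2 had 18.6 CPM in Undiff and 164.5 ± 28.2 CPM (SD, n = 2) in RS2, and Ezh1 fell from mP to RS2 by −1.765 log2. Kdm6a, an H3K27 demethylase gene on the X chromosome, had 256.5 CPM in L and fell from Z to mP by −8.35 log2 (SE 0.37, adjusted p = 8.19e-11 from edgeR). Kdm6b fell by −2.53 log2 over the same step (SE 0.467, adjusted p = 0.000227 from edgeR). Kdm4d, an H3K9me3 demethylase gene, had 77.3 CPM in mP and 371 ± 20.4 CPM (SD, n = 2) in RS2. Kdm3a, an H3K9me2 demethylase gene, rose from Z to mP by 1.30 log2 (SE 0.187, adjusted p = 2.03e-05 from edgeR) and reached 951 ± 62.9 CPM in D. Between Z and mP, 4 of 6 H3K9 methyltransferases and 3 of 4 H3K27 demethylases were lowered, and none was raised, by edgeR and when adjusted over the list alone. From mP to RS2, 2 of 4 H3K27 methyltransferase genes were lowered and none raised, the same when adjusted over the list alone.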

Of note, both stage-specific genome-wide switches in repressive marks were associated with expression changes in the relevant chromatin modifying enzymes, EHMT/G9A,^56^ SUV39H1/2,^60^ EZH1/2,^19,61^ KDM6s,^62,63^ KDM4D^64,65^ and KDM3A^16^ (Supplementary information, Fig. S5j, k).

In addition, we discovered that most H3K4me3-H3K27me3 bivalent genes, which were originally thought to remain in a bivalent state throughout spermatogenesis,^21,22,66^ lost their bivalency due to the loss of H3K27me3 from the B spermatogonia to zygotene spermatocytes (Fig. 2e; Supplementary information, Fig. S6a, b and Table S4). However, these genes did not exhibit transcriptional de-repression in these stages, likely due to the repressive effects of H3K9me2 (Fig. 2f, g; Supplementary information, Fig. S6c). 

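Fzd5, a Wnt receptor gene, carried H3K4me3 and H3K27me3 at its promoter in RS2, RS4 and RS8. Its H3K4me3 peak was 438 bp wide in RS8, within an H3K27me3 peak of 6911 bp (mm10 1:64732991 to 64739901). Amer2, a regulator of Wnt signalling, also carried both marks at all 3 stages, with an H3K4me3 domain of 12044 bp and an H3K27me3 peak of 1905 bp in RS4. Npbwr1, a neuropeptide receptor gene, had an H3K27me3 peak of 2383 bp in RS4 and no H3K4me3 peak at its start site. Promoters where the marks overlapped belonged to 2219 genes in RS2, 2514 in RS4 and 1417 in RS8. Of the 2219 genes of RS2, 1071 were also bivalent in RS8. The number of genes with H3K27me3 at the start site was 6257, 6269 and 6274 at these stages, and 3841, 3595 and 4644 of them had no H3K4me3 peak there. In all, 1046 genes were bivalent at all 3 stages and 2939 in at least 1 of them. Mature sperm was not analysed here.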

Starting from the mP stage, H3K27me3 was re-established, leading to the formation of numerous de novo H3K4me3-K27me3 bivalent domains,^21^ with 39.4% persisting as bivalent and 60.6% becoming H3K27me3-only regions in mature sperm (Fig. 2e, h; Supplementary information, Fig. S6d).

Taken together, these findings reveal two major rearrangements of heterochromatin markers that are coincident with previously reported events such as meiotic transcription repression, postmeiotic global transcription activation, postmeiotic silencing of mitotic/meiotic genes, and silencing of retrotransposons.

### Establishment of conserved broad and robust H3K4me3 and H3K27ac domains in spermatids

Next, we investigated changes in active histone marks (mentioned above in Fig. 1h, i.e., Pr-F state) during spermatogenesis. 

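Over RS2, RS4 and RS8, the covered length of H3K4me3 differed by a factor of 1.58 between the stage with the most and the stage with the least. For H3K27ac this factor was 1.8. For H3K4me1, a mark of enhancers, it was 1.25, with 92.6 Mb in RS2, 115.7 Mb in RS4 and 115.3 Mb in RS8. For H3K36me3 it was 1.21, with 239.0 Mb in RS2 and 197.3 Mb in RS8. H3K9me3 and H3K27me3 had factors of 1.2 and 1.01. At Crem, a transcription factor gene of spermatids, the H3K4me1 peak was 3286 bp wide in RS2 and 6373 bp in RS8. Its H3K36me3 peak was 41052 bp wide in RS2 and 17229 bp in RS8. These factors cover 3 of the stages and each length is 1 pooled value, so they were not tested.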

Notably, we found that H3K4me3 and H3K27ac underwent more significant global changes compared to H3K4me1 and H3K36me3 across male germ cell development (Fig. 1c, d; Supplementary information, Fig. S2i, j). Two significant waves of H3K4me3 elevation occurred at the leptotene/zygotene and round spermatid (RS) stages, respectively (Fig. 1c, d; Supplementary information, Fig. S2i, j). The first wave, coupled to PRDM9 activation and the formation of DSB hotspots, was reported previously.^25,46^ However, the second wave of H3K4me3 elevation, concurrent with high levels of the forementioned Pr-F state (Fig. 1h), has not been previously reported.

Three key patterns were observed for the second H3K4me3 wave in spermatids. 

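Broad H3K4me3 domains of RS2, RS4 and RS8, joined across stages, numbered 5027 with a mean width of 7.7 kb and a median of 6849 bp. Amer2 in RS2 had a domain of 9121 bp, and Acr in RS4 one of 10848 bp (mm10 15:89563486 to 89574333). Chd5, a chromatin remodeler of spermatids, had one of 12774 bp in RS4. Promoter domains were assigned to start sites of 4238 genes and distal domains to a further 1016 genes. The widest domain of RS4 covered 38372 bp. At the 4 kb and 6 kb limits, RS2 had 5311 and 2138 broad domains where the 5 kb limit gave 3395.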

Firstly, up to 5136 promoters and enhancers were modified by these newly established exceptionally broad and strong H3K4me3 domains (with each over 5 kb, on average 8.7 kb). These domains are hereafter called spermatid broad H3K4me3, and 65.7% of them coincided with more than 76% of broad H3K27ac peaks (Fig. 3a–c; Supplementary information, Fig. S7a, b and Table S5). This contrasts with regular H3K4me3 signals which are typically found as narrow peaks (∼1–2 kb) at the transcription start sites (TSSs).^29^ 

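Of the broad H3K4me3 domains of all 3 stages, 3158 (62.8%) overlapped a broad H3K27ac domain. In the other direction, 3146 of 4093 broad H3K27ac domains (76.9%) overlapped a broad H3K4me3 domain. The share of broad H3K4me3 domains with broad H3K27ac was 60.3% in RS2, 55.6% in RS4 and 44.3% in RS8. A peak of H3K27ac of any width lay in 99.6%, 97.7% and 94.7% of them. At Chd5 the H3K27ac domain was 8426 bp wide in RS2 and 10959 bp in RS4. At Catsper1, a sperm calcium channel gene, it was 8427 bp in RS4 and 1000 bp in RS8.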

More recently, the term “broad H3K4me3” was used to characterize relatively extensive H3K4me3 domains in inner cell mass (ICM) and in human CD4^+^ T cells.^38,40^ However, the number and strength of broad H3K4me3 domains in spermatids drastically surpassed those in other cell contexts (Fig. 3d; Supplementary information, Fig. S7c–e).^38,40^ 

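Tnp1, Prm1 and Qk show how broad H3K4me3 differed between spermatid stages. At Prm1, a protamine gene, no H3K4me3 peak was called in RS2, and the domain was 15368 bp wide in RS4 and 23853 bp in RS8 (mm10 16:10780021 to 10803873). Qk encodes an RNA-binding protein, and its domain was 10364 bp wide in RS2, 10877 bp in RS4 and 2795 bp in RS8. Of the joined domains, 1108 were broad in all 3 stages. Those broad at only 1 stage numbered 512 for RS2, 703 for RS4 and 534 for RS8. The median width of broad domains was 6536 bp in RS2, 6843 bp in RS4 and 6554 bp in RS8. Only domains over 5 kb enter these medians, so they cannot show whether domains narrowed between stages. Over all H3K4me3 peaks before joining, the median width was 1808 bp in RS2, 1612 bp in RS4 and 1245 bp in RS8.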

Secondly, spermatid broad H3K4me3 domains displayed dynamic changes during spermiogenesis (Fig. 3b, c; Supplementary information, Fig. S7f, g). 

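Broad H3K4me3 domains numbered 3395 in RS2 and 3975 in RS4. Promoter domains were 2484 in RS2 and 2567 in RS4, and distal domains were 911 and 1408. The domains covered 24.6 Mb in RS2 and 30.5 Mb in RS4, which was 39.2% and 41.5% of the length under H3K4me3. At Catsper1 the domain was 6644 bp wide in RS2 and 10098 bp in RS4. At Rfx2, a transcription factor gene of spermiogenesis, the start site lay in a promoter broad domain. The RS4 control of the cKO experiment, a list from 1 library, had 2805 broad domains.

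**Figure D1:**
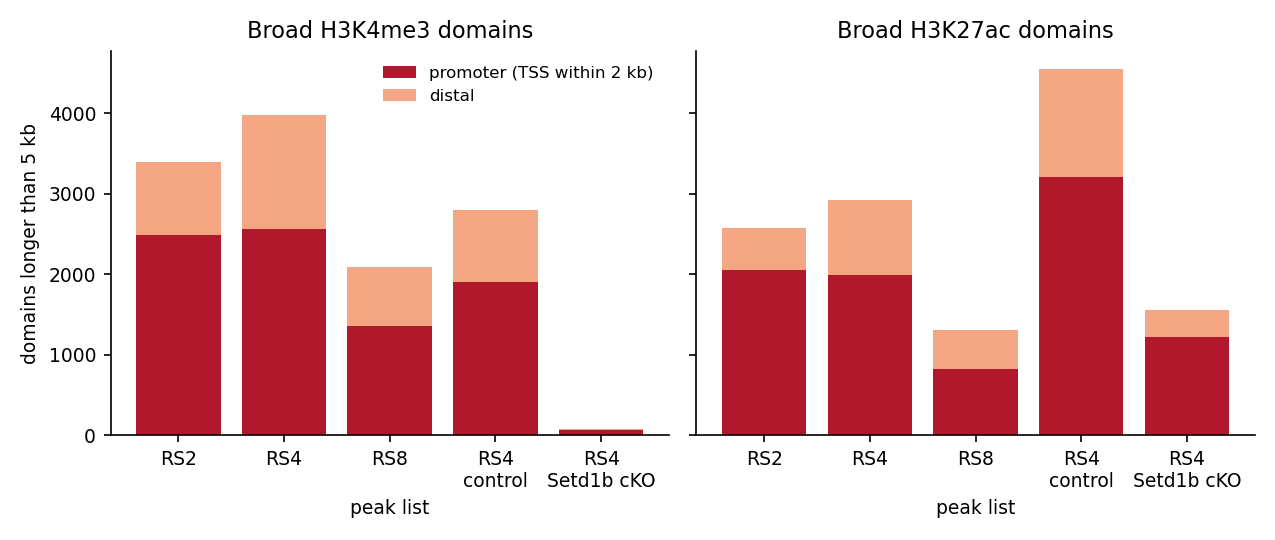
Number of broad domains (vertical axis) of H3K4me3 (left) and H3K27ac (right), split into promoter and distal, in RS2, RS4 and RS8 and in RS4 control and Setd1b cKO. Bars are single peak lists without error bars, and the H3K4me3 bar of Setd1b cKO stands at 77 beside 2805 in its control.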

We observed that the spermatid broad H3K4me3 signals were first detected in diplotene spermatocytes and increased during RS2 (3407), reaching their peak during RS4 (4090). These broad domains decreased during RS8 (2158) and LS (steps 10–12 elongating spermatids) (1840), with relatively few left in the mature sperm (407) (a total of 5136 cross all these stages, Fig. 3a–c; Supplementary information, Fig. S7g). 

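In RS8, 2088 broad H3K4me3 domains were found, with 1357 at promoters and 731 at distal places. They covered 15.3 Mb and made up 32.7% of the length under H3K4me3. At Catsper1 the domain was 5006 bp wide in RS8, and at Radil, a regulator of cell adhesion, the peak was 5718 bp wide in RS2 and 1901 bp in RS8. Prss55, a serine protease gene of spermatids, had a domain of 3222 bp in RS4 and 6310 bp in RS8, and Decr2, a reductase gene of fatty acid oxidation, had 2042 bp in RS4 and 6161 bp in RS8 (mm10 17:26085947 to 26092107). With a limit of 4 kb, RS8 had 3184 broad domains, and with 6 kb it had 1344. Elongating spermatids and mature sperm were not analysed for H3K4me3 here.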

Intriguingly, broad H3K27ac exhibited a similar pattern to spermatid broad H3K4me3 (Fig. 3a–c; Supplementary information, Fig. S7a, b, f, g). 

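Broad H3K27ac domains numbered 2571 in RS2, 2930 in RS4 and 1311 in RS8. Promoter domains were 2050, 1996 and 819 at these stages, and distal domains were 521, 934 and 492. Their mean width over the joined stages was 8388 bp, and 528 of 4093 were broad at all 3 stages. At Tnp1 the H3K27ac domain of 10701 bp in RS4 lay within the 25840 bp domain of RS8. At Qk the width was 9150 bp in RS2, 3085 bp in RS4 and 1185 bp in RS8. The RS4 control of the cKO experiment, from 1 library, had 4551 broad H3K27ac domains, against 2930 in the pooled RS4 list of wild type.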

Lastly, spermatid broad H3K4me3 domains were not only deposited at TSSs (3055 out of 5136 peaks, 59.5%) but also found at thousands of distal enhancer regions (2081 out of 5136 peaks, 40.5%) (Fig. 3b, c). In comparison, around 60% of regular H3K4me3 was distributed in distal enhancer regions (Supplementary information, Fig. S7h). 

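Of the 5027 broad H3K4me3 domains, 3225 (64.2%) lay within 2 kb of a start site and 1802 (35.8%) were distal. The distal share was 26.8% in RS2, 35.4% in RS4 and 35.0% in RS8. Prm2, Crem and Atp1a4, which encodes a sodium pump subunit of sperm, had promoter broad domains. Tdrd7, a gene of germ granules, and Tex2, a lipid transfer gene, were nearest to distal broad domains and had regular peaks at their promoters. The start site of Atp1a4 lay in a domain of 6411 bp in RS4. Broad H3K27ac had a like division, with 67.6% of joined domains at promoters.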

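Regular H3K4me3 domains numbered 27990 over the 3 stages, and 19566 of them (69.9%) were distal. The distal share was 56.4% in RS2, 62.3% in RS4 and 56.3% in RS8. Regular promoter domains had a median width of 2337 bp and regular distal domains of 1331 bp. Rpl22, a ribosomal protein gene, had a regular promoter domain of 2717 bp in RS4. Dmc1 had one of 1359 bp in RS4. With promoters taken as within 1 kb of a start site the distal share of the joined domains was 70.8%, and with only domains that contain a start site taken as promoter domains it was 72.3%.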

Importantly, we also found that the broad H3K4me3 and H3K27ac domains are conserved in human spermatids (Fig. 3e; Supplementary information, Fig. S7i–k).

**Fig. 3:**
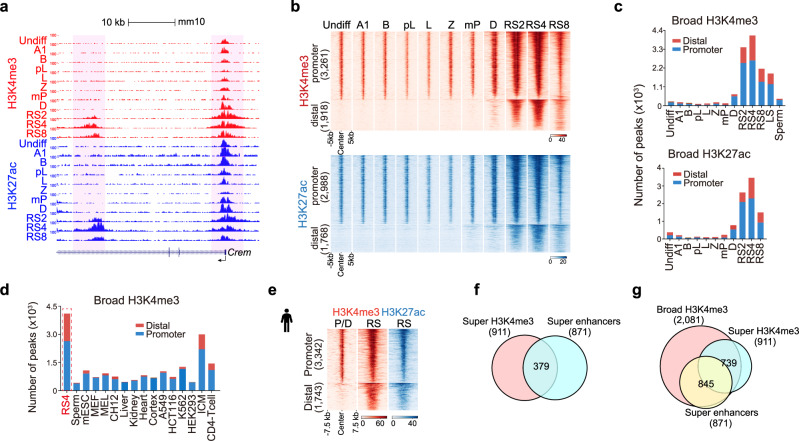
Dynamic changes in broad H3K4me3 and H3K27ac domains during spermiogenesis. **a** Snapshots of the UCSC genome browser showing the normalized ChIP-seq read densities of H3K4me3 (red) and H3K27ac (blue) at the *Crem* gene locus during mouse spermatogenesis. Regions shaded in pink highlight two broad H3K4me3 and H3K27ac peaks at the distal (left) and promoter (right) regions of the *Crem* gene, emphasizing the broad enrichment pattern of H3K4me3 and H3K27ac at the RS stages. **b** Heatmaps showing the normalized ChIP-seq read densities of H3K4me3 (red, upper panel) or H3K27ac (blue, lower panel) during mouse spermatogenesis on all broad H3K4me3 or H3K27ac peaks identified at the RS stages. **c** Stacked chart showing the numbers of broad H3K4me3 peaks (upper panel) from undifferentiated spermatogonia (Undiff) to mature sperm and H3K27ac peaks (lower panel) from Undiff to RS8 on promoter and distal regions. The broad peaks are defined as ChIP-seq peaks exceeding 5 kb in length. The promoter regions are defined as ± 2 kb from the TSS, and the distal regions are defined as the genomic regions beyond ± 2 kb from the TSS. LS denotes elongating spermatid steps 10–12, and sperm denotes the mature sperm stage. **d** Stacked chart showing the number of broad H3K4me3 peaks in RS4 compared to a range of indicated cell types. These include diverse mouse and human cell lines, CD4^+^ T cells, and early embryonic cells. **e** Heatmaps showing the normalized ChIP-seq read densities of H3K4me3 (red, left panel) and H3K27ac (blue, right panel) in human pachytene/diplotene (P/D) and/or RS. The visualization encompasses all broad H3K4me3 or H3K27ac peaks identified in human RSs. **f** Venn diagrams showing the overlap between H3K4me3-based SEs (super H3K4me3) and H3K27ac-based SEs identified by ROSE in mouse RSs. **g** Venn diagrams showing the overlap among H3K4me3-based SEs, H3K27ac-based SEs and broad H3K4me3 peaks.

### Spermatid broad H3K4me3 domains display SE features

We and others have previously reported H3K4me3-marked enhancers that are negatively regulated by RACK7/KDM5C, presenting an overly activated state.^67–69^ However, enhancer-associated H3K4me3 is generally much weaker than promoter H3K4me3 in most reported systems (Supplementary information, Fig. S7d).^38,40^ Additionally, the number of distal broad H3K4me3 domains detected in those reported models was relatively low, on average less than 100 (Fig. 3d).^38^ Here, we found that the spermatid broad H3K4me3 domains, regardless of association with TSSs (59.5%) or distal regions (40.5%), exhibited similar levels of signal strength (Supplementary information, Fig. S7d). In mouse spermatogenesis, H3K27ac-based enhancers and SEs have been characterized previously.^23,70^ However, the feature of H3K4me3 in enhancer regions remain unexplored. To address this, we applied the ROSE program^71,72^ to our H3K4me3 ChIP-seq data from RSs (RS2, RS4 and RS8), and identified 911 merged “super” H3K4me3 domains. Comparative analysis revealed that 41.6% (379 out of 911) of these super H3K4me3 domains overlapped with SEs (Fig. 3f). Further analysis showed that the majority of “super” H3K4me3 domains (739 out of 911) and SEs (845 out of 871) overlap with broad H3K4me3 domains, highlighting these regions as some of the most active enhancers in RSs (Fig. 3g).

### Spermatid broad H3K4me3 domains are associated with highly expressed genes linked to spermatid identity

Given that spermatid broad H3K4me3 domains significantly overlapped with SEs and showed even broader genomic coverage, we hypothesized that they might play a role in transcriptional activation during spermatid development. To investigate this, we analyzed the transcriptional levels of genes marked by spermatid broad H3K4me3 domains, sharp H3K4me3 domains (top 500 regular H3K4me3 domains with the highest density), and control peaks (500 randomly selected regular H3K4me3 domains) in spermatids. 

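The 4238 genes with a broad H3K4me3 domain at the promoter had a median of 13.4 FPKM (SD 0.121, n = 2 libraries) in wild-type RS4. The 8610 genes with a regular promoter domain had a median of 0.878 FPKM (SD 0.0739, n = 2). As log2 of FPKM plus 1, taken from the mean of both libraries, the medians were 3.86 and 0.926. The 1016 genes nearest to a distal broad domain had a median of 0.714 FPKM (SD 0.0359), or 0.777 on the same scale. Counting only genes with at least 0.5 FPKM, the distal broad genes were instead above regular promoter genes, by 0.238 log2. Genes nearest only to a regular distal domain had 0.019 FPKM, and those without any had 0. In 10000 random lists as large as the promoter broad class, 95% of the median log2 levels lay between 0.269 and 0.367, and none was above the median of this class. The regular promoter and distal broad medians also lay at percentile 100 of their random lists. The random lists thus do not set promoter broad genes apart from these classes. Genes are not independent replicates, so no p is given across genes.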

We found that genes marked by spermatid broad H3K4me3 produced significantly higher transcript levels than genes associated with regular or control H3K4me3 domains (Fig. 4a). 

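Promoter broad genes had a median of 3.78 FPKM (SD 0.138, n = 2) in Undiff and 1.98 FPKM (SD 0.133, n = 2) in L. The median was 6.20 FPKM in mP, 7.46 FPKM in D, 11.8 FPKM (SD 0.235, n = 2) in RS2 and 12.0 FPKM (SD 0.106, n = 2) in RS8. Distal broad genes had 0.732 FPKM in Undiff, 0.158 FPKM in D and 0.639 FPKM (SD 0.0718) in RS2. Regular promoter genes had 3.95 FPKM in Undiff, 2.69 FPKM in mP and 0.776 FPKM in RS8. Catsper1, Acr, Crem and Tnp1 belong to the promoter broad class, and Ehmt1 and Prdm9 to the regular promoter class. From mP to RS2, Tekt2, a tektin gene of the flagellum, rose by 5.11 log2 (SE 0.456, adjusted p = 6.972e-08 from edgeR). Of 14 spermatid transcription factors, 10 were raised and 1 lowered over this step in edgeR, the same when adjusted over the list alone. The paper concludes that the expression of broad H3K4me3 genes follows the dynamics of the domains.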

Notably, broad H3K4me3-linked genes were enriched for key functions integral to spermatid development (Fig. 4b) and exhibited a temporal expression that mirrored the dynamics of broad H3K4me3 (Fig. 4c, d). Furthermore, the strength of broad H3K4me3 correlated with the expression levels of associated genes, such as *Crem* and *Prm1*, which emerge as the most highly expressed genes during the relevant stages of spermatid development^8,73^ (Figs. 3a, 4c, d; Supplementary information, Fig. S8a, b). Additionally, motif enrichment analyses revealed that transcription factor motifs (RFX2 and CREM) linked to spermatid development^6–8^ were enriched within spermatid broad H3K4me3 domains (Fig. 4e). 

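Crem encodes a transcription factor needed for spermatid gene expression. It had 40.4 FPKM (SD 4.63, n = 2) in D, 85.9 FPKM (SD 10.1) in RS2, 117 FPKM (SD 4.74) in RS4 and 101 FPKM (SD 3.71) in RS8. In the LS controls, which belong to the cKO experiment and were not scaled to the wild-type stages, it had 17.0 FPKM (SD 0.9, n = 2). Among 19216 expressed genes of RS4, 647 had more FPKM than Crem, which ranked at 648. Its H3K4me3 domain was 8828 bp wide in RS2, 9038 bp in RS4 and 6920 bp in RS8 (mm10, gene at 18:3266354 to 3337773). Prm1, which encodes a protamine, had 10.5 FPKM in RS2, 6.68 FPKM in RS4 and 2072 FPKM (SD 666, n = 2) in RS8, where it ranked at 6 of 19633 genes. In LS controls Prm1 had 58714 FPKM (SD 2974, n = 2) and ranked at 4 of 19253 genes. Tnp2 ranked at 1 in LS, with 93891 FPKM. Widths at 2 loci cannot test a correlation, and none was computed.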

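The cAMP response element TGACGTCA, the site that CREM binds, occurred 385 times in promoter broad domains, or 14.8 times per Mb (Poisson interval 13.3 to 16.3). Regular promoter domains held 23.1 sites per Mb (21.1 to 25.3). Distal broad domains held 10.9 (9.16 to 12.9) and regular distal domains 12.9 (11.7 to 14.2). Regions of the same widths shifted by 100 kb held 7.31, 6.61, 6.75 and 5.59 per Mb for promoter broad, regular promoter, distal broad and regular distal domains. The X-box GTTGCCNNGGCAAC, bound by RFX2, occurred 1.23 times per Mb in promoter broad domains (0.84 to 1.73) and 1.58 times in distal broad domains (0.97 to 2.44). It occurred 1.31 times per Mb in regular promoter and 2.64 times in regular distal domains (2.11 to 3.25). In the shifted regions the X-box occurred between 0.14 and 0.34 times per Mb. Counted by domain, 10.9% of promoter broad and 5.2% of regular promoter domains held the cAMP response element. The GC content was 47.0% in promoter broad and 51.9% in regular promoter domains.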

Supporting the notion that strong enhancer activity is associated with spermatid broad H3K4me3 domains, we found elevated transcription of enhancer RNAs (eRNAs) within these domains, indicative of heightened enhancer activities, relative to regular H3K4me3 enhancers (Fig. 4f).

**Fig. 4:**
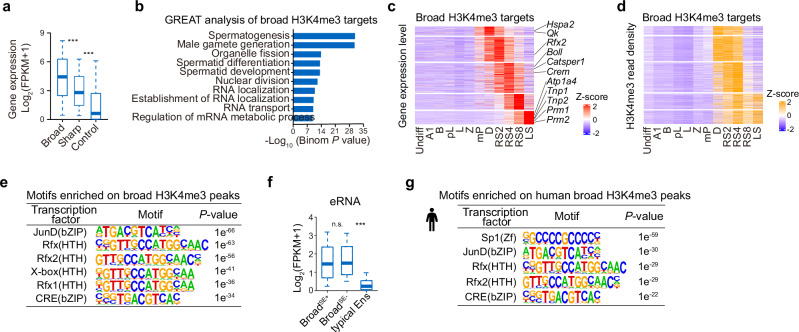
Spermatid-specific broad H3K4me3 domains are coupled to transcriptional potentials of key genes for spermiogenesis. **a** Boxplot showing the expression levels of target genes associated with broad, sharp, and control H3K4me3 peaks at the RS4 stage of mouse spermatogenesis. ***P < 0.001. **b** Functional enrichment analysis of broad H3K4me3 marked genes in mouse spermatids utilizing GREAT to infer potential functional pathways and associated biological processes. **c**, **d** Heatmaps showing the RNA expression levels (**c**) and broad H3K4me3 intensities (**d**) of RS broad H3K4me3-marked genes throughout mouse spermatogenesis. Genes are sorted based on the peak expression timing, progressing from early to late stages. **e** Transcription factor-binding motifs enriched within broad H3K4me3 domains in mouse RSs. **f** Boxplots showing the expression levels of enhancer RNAs in RSs across three categories: broad H3K4me3 domains that overlap with SEs (Broad^SE+^), broad H3K4me3 domains without overlapping with SEs (Broad^SE–^), and typical enhancers (Ens). **g** Transcription factor-binding motifs enriched within broad H3K4me3 domains in human RSs.

Importantly, we also observed higher transcriptional levels at genes marked by broad H3K4me3 domains in human spermatids (Supplementary information, Fig. S8c).^74^ These genes showed functional enrichment of spermiogenesis by gene ontology (GO) term analysis and were enriched for similar transcription factor motifs like RFX2 and CREM as mouse broad H3K4me3 genes (Fig. 4g; Supplementary information, Fig. S8d). In conclusion, our findings demonstrate that spermatid broad H3K4me3 domains are linked to key spermiogenesis genes, exhibiting robust transcriptional output and stage-specific expression patterns in both mice and humans.

### SETD1B methyltransferase is required for the formation of spermatid broad H3K4me3 domains

We next tested which H3K4 methyltransferase(s) generates spermatid broad H3K4me3 and assessed the impact of perturbing these domains on the spermatid transcriptome. Six KMT2 methyltransferases and PRDM9 are known to catalyze H3K4me3 formation. Of these, only *Setd1b* expression coincided with the formation of spermatid broad H3K4me3 domains, as revealed by RNA-seq (Fig. 5a). This alignment is further supported by single-cell RNA-seq data (Supplementary information, Fig. S9a).^4^ 

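Setd1b encodes a catalytic subunit of an H3K4 methyltransferase complex. Its level was 0.742 CPM in B, 0.115 CPM in pL and 7.12 CPM in mP. It then reached 13.2 ± 1.30 CPM (SD, n = 2) in D and 14.2 ± 0.897 CPM in RS2, and stood at 7.17 ± 0.169 CPM in RS4 and 5.29 ± 1.13 CPM in RS8. None of the steps from mP to D, D to RS2, RS2 to RS4 or mP to RS2 passed the test, with a log2 fold change of 0.99 (SE 0.665, adjusted p = 0.202 from edgeR) for the last. Without replicate 2 of each stage, the highest mean of Setd1b was in D. Undiff had 8.61 CPM. Setd1a, its paralog, was highest in L, at 886 ± 68.7 CPM (SD, n = 2), and had 15.9 CPM in RS2. Kmt2a, Kmt2b and Kmt2c, which encode the other methyltransferases, also had their highest means in L, at 710 ± 5.12, 518 ± 51.1 and 1796 ± 103 CPM. Kmt2d had 166 CPM in L and 217 ± 249 CPM in Z, so its highest stage rests on 1 zygotene library. Prdm9, which marks meiotic break sites, had 323.5 ± 34.6 CPM (SD, n = 2) in L and fell from Z to mP by −6.13 log2 (SE 0.624, adjusted p = 5.304e-07 from edgeR). From mP to RS2, Setd1a fell by −2.68 log2 (SE 0.229, adjusted p = 4.38e-08 from edgeR). Of the 7 genes of the list H3K4 methyltransferases, 4 were lowered and none was raised between mP and RS2 in edgeR, and the same when adjusted over the list alone. The paper states, with single-cell data as further support, that of these genes Setd1b alone had expression that coincided with broad domains forming.

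**Figure D2:**
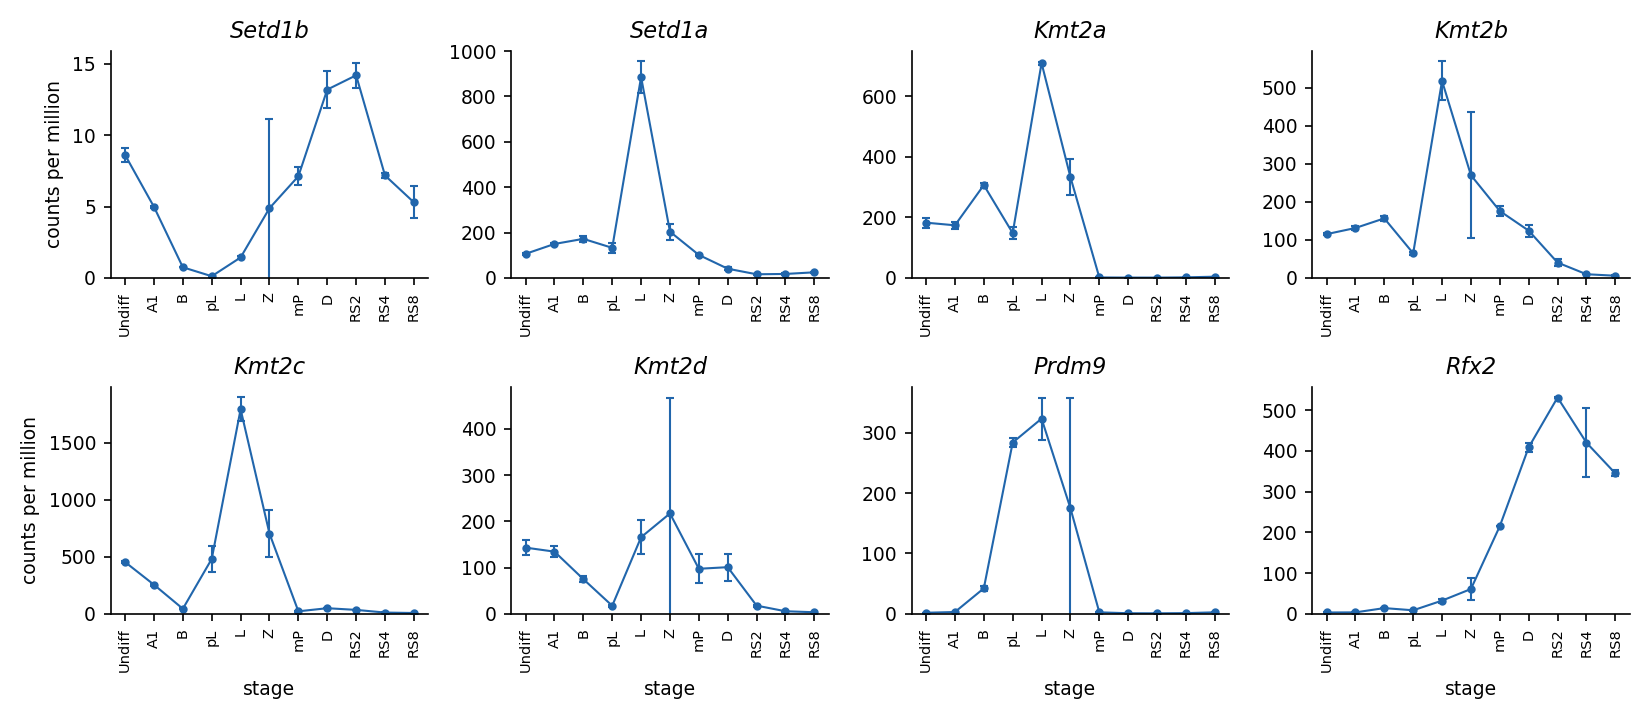
CPM (vertical axis) of Setd1b, the other H3K4 methyltransferase genes and Rfx2 at the 11 stages (horizontal axis), as mean with SD of 2 libraries. The SD bars of Setd1b, Kmt2d and Prdm9 in zygotene run below 0, where the axis ends, and Setd1b is highest in RS2 at 14.2 CPM.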

To confirm the role of *Setd1b* in the formation of spermatid broad H3K4me3 domains, we generated a *Setd1b*-floxed mouse line using CRISPR/Cas9 and specifically inactivated *Setd1b* in male germ cells from type A1 spermatogonia onwards using a *Stra8*-GFP Cre line (hereafter referred to as *Setd1b* cKO) (Supplementary information, Fig. S9b).^75^ 

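Exon 5 of Setd1b, removed in the cKO, spans 113 bp (mm10 5:123146550 to 123146662) of the 17 exons and 8858 bp of the transcript. Counts per whole transcript cannot show its absence, and reads per exon were not analysed here. In RS4, Setd1b had 8.39 and 8.61 FPKM in the control libraries and 5.77 and 5.78 FPKM in the cKO libraries. Its log2 fold change there was −0.52 (SE 0.083, adjusted p = 0.000126 from edgeR). Without control replicate 2 the change was −0.46, short of the fold threshold. In bulk RS it was −0.07 (SE 0.05, adjusted p = 0.313 from edgeR), with 2936 and 2794 fragments in controls and 2675 and 3097 in cKO. LS had 5.27 and 6.22 FPKM in controls and 10.1 and 10.3 FPKM in cKO, a log2 fold change of 0.21 after TMM (SE 0.166, adjusted p = 0.385 from edgeR) and 0.92 with library size only. RS8 had 5.97 and 5.14 FPKM in controls and 7.88 and 7.36 FPKM in cKO, a log2 fold change of 0.365 (SE 0.238, adjusted p = 0.78 from edgeR). The wild-type RS4 libraries had 0.381 and 0.344 FPKM of Setd1b, so its level cannot be compared directly between the wild-type stages and the cKO experiment.

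**Figure D3:**
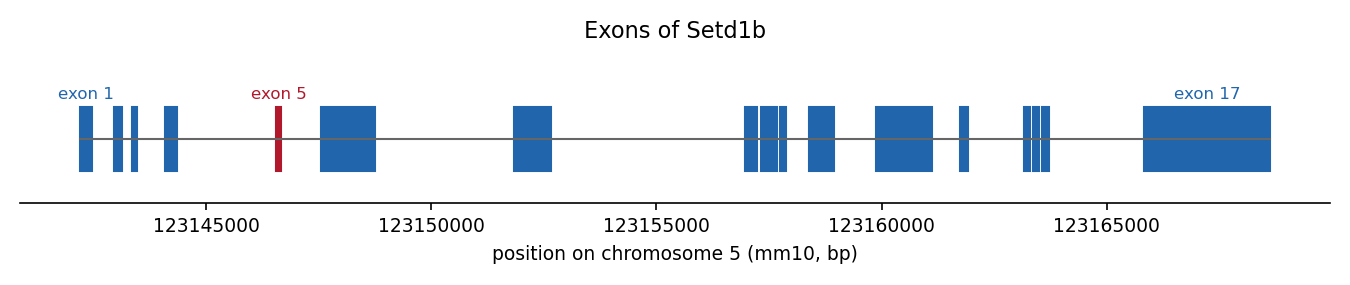
The 17 exons of Setd1b drawn to scale along chromosome 5 of mm10 (horizontal axis, position), with exon 5 in red. Exon 5 covers 113 bp of 8858 bp.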

RNA-seq results demonstrated that exon 5 of *Setd1b* transcripts was absent, which is also verified by genotyping PCR, revealing high knockout (KO) efficiency (Supplementary information, Fig. S9c, d). Immunostaining analyses showed that, in *Setd1b* cKO testes, spermatid H3K4me3 but not H3K4me1 signals were greatly reduced, suggesting that *Setd1b* is required for generation of RS broad H3K4me3 (Fig. 5b). ChIP-seq analyses demonstrated that broad H3K4me3 domains were completely lost in *Setd1b* cKO spermatids, while regular H3K4me3 signals remained unaffected (Fig. 5c–f; Supplementary information, Fig. S9e). 

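In RS4 control, 2805 broad H3K4me3 domains were found, and in Setd1b cKO 77. Broad domains made up 35.2% of the length under H3K4me3 in control and 2.0% in cKO. All H3K4me3 peaks together covered 57.3 Mb in control and 27.1 Mb in cKO. Of the broad domains of control, 2083 (74.3%) still held an H3K4me3 peak in cKO, and 72 (2.6%) held a broad one. At Crem the domain of 8052 bp in control was a peak of 2906 bp in cKO, and at Qk the widths were 10553 and 3599 bp. Tnp1 and Prm1, with domains of 6536 and 11959 bp in control, had no H3K4me3 peak in cKO. Among regular domains of control, 7397 of 8008 at promoters (92.4%) held a peak in cKO. Among 7969 regular distal domains, 2235 (28%) did. Of 11653 genes with an H3K4me3 peak at a start site in control, 10723 (92.0%) had one in cKO, and 455 had one only in cKO. Each list came from 1 library, so these numbers carry no replicate error. From immunostaining, read densities and peaks, the paper concludes that SETD1B is responsible for the broad domains and describes regular H3K4me3 as unaffected. Its read density over narrower regular peaks is another measure than whether a called peak remains.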

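Chd5 and Crem stand for promoters and Tex2 and Tdrd7 for genes next to distal domains in the RS4 lists of control and Setd1b cKO. Chd5 had an H3K4me3 domain of 11110 bp in control and a peak of 4042 bp in cKO (mm10 4:152337098 to 152341139). At the promoters of Tex2 and Tdrd7, regular peaks of 3214 and 2595 bp in control were 2631 and 2136 bp wide in cKO. Of 1908 promoter broad domains, 1673 (87.7%, interval 86.1 to 89.1) held a peak in cKO, and 66 held a broad one. Their median width of 6722 bp stood against 2995 bp for the peaks left in cKO, and 38.3% of the length was kept. Of 897 distal broad domains, 410 (45.7%, interval 42.5 to 49.0) held a peak, and 6 a broad one. Their median width was 6182 bp, with 1872 bp for the peaks left and 15.2% of the length kept. When a kept peak had to cover 50% or more of the domain, 32.2% of promoter and 3.3% of distal broad domains had one.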

More specifically, the H3K4me3 signals at distal enhancers largely vanished, while promoter broad H3K4me3 regions were also lost but leaving regular H3K4me3 domains (Fig. 5d–f), likely catalyzed by other methyltransferase(s). 

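Over 1908 promoter broad H3K4me3 domains, H3K27ac peaks covered 93.1% of the length in RS4 control and 61.1% in Setd1b cKO. The number of these domains with any H3K27ac peak was 1894 in control and 1852 in cKO. Over the 897 distal broad domains the covered share was 79.6% in control and 39.0% in cKO, with a peak in 837 and 743 of them. At Chd5 the H3K27ac domain was 19410 bp wide in control and 7996 bp in cKO. At Rpl22, with regular H3K4me3, the H3K27ac peak was 4383 bp wide in control and 2796 bp in cKO, and its H3K4me3 peak was 2367 and 2134 bp. At Tdrd7 the H3K27ac peak at the promoter was 2925 and 2388 bp. Of 3211 promoter broad H3K27ac domains, 98.7% held a peak in cKO and 35.7% a broad one. Of 1340 distal ones, 88.1% held a peak and 17.7% a broad one. All H3K27ac peaks together covered 85.5 Mb in control and 53.4 Mb in cKO. Both H3K27ac lists came from 1 library each.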

We also found that H3K27ac was greatly reduced at the broad H3K4me3 enhancers but largely unaffected at the broad H3K4me3 promoters in *Setd1b* cKO spermatids, implying that distal enhancer broad H3K27ac is more relied on SETD1B compared to promoter H3K27ac (Fig. 5c–f). Collectively, these results demonstrate that SETD1B is the major methyltransferase responsible for generating spermatid broad H3K4me3 domains.

**Fig. 5:**
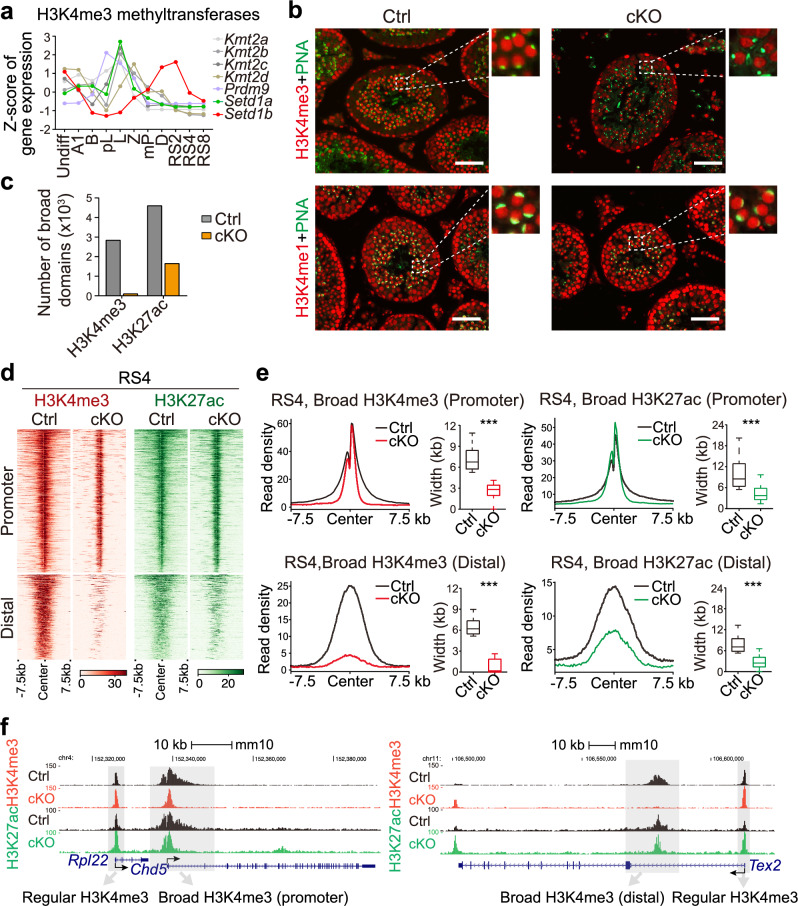
SETD1B is responsible for the establishment of broad H3K4me3 domain during spermiogenesis. **a** Line chart showing the gene expression profiles of seven H3K4me3 methyltransferases across 11 stages of mouse spermatogenesis, determined by RNA-seq. **b** Immunofluorescent (IF) staining for H3K4me3 (red, upper panel) or H3K4me1 (red, lower panel) in sections of adult control and *Setd1b* cKO testes. Acrosome marker peanut lectin (PNA, green) was co-stained to determine the specific stages of the seminiferous epithelium. Magnified views of dashed framed regions were shown on the right side of each image. Scale bars, 100 μm. **c** Bar plot showing the numbers of broad H3K4me3 and broad H3K27ac domains identified at the RS4 stage of RSs in control and *Setd1b* cKO mice. **d** Heatmaps showing the normalized read densities of H3K4me3 (red, left panel) and H3K27ac (green, right panel) across all broad H3K4me3 and H3K27ac domains identified at the RS4 stage of RSs in both control and *Setd1b* cKO mice. Broad domains are categorized into promoter and distal groups based on their genomic locations. **e** Metagene profile plots showing the averaged ChIP-seq read densities of H3K4me3 and H3K27ac on promoter (upper) and distal (lower) broad H3K4me3 (left) and H3K27ac (right) peaks identified at the RS4 stage of RSs in both control and *Setd1b* cKO mice. Box plots in the right panel show the width of peaks. **f** Snapshot of the UCSC genome browser showing the normalized ChIP-seq read densities of H3K4me3 and H3K27ac at the *Rpl22* locus (regular H3K4me3 peak), *Chd5* locus (promoter broad H3K4me3 peak), and *Tdrd7* locus (regular and distal broad H3K4me3 peaks) at the RS4 stage in control and *Setd1b* cKO mice. Broad and regular H3K4me3 peaks were shaded in grey color.

### SETD1B regulates Pol II distribution between broad and regular H3K4me3 regions and activates genes required for spermatid development

A link between H3K4me3 and gene activation, in particular molecularly through TAF3–H3K4me3 interaction and PIC assembly, has previously been established.^35^ H3K4me3 was also recently shown to regulate Pol II occupancy and transcription in mouse embryonic stem cells using an acute degradation system that disrupts all KMT2 functions.^33,34^ We therefore tested whether SETD1B-mediated broad H3K4me3 domains influence transcription and Pol II occupancy in the developing spermatids. We first performed TAF3 and Pol II (N-terminal domain) ChIP-seq in mixed populations of RSs (bulk RS) from control and *Setd1b* cKO mice. 

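Round spermatids of mixed steps (bulk RS) from control and Setd1b cKO testes were profiled for Pol II and TAF3, a subunit of the TFIID complex, with 2 ChIP libraries behind each peak list. For RNA-seq of bulk RS there were 2 libraries per genotype, with 27357315 and 27572008 fragments in the controls and between 26147995 and 30459211 in the cKO libraries. Peaks were the authors' calls from pooled libraries and were used to count occupied domains and the length covered, without a test. The paper's spike-in scaling of tracks was not used here. The domains were the joined broad and regular domains of wild-type RS2, RS4 and RS8. Pol II had 28770 peaks in control and 26859 in cKO, and TAF3 had 10125 and 8890. For RNA, edgeR compared cKO with control over 15337 genes, and a change was called at an adjusted p under 0.05 with an absolute log2 fold change of at least 0.5. In simulated libraries of this spread the test found 78.3% of genes altered by log2 0.5 and 98.6% of those altered by log2 1. There a gene was found by its adjusted p and direction without the fold threshold, so these rates are upper limits for the calls. The biological coefficient of variation was 0.043.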

In the wild-type mice, we found significantly higher levels of promoter-bound and elongating Pol II, as well as TAF3 occupancy, over genes marked by broad H3K4me3 at TSSs compared to genes associated with sharp and control H3K4me3 (Supplementary information, Fig. S10a). 

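In bulk RS controls, Pol II peaks lay in 93.6% of 3225 promoter broad domains and in 43.3% of 8424 regular promoter domains. They covered 74.9% of the length of the former and 31.3% of the latter. TAF3 peaks lay in 87.4% of promoter broad and 39.0% of regular promoter domains, and covered 33.5% and 15.9% of their length. At Chd5 the Pol II peak was 67096 bp wide and the TAF3 peak 11579 bp. At Acr, Pol II covered 45419 bp and TAF3 8500 bp. At Rpl22, with a regular promoter domain, the Pol II peak was 815 bp and the TAF3 peak 930 bp wide. Wider domains have more room for a peak, so the share of length is the value to compare between classes.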

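Distal domains were compared in the same bulk RS controls. Of 1802 distal broad domains, 79.9% held a Pol II peak and 55.8% a TAF3 peak. Of 19566 regular distal domains, 17.1% held a Pol II peak and 6.4% a TAF3 peak. Pol II covered 56.5% of the length of distal broad domains and 14.9% of that of regular distal domains. For TAF3 these shares were 18.7% and 3.7%.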

Pol II and TAF3 occupancies at distal broad H3K4me3 domains showed the same trend (Supplementary information, Fig. S10b). Furthermore, we observed a decrease in nucleosome occupancy at promoters marked by broad H3K4me3 decreases as spermatogenic cells developed to the RS stage (Supplementary information, Fig. S10c). We also identified DNA hypomethylation at 50% of SETD1B-mediated H3K4me3 domains (defined as those with an average DNAme level below 0.3) (Supplementary information, Fig. S10d). These findings are consistent with our observation that spermatid broad H3K4me3 domains are associated with highly expressed genes. 

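In bulk RS, promoter broad domains with a Pol II peak were 93.6% in control and 90.3% in Setd1b cKO, where 117 domains lost and 11 gained a peak. The length that Pol II covered in these domains in cKO was 92.1% of that in control. For TAF3 the share of promoter broad domains with a peak was 79.1% in cKO, with 294 lost and 25 gained and 69.9% of the control's covered length. Catsper1, which encodes a subunit of the sperm calcium channel, had a TAF3 peak of 1615 bp in control and none in cKO. Tnp1 had a TAF3 peak of 7785 bp in control and 1280 bp in cKO, and its Pol II peak was 16575 and 9872 bp wide. At Prm1 the TAF3 peak was 17223 bp wide in control and 531 bp in cKO. At Crem the TAF3 peak was 2819 and 1955 bp wide, and at Chd5 it was 9065 bp in cKO. Qk had a Pol II peak of 3437 bp in control and 722 bp in cKO. Widths of peaks do not measure signal strength.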

Importantly, we found that *Setd1b* depletion caused a strong reduction in TAF3 and Pol II occupancy over broad H3K4me3 covered TSSs, gene bodies, and enhancers at a total of 1341 sites, demonstrating that the broad H3K4me3 domains are key for PIC binding (Fig. 6a–c; Supplementary information, Fig. S10e–g). 

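Distal broad domains with a Pol II peak in bulk RS were 79.9% in control and 66.3% in Setd1b cKO, with 253 peaks lost and 7 gained. The length covered by Pol II in cKO was 70.1% of control. TAF3 peaks lay in 26.7% of distal broad domains in cKO, with 532 lost and 8 gained, and covered 33.3% of the length in control. In regular distal domains, the length covered in cKO was 60.1% of that in control for Pol II and 34.6% for TAF3. In synchronised RS4, 80.6% of distal broad domains held a Pol II peak in control and 74.6% in cKO, with 117 lost and 10 gained. Fisher's test was not applied, because neighbouring domains and pooled libraries give no replicate error.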

The most drastic reduction was observed at distal enhancers, consistent with the higher SETD1B dependence of broad H3K4me3 and H3K27ac in the distal genomic regions (Supplementary information, Fig. S10f, g). By contrast, we observed an increase in TAF3 and Pol II occupancy at 487 of the regular H3K4me3 sites, indicating a redistribution of Pol II from broad H3K4me3 regions to regular H3K4me3 sites upon *Setd1b* depletion (Fig. 6a–c). This trend was consistent with our RNA-seq data where 203 broad H3K4me3 target genes exhibited decreased expression levels. By contrast, 316 regular H3K4me3 target genes showed increased transcript levels ( | Log_2_FC | > 0.5, *P*_adj_ < 0.05) in bulk RS upon *Setd1b* loss (Fig. 6d; Supplementary information, Table S6). 

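At regular promoter domains in bulk RS, TAF3 peaks were called in 39.0% in control and 42.5% in Setd1b cKO, with 580 gained and 287 lost. The length under TAF3 was 107.6% of control. Pol II peaks were called in 43.3% and 41.9% of these domains, with 265 gained and 382 lost, and covered 97.5% of the length in control. Nectin2 encodes a cell adhesion molecule and has a regular promoter domain. Its TAF3 peak was 760 bp wide in control and 1341 bp in cKO, and its Pol II peak 2246 and 2920 bp (mm10, gene at 7:19716644 to 19749573). Its transcript rose in cKO, from 23.9 ± 0.172 to 39.8 ± 4.08 CPM (SD, n = 2), a log2 fold change of 0.73 (SE 0.083, adjusted p = 1.415e-05 from edgeR). At Catsper1 the Pol II peak was 14131 bp wide in control and 13395 bp in cKO. The Catsper1 transcript fell from 312 ± 9.23 to 214.9 ± 4.66 CPM (SD, n = 2), a log2 fold change of −0.54 (SE 0.042, adjusted p = 5.964e-07 from edgeR). From the opposite changes at broad and regular sites, the paper proposes that Pol II is redistributed to regular H3K4me3 sites.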

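In bulk RS, 845 genes were lowered in Setd1b cKO by edgeR, and DESeq2 called 621. Of the 827 lowered genes on autosomes, 348 (42.1%) had a broad domain, against 32.9% of autosomal genes tested. With promoter domains only, 249 (30.1%) of the lowered genes had one, against 27.7% of those tested. Among genes with an average log2 CPM of at least 3, Lrat, an enzyme gene of vitamin A storage with a promoter broad domain, had the largest fall, from 21.3 ± 1.15 to 4.42 ± 0.115 CPM (SD, n = 2). Its log2 fold change was −2.26 (SE 0.115, adjusted p = 1.534e-08 from edgeR). Olfr701 and Grm1, which encode an olfactory and a glutamate receptor, fell by −2.04 log2 each, and Atp6v1b1, a proton pump subunit gene, by −1.86 log2. Lrrc52, which encodes a subunit of the sperm potassium channel, fell from 42.5 ± 1.98 to 13.7 ± 0.824 CPM (SD, n = 2). Promoter broad genes were lowered in 6.1% and raised in 3.1% of cases, and genes nearest to distal broad domains in 13% and 6.7%. Genes nearest only to a regular distal domain were lowered in 11.1% and raised in 12.9%.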

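In the same comparison 1297 genes were raised in Setd1b cKO by edgeR, and DESeq2 called 786. Of 1207 raised genes on autosomes, 662 had a regular promoter domain and 179 (14.8%) a broad domain. Across genes, the broad share of lowered genes exceeded that of raised genes with an odds ratio of 4.17 (p = 9.83e-43, Fisher's exact test, 2-sided), where genes are not independent replicates. Against unchanged genes the odds ratio was 1.41 for lowered and 0.34 for raised genes. Nptx2, which encodes a neuronal pentraxin and has a regular promoter domain, rose most among genes of that average level, from 3.87 ± 0.94 to 30.2 ± 4.98 CPM (SD, n = 2). Its log2 fold change was 2.96 (SE 0.153, adjusted p = 1.713e-08 from edgeR). Muc6, a mucin gene, rose from 5.86 ± 0.519 to 31.2 ± 2.74 CPM (SD, n = 2), a log2 fold change of 2.41 (SE 0.11, adjusted p = 7.502e-09 from edgeR). Clip2, a microtubule-binding protein gene with a promoter broad domain, rose by 2.20 log2, and Crmp1 and Tarsl2, a cytoskeletal regulator and a tRNA synthetase gene, by 2.14 and 2.13. Regular promoter genes were raised in 9.1% and lowered in 3.8% of cases. Autosomal genes without an H3K4me3 domain were raised in 14.7% and genes nearest only to a regular distal domain in 12.9%. From target gene expression together with Pol II and TAF3 occupancy at both kinds of site, the paper proposes that SETD1B-dependent broad domains compete with regular ones for Pol II.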

Comparing Pol II occupancy between down-regulated broad H3K4me3 genes and up-regulated regular H3K4me3-associated genes further confirmed that Pol II occupancy shifted to regular H3K4me3 upon *Setd1b* depletion (Fig. 6e). 

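Genes of pathways and cell types were counted as lists in bulk RS with edgeR. Of 48 axon guidance ligands and receptors, 11 were raised and 7 lowered (11 and 8 when adjusted over the list alone). Without control replicate 2 or without cKO replicate 1, 7 were raised. Plxnb1, a semaphorin receptor gene of which 10.5% of the exon length lies within another gene, rose from 8.47 ± 0.228 to 38.2 ± 3.73 CPM (SD, n = 2), a log2 fold change of 2.17 (SE 0.099, adjusted p = 7.502e-09 from edgeR). Plxna1, another receptor of this family, rose by 0.82 log2. Of 22 genes of the acrosome and of sperm-egg fusion, 2 were lowered and none was raised (the same when adjusted over the list alone), and 1 was lowered without control replicate 2 or without cKO replicate 2. Spam1, which encodes a hyaluronidase of the sperm surface, fell from 100.1 ± 3.21 to 55.9 ± 1.57 CPM (SD, n = 2), a log2 fold change of −0.84 (SE 0.056, adjusted p = 1.325e-07 from edgeR). In the sperm flagellum list, Catsper1 alone was lowered and none was raised. Of the transition proteins and protamines, 4 of 7 were raised and none was lowered (4 when adjusted over the list alone). Tnp2 rose by 0.80 log2 (SE 0.088, adjusted p = 1.188e-05 from edgeR) and Prm1 by 0.83 (SE 0.104, adjusted p = 3.465e-05 from edgeR). Without cKO replicate 1, 2 of them were raised, and H1f7, a linker histone gene, and Prm2 stood at 0.497 and 0.425 log2. Prm2 also stood at 0.38 without control replicate 2. Of 16 spermatogonial genes, 2 were raised and none lowered (2 when adjusted over the list alone), and Lin28a, an RNA-binding protein gene, rose by 1.82 log2. Etv5, a transcription factor gene of stem cells, rose by 1.32 log2. The log2 fold change of Etv5, bulk RS cKO against control, was 1.265 and no longer called without control replicate 2. Cdc25c, a phosphatase gene of cell division, was the only 1 of 11 genes of the meiotic divisions that was lowered, at −1.065 log2, and none was raised.

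Markers of other testis cells were counted as well. Of 6 Leydig cell markers, 2 were raised and none lowered (2 when adjusted over the list alone), with Cyp17a1, a steroid enzyme gene, at 0.81 log2. Only 1 was raised without either control library. Of 9 Sertoli cell markers, Clu, a secreted chaperone gene, was the only 1 raised, at 0.63 log2, and none was lowered. Among peritubular myoid markers Myh11, a smooth muscle myosin gene, was raised at 1.30 log2. Of 6 macrophage markers, 1 was lowered and none raised. Of 5 endothelial markers, 1 was raised and 1 lowered, and of 5 red blood cell markers none was called. By edgeR 1 of the general transcription factors was raised, Taf4 at 1.03 log2 (2 without either cKO library). Among 24 meiotic prophase genes, 1 was raised, Dmc1 at 1.39 log2, and 2 without cKO replicate 2. Of the H3K27 demethylases, Kdm7a was lowered, at −0.79 log2.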

GO analyses revealed that the down-regulated broad H3K4me3 genes were enriched in functions related to spermatid development, whereas the up-regulated genes were predominantly linked to morphogenesis-associated functions (Fig. 6f).

**Fig. 6:**
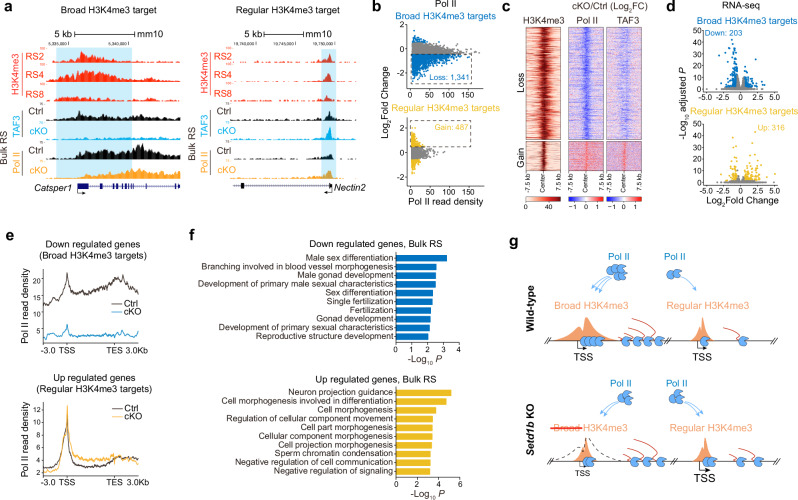
SETD1B deficiency leads to Pol II redistribution and transcriptional dysregulation. **a** Snapshots of the UCSC genome browser showing the normalized ChIP-seq read densities of H3K4me3 across various stages of RSs, along with TAF3 and RNA Pol II read densities from wild-type control and *Setd1b* cKO bulk RS samples, over the *Catsper1* (a broad H3K4me3 target) and *Nectin2* (a regular H3K4me3 target) gene loci. Blue shading highlights regions with broad H3K4me3 (left panel) and regular H3K4me3 (right panel) peaks. **b** MA plots showing changes in RNA Pol II enrichment at the promoter regions of broad H3K4me3 (upper panel) or regular H3K4me3 (lower panel) marked genes following *Setd1b* depletion. The numbers of broad H3K4me3 targets with decreased Pol II occupancy (loss) and regular H3K4me3 targets with increased Pol II occupancy (gain) are indicated. **c** Heatmap showing changes in RNA Pol II and TAF3 enrichment on 1341 broad H3K4me3 marked genes exhibiting decreased Pol II occupancy (loss) and 487 regular H3K4me3 marked genes displaying increased Pol II occupancy (gain). The corresponding H3K4me3 enrichment pattern in those regions in wild-type RSs is depicted on the left. **d** Volcano plot showing differential gene expression between control and *Setd1b* cKO bulk RSs for broad H3K4me3-marked genes (upper panel) and regular H3K4me3-marked genes (lower panel). Significant differential expression was defined by a threshold of a Log_2_ FC ≥ 0.5 or ≤ –0.5, coupled with an adjusted *P* < 0.05. **e** Metagene profile plots showing the normalized ChIP-seq read densities of RNA Pol II for down-regulated broad H3K4me3-marked genes and up-regulated regular H3K4me3-marked genes when comparing *Setd1b* cKO and control bulk RS. **f** GO analysis for down- and up-regulated genes in bulk RSs when comparing *Setd1b*cKO and control mice. **g** Model of SETD1B-mediated broad H3K4me3 regulating gene expression through promoting Pol II occupancy.

### SETD1B-mediated broad H3K4me3 controls stage-specific temporal patterns of gene expression

The bulk RS data underscore the crucial role of SETD1B-mediated broad H3K4me3 domains in promoting PIC binding and gene activation. However, changes to the number of genes comprising the transcriptome were less pronounced upon *Setd1b* loss than in recent studies examining H3K4me3 regulation of Pol II occupancy and transcription.^33,34^ Given that broad H3K4me3-associated genes display distinct temporal expression patterns during spermatid development, we pursued a further investigation of SETD1B-dependent stage-specific effects. 

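Synchronised RS4, RS8 and elongating spermatids (LS) of control and Setd1b cKO mice were sequenced with 2 RNA libraries per stage and genotype, 12 in all. The RS4 libraries held between 36163380 and 41337464 fragments, the RS8 libraries between 22309987 and 23875530, and the LS libraries between 20556204 and 27577258. The labels call the LS stage step 10. Each stage was compared with edgeR by itself, over 15519 genes in RS4, 15606 in RS8 and 14658 in LS, with the thresholds used for bulk RS. The spread between libraries differed, with a biological coefficient of variation of 0.077 in RS4, 0.268 in RS8 and 0.219 in LS. In simulated libraries, genes altered by log2 0.5 were found in 48.7% of cases in RS4, 0% in RS8 and 4.7% in LS. Genes altered by log2 1 were found in 94.1%, 10% and 30.2%. These rates use the adjusted p without the fold threshold. In RS8, edgeR called 64 genes raised and 16 lowered, and DESeq2 196 and 89. EdgeR lost all of its RS8 calls when either cKO library was left out, which leaves 1 library in that group. Without control replicate 1 it called 320 raised and 268 lowered, and without control replicate 2 it called 434 and 197. Crocc2, which encodes a ciliary rootlet protein, had the largest rise in RS8 among genes with an average log2 CPM of at least 3, from 1.16 ± 0.0422 to 16.9 ± 7.17 CPM (SD, n = 2), a log2 fold change of 3.86 (SE 0.437, adjusted p = 0.0294 from edgeR). Without either cKO library it was not called, at 3.34 and 4.23. Hecw1, a ubiquitin ligase gene, fell in RS8 from 79.9 ± 9.94 to 16.4 ± 1.88 CPM (SD, n = 2) and was likewise not called without either cKO library. The log2 fold change of Hecw1, RS8 cKO against control, was then −2.17 and −2.41. TMM factors were 0.755 and 0.807 in the LS controls and 1.314 and 1.249 in the LS cKO libraries. The median of all genes in LS was 0.162 log2 after TMM and 0.874 with library size only, and values below are those after TMM.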

We isolated synchronized populations of spermatids and analyzed differentially expressed genes in RS4 and LS (steps 10–12 elongating spermatids) upon *Setd1b* depletion (Supplementary information, Fig. S11a). RS4 cells have the highest broad H3K4me3 levels, while LS represents a later developmental stage with fewer broad H3K4me3 domains. 

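In RS4, 1315 genes were lowered in Setd1b cKO by edgeR and 966 by DESeq2. Slc44a5, a choline transporter gene next to a distal broad domain, fell most among genes with an average log2 CPM of at least 3, from 22.3 ± 0.861 to 1.04 ± 0.18 CPM (SD, n = 2), a log2 fold change of −4.41 (SE 0.198, adjusted p = 7.156e-11 from edgeR). Phf1, which encodes a Polycomb partner, fell from 91.2 ± 1.11 to 18.2 ± 0.904 CPM (SD, n = 2), and Metrn and Dscam, genes of neurite growth and cell adhesion, fell by −2.73 and −2.32 log2. Of 1269 lowered genes on autosomes, 449 (35.4%) had a broad domain, against 32.6% of autosomal genes tested. With promoter domains only, 28% of the lowered genes had one, against 27.3% of those tested. In LS, 1917 genes were lowered by edgeR and 2210 by DESeq2. Of 1880 on autosomes, 1111 (59.1%) had a broad domain, against 33.4% of autosomal genes tested. Hecw1, with a regular promoter domain, fell most in LS by the same measure, from 60.7 ± 9.39 to 5.28 ± 0.731 CPM (SD, n = 2), a log2 fold change of −3.52 (SE 0.239, adjusted p = 0.000219 from edgeR). Arhgap44, a GTPase regulator gene with a promoter broad domain, fell from 53.6 ± 2.63 to 5.43 ± 0.569 CPM (SD, n = 2). Naalad2 and Ccdc27, a peptidase and a coiled-coil protein gene, fell by −3.26 and −2.68 log2. With library size only, the LS comparison called 215 genes lowered and 5980 raised, so the number lowered depends on the scaling.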

Consistent with the idea that H3K4me3 promotes transcription, *Setd1b* KO led to the downregulation of 647 genes (including 341 broad H3K4me3 genes) in RS4 and 1125 genes (including 741 broad H3K4me3 genes) in LS (Supplementary information, Fig. S11b and Table S7). 

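Qk, which encodes an RNA-binding protein of splicing, fell in Setd1b cKO RS4 from 111 ± 9.88 to 38.0 ± 2.74 CPM (SD, n = 2), a log2 fold change of −1.55 (SE 0.097, adjusted p = 5.714e-09 from edgeR). Boll, a translation regulator gene, fell from 112 ± 9.59 to 78.3 ± 1.77 CPM (SD, n = 2), by −0.52 log2 (SE 0.088, adjusted p = 0.000212 from edgeR). Its call was lost without control replicate 1, at −0.43, and without cKO replicate 2, at −0.50. Hspa2, a chaperone gene, had −0.20 log2 (SE 0.067, adjusted p = 0.0288 from edgeR) and Brwd1, a bromodomain gene, −0.35 (SE 0.073, adjusted p = 0.00147 from edgeR), both under the fold threshold. Usp2, a deubiquitinase gene, had 700.3 ± 8.72 CPM in control and 753 ± 34.4 CPM in cKO, a log2 fold change of 0.10 (SE 0.068, adjusted p = 0.256 from edgeR). With the deposited read counts, a choice made after the values were seen, Usp2 stood at −0.86, Hspa2 at −1.28 and Brwd1 at −0.55, each past the thresholds in edgeR. In LS, Tnp1 fell from 15864 ± 571 to 4258 ± 817 CPM (SD, n = 2), by −1.90 log2 (SE 0.136, adjusted p = 0.000219 from edgeR). Prm2 fell by −1.64 (SE 0.12, adjusted p = 0.000242 from edgeR), Tnp2 by −1.36 and Prm1 by −1.355 log2. Spata19, a gene of the sperm mitochondria, fell by −0.97 (SE 0.123, adjusted p = 0.00112 from edgeR), but with library size only it stood at −0.26 and was not called. All 7 transition proteins and protamines were lowered in LS by edgeR (7 when adjusted over the list alone), at a median of −1.362, and with library size only 5 were lowered at a median of −0.644.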

Notably, many down-regulated genes were crucial players in spermiogenesis, including *Boll, Usp2, Hspa2, Qk*, and *Brwd1* in *Setd1b*-deficient RS4 cells, and *Tnp1, Tnp2, Prm1, Prm2* and *Spata19* in *Setd1b*-deficient LS (Supplementary information, Fig. S11b, c). However, to our surprise, we again observed that *Setd1b* KO led to upregulation of 874 genes (including 321 broad H3K4me3 genes) in RS4 and 334 genes (including 108 broad H3K4me3 genes) in LS (Supplementary information, Fig. S11b, c). 

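In RS4, 1831 genes were raised in Setd1b cKO by edgeR and 1319 by DESeq2, and 470 of 1618 on autosomes (29%) had a broad domain. Sppl2c, which encodes an intramembrane protease of spermatids and has a promoter broad domain, rose most among genes with an average log2 CPM of at least 3, from 3.18 ± 0.411 to 36.7 ± 1.48 CPM (SD, n = 2), a log2 fold change of 3.52 (SE 0.149, adjusted p = 6.176e-11 from edgeR). Pappa, a metalloprotease gene, rose by 3.20 log2, and Ccdc187 and Tepp, genes of the centrosome and of the testis and prostate, by 2.94 and 2.81. H1f7, a linker histone gene of spermatids, rose from 14.6 ± 0.39 to 68.0 ± 7.92 CPM (SD, n = 2), by 2.215 log2 (SE 0.115, adjusted p = 6.687e-10 from edgeR). The broad share of lowered genes in RS4 exceeded that of raised genes with an odds ratio of 1.34 (p = 0.000338, Fisher's exact test across genes, 2-sided). In LS, 931 genes were raised by edgeR and 677 by DESeq2, and 171 of 916 on autosomes (18.7%) had a broad domain. The odds ratio there was 6.29 (p = 1.706e-95, Fisher's exact test across genes, 2-sided). Genes are not independent replicates in either test, and broad genes were not matched to other genes by abundance. In LS, random lists with the abundance of the study's late genes had a median of −0.653 log2. The LS ratio thus does not separate broad domains from abundance. Without LS control replicate 2, 2073 genes were raised, 639 of them broad, and without LS cKO replicate 1 there were 324, with 83 broad. In LS 1743 broad genes were raised with library size only. Vgf, a neuropeptide gene, rose by 3.70 log2 in LS (SE 0.504, adjusted p = 0.00147 from edgeR), with 17.8 ± 11.6 CPM (SD, n = 2) in cKO. Col27a1, a collagen gene, rose by 4.26 log2 (SE 0.708, adjusted p = 0.00338 from edgeR), with 18.9 ± 18.0 CPM (SD, n = 2) in cKO.

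Gene lists were counted in RS4 and LS with edgeR. In RS4, 5 of 12 genes of the meiotic divisions were lowered and none raised (5 when adjusted over the list alone), with Cdc25c at −1.055 and Ccna1, a cyclin gene, at −0.74 log2. Without cKO replicate 2, 3 were lowered. Of 4 H3K27 demethylases, 3 were lowered and none raised in RS4 (3 when adjusted over the list alone). Kdm6a fell by −1.36 and Kdm7a by −0.81 log2, and Kdm6b by −0.66, which was −0.48 and not called without control replicate 2. Of the H3K4 methyltransferases in RS4, Kmt2b fell by −1.26 log2 and Kmt2c by −0.56. Kmt2c was not called without control replicate 2, at −0.37, or without cKO replicate 1, at −0.497. In LS, 61 of 74 cytosolic ribosomal proteins were lowered and none raised (61 and 1 when adjusted over the list alone), at a median of −0.747. For the list as a whole adjusted p = 0.0499 from limma's fry, and adjusted p = 0.636 from limma's camera with an estimated correlation. No list passed the latter in any comparison. With library size only, 8 were lowered and 7 raised at a median of −0.029. Rpl34, of the large ribosomal subunit, fell from 49.5 ± 0.917 to 11.7 ± 1.98 CPM (SD, n = 2), by −2.08 log2 (SE 0.219, adjusted p = 0.000683 from edgeR). Of 9 germ-cell glycolysis genes, 7 were lowered in LS and none raised (7 and 1 when adjusted over the list alone), and with library size only 2 were raised and none lowered. Hk1 fell by −1.10 log2 after TMM and was not called with library size only, at −0.39. Of 34 genes of the sperm flagellum, 11 were lowered and 1 raised in LS (11 and 3 when adjusted over the list alone), and with library size only 1 was lowered and 16 raised. Odf1, of the outer dense fibers, fell by −1.135 log2 after TMM and stood at −0.42, not called, with library size only. Of 14 spermatogonial genes, 2 were raised in LS and none lowered, and 1 was raised when control replicate 2 or either cKO library was left out.

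Genes of chromatin enzymes and of the transcription machinery were counted as fixed lists. Of 13 subunits of H3K4 methyltransferase complexes, 2 were lowered in RS4 and none raised (2 when adjusted over the list alone). These were Wdr5 and Wdr82, at −0.57 and −0.615 log2, and 1 was lowered without control replicate 2. Kdm5c was the only 1 of 6 H3K4 demethylases lowered in RS4, at −0.83 log2, with none raised and 2 lowered without control replicate 1 or cKO replicate 1. Of 9 H3K9 demethylases in RS4, Kdm4b and Kdm3b were raised, at 0.88 and 0.69 log2, and Phf2 was lowered, at −1.15 (2 and 2 when adjusted over the list alone). Only 1 of them was raised without control replicate 1. The number lowered was 2 without either control library, 3 without cKO replicate 1 and 0 without cKO replicate 2. Of 12 RNA polymerase II subunits in RS4, Polr2l was lowered, at −0.67 log2, and none was raised (none when adjusted over the list alone). It was not called without control replicate 1 or either cKO library. Of 14 spermatid transcription factors in RS4, Sox5 and Fhl5 were raised, at 0.50 and 0.65 log2, and none was lowered (2 when adjusted over the list alone). The number raised was 4 without control replicate 1 or cKO replicate 1, 0 without control replicate 2 and 1 without cKO replicate 2. In LS, 2 of 6 H3K9 methyltransferases were lowered and none raised by edgeR (2 when adjusted over the list alone), Ehmt2 at −0.65 and Suv39h2 at −0.85 log2. Without control replicate 1 or either cKO library 1 was lowered, and with library size only 0 were lowered and 1 raised. Of 8 genes of histone removal in LS, Psme4 and Chd5 were lowered, at −0.87 and −0.63 log2, and 1 was raised (2 and 2 when adjusted over the list alone). With library size only, 3 were raised and 0 lowered, with Chd5 at 0.093, and 3 were lowered without control replicate 1.

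Markers of other testis cells moved in these comparisons too. In RS4, 4 of 6 Leydig cell markers were raised and none lowered (5 when adjusted over the list alone), and Hsd3b1, a steroid enzyme gene, rose by 2.31 log2 in edgeR. In LS, 5 of 7 were raised (6 when adjusted over the list alone) and 1 without cKO replicate 2, and Hsd3b6 rose by 2.555 log2. Of the macrophage markers, 2 of 6 were raised in RS4, and 1 with any library left out. In LS 3 of 9 were raised and 1 lowered (6 and 1 when adjusted over the list alone), with Cd74, of antigen presentation, at 2.44 log2 and Csf1r, a growth factor receptor gene, at 1.955. Csf1r was not called without cKO replicate 2, at 1.54. With LS control replicate 2 left out 6 were raised and none lowered, and with LS cKO replicate 2 left out 1 was raised. Of 5 endothelial markers, 3 were raised and 1 lowered in RS4 (the same when adjusted over the list alone), with Vwf, of blood clotting, at 1.13 log2. Alas2, of heme synthesis, was the only red blood cell marker raised in RS4, at 0.94 log2, and none was raised without control replicate 1.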

Further examination of the up-regulated broad H3K4me3 genes found that they are generally highly expressed at other stages. For instance, *Spata2*, *Qk*, *Rsph6a* and *Radil*, which are most highly expressed in the RS4 population, showed elevated expression in LS upon *Setd1b* depletion (Fig. 7a, b). Similarly, *Atp1a4, Tnp1*, *Prss55* and *Decr2* are prominently expressed during LS and were upregulated in RS4 upon *Setd1b* depletion (Fig. 7a, b). These findings indicate that SETD1B not only promotes transcriptional output but also dictates the accurate expression timing of stage-specific genes.

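Of the 470 broad H3K4me3 genes raised in Setd1b cKO RS4, 230 (48.9%) had their highest control level in LS, 168 (35.7%) in RS8 and 72 (15.3%) in RS4. Among 4858 broad genes tested, the shares were 32.5% for LS, 19.3% for RS8 and 48.1% for RS4. Of the 448 lowered broad genes placed this way, 299 (66.7%) were highest in RS4. Of the 171 broad genes raised in cKO LS, 104 (60.8%) were highest in control RS4, 54 (31.6%) in RS8 and 13 (7.6%) in LS. Among 4731 broad genes tested there, 46.0% were highest in RS4 and 34.2% in LS. Of the 1111 lowered in LS, 967 (87%) were highest in LS. Prss55, Tnp1 and Atp1a4 are raised broad genes of RS4 with their highest control level in LS. The control libraries that place a gene also enter its fold change, which by itself tilts these shares.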

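Spata2, an adaptor gene of ubiquitin signalling, had 10.99 CPM in control RS4, 7.53 CPM in RS8 and 4.08 CPM in LS. In Setd1b cKO LS it rose, from 2.55 ± 0.294 to 7.51 ± 1.24 CPM (SD, n = 2) in the LS fit, by 1.55 log2 (SE 0.326, adjusted p = 0.0104 from edgeR). Without cKO replicate 1 it was not called, at 1.36, and 8.4% of its exon length lies within Rnf114 on the opposite strand. Its promoter domain was a regular one, 3811 bp wide in RS4. Rsph6a, of the radial spokes of the flagellum, had 217 CPM in control RS4 and 69.0 CPM in LS. In cKO LS it rose by 0.71 log2 (SE 0.21, adjusted p = 0.0422 from edgeR), and it was not called without control replicate 1, at 0.46, cKO replicate 1, at 0.69, or cKO replicate 2, at 0.695. Qk had 75.7 CPM in control RS4 and 20.4 CPM in LS. Its values in LS were 12.9 ± 4.23 CPM in control and 15.0 ± 3.92 CPM in cKO (SD, n = 2), a log2 fold change of 0.22 (SE 0.307, adjusted p = 0.63 from edgeR). Radil had 81.0 CPM in control RS4 and 11.5 CPM in LS. Its log2 fold change in LS was 0.29 (SE 0.454, adjusted p = 0.664 from edgeR), and 1.30, past the test, without control replicate 2. In cKO LS a Pol II peak of 918 bp was called at Radil and none in control LS, and at Qk the peak was 374 bp wide in control and 3353 bp in cKO.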

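Tnp1 had 6.48 CPM in control RS4 and 25491 CPM in control LS. In Setd1b cKO RS4 it rose, from 9.52 ± 2.39 to 22.5 ± 2.89 CPM (SD, n = 2) in the RS4 fit, by 1.24 log2 (SE 0.162, adjusted p = 1.719e-05 from edgeR). Prss55, a serine protease gene needed for sperm migration, had 1.03 CPM in control RS4 and 1117 CPM in LS. It rose in cKO RS4 by 2.74 log2 (SE 0.225, adjusted p = 1.193e-07 from edgeR). Atp1a4, of the sperm sodium pump, rose from 283 ± 19.1 to 417 ± 27.2 CPM (SD, n = 2), by 0.56 log2 (SE 0.076, adjusted p = 2.371e-05 from edgeR). It was not called without control replicate 2, at 0.48, or without cKO replicate 2, at 0.49. Decr2 rose by 1.08 log2 (SE 0.303, adjusted p = 0.0111 from edgeR), and it was not called without cKO replicate 1, at 0.92, or by DESeq2. In LS Decr2, Atp1a4 and Prss55 were lowered, by −2.59, −0.94 and −0.89 log2. With library size only, Atp1a4 stood at −0.23 and Prss55 at −0.17 in LS and were not called.

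**Figure D4:**
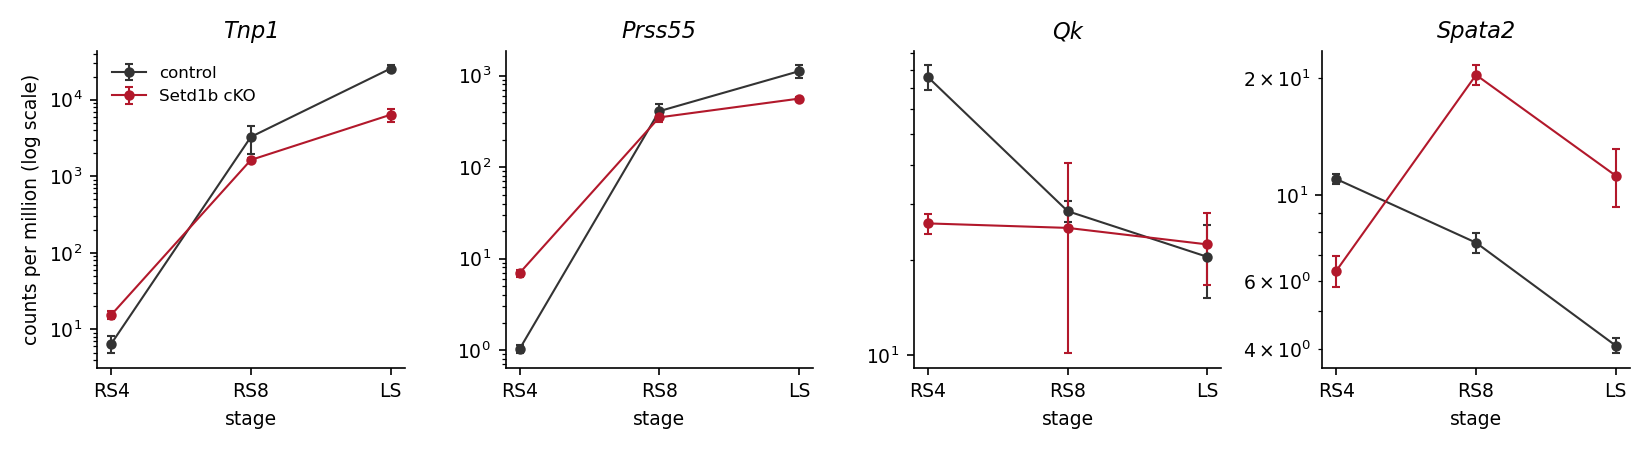
CPM (vertical axis, log scale) of Tnp1, Prss55, Qk and Spata2 in RS4, RS8 and LS (horizontal axis) of control and Setd1b cKO, as mean with SD of 2 libraries. Tnp1 stands at 6.48 CPM in control RS4 and 15.5 CPM in cKO RS4, and at 25491 and 6356 CPM in LS.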

**Fig. 7:**
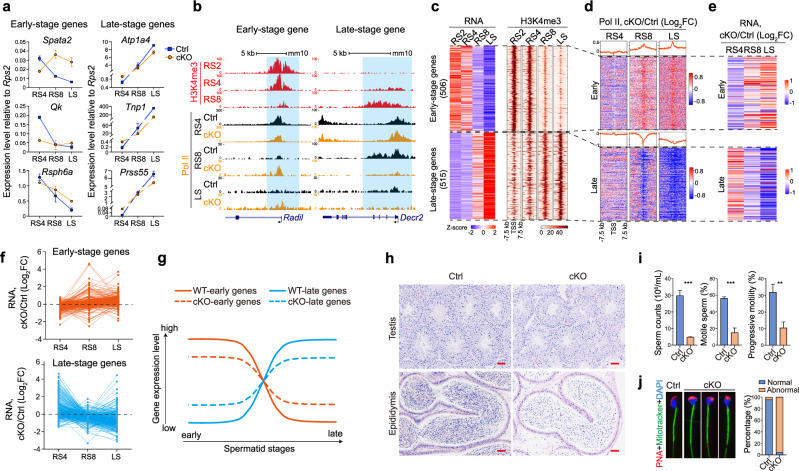
SETD1B-mediated broad H3K4me3 ensures accurate expression timing of stage-specific genes and spermatid development. **a** Line plots depicting the expression dynamics of representative early-stage genes (left panel) and late-stage genes (right panel) marked by broad H3K4me3, observed across RS4, RS8, and LS stages in both control and *Setd1b* cKO mice. **b** Snapshots of the UCSC genome browser showing the normalized ChIP-seq read densities of H3K4me3 across various spermatid stages from wild-type mice, along with normalized RNA Pol II read density in RS4, RS8 and LS stages from wild-type control and *Setd1b* cKO mice, over the *Radil* (an early-stage broad H3K4me3 target) and *Decr2* (a late-stage regular H3K4me3 target) gene loci. Blue shading highlights the H3K4me3-covered genomic regions. **c** Classification of broad H3K4me3 target genes based on their peak expression timing: early (RS2 & RS4) vs late (RS8 & LS10) stages (left panel). Corresponding H3K4me3 read densities for early-stage and late-stage genes are displayed in the right panel. **d** Heatmap showing the variation in RNA Pol II enrichment on early-stage and late-stage broad H3K4me3 marked genes across RS4, RS8 and LS10 stages. **e** Heatmap showing the variation in gene expression on early-stage and late-stage broad H3K4me3-marked genes across RS4, RS8 and LS10 stages. **f** Multiple line charts showing the variation in gene expression on early-stage and late-stage broad H3K4me3-marked genes across RS4, RS8 and LS10 stages. **g** Models of SETD1B-mediated broad H3K4me3 in regulating stage-specific temporal gene expression during spermiogenesis. **h** H&E staining of wild-type control and *Setd1b* cKO testes (upper panel) or epididymis (lower panel) sections from 8-week-old mice. Scale bars, 100 µm. **i** Number, total, and progressive motility of caudal epididymal sperm from adult control and *Setd1b* cKO mice. Data are presented as mean ± SD, ***P < 0.001, **P < 0.01, Student’s *t*-test (*n* = 3). **j** Fluorescence staining of caudal epididymal sperm from control and *Setd1b* cKO mutant with fluorescence dye-labeled peanut lectin (PNA, red) for acrosome, MitoTracker Green FM (green) for mitochondria, and DAPI (blue), respectively (left panel). Stacked chart showing the proportion of sperm with normal or abnormal head morphology from control and *Setd1b* cKO mice (right panel).

The above findings indicated that SETD1B-mediated broad H3K4me3 domains serve as landmarks for enhanced Pol II recruitment. The absence of SETD1B in *Setd1b* KO spermatids leaves only regular H3K4me3-marked promoters, which is insufficient in allocating the proper amount of Pol II to stage-specific genes, ultimately compromising transcription timing. To support this theory, we then switched the focus of our analysis to gene expression timing. Using RNA-seq data we filtered out 1021 stage-specifically expressed broad H3K4me3 genes and categorized them into two groups based on the timing of their peak expression: early spermiogenesis genes (highest expression in RS2 and RS4) and late spermiogenesis genes (highest expression in RS8 and LS) (Fig. 7c; Supplementary information, Table S8). 

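The early and late genes of Table S8, chosen by the study on these samples, were used as listed, so that counts over the list alone are not independent evidence. Tested in RS4 were 515 early and 485 late genes. Tnp1, Prm1, Prss55 and Atp1a4 are among genes highest in LS, and Qk and Radil among those highest in RS4. In Setd1b cKO RS4, late genes had a median log2 fold change of 0.306 and early genes of −0.118. In bulk RS the medians were 0.264 for late and −0.135 for early genes. In LS they were −0.763 and 0.51, where the median of all genes was 0.162. The LS medians with library size only were −0.047 for late and 1.212 for early genes. In RS8 they were −0.182 and 0.144. When the lists were made again from the wild-type stages and LS controls, they held 1675 early genes, 450 of them shared with the study's list, and 1034 late genes, 414 of them shared. These lists join libraries of both experiments, which were not put on one scale.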

Notably, the breadth and strength of their H3K4me3 levels in each stage were well-correlated with their temporal expression patterns (Fig. 7c). Importantly, the loss of *Setd1b*-mediated broad H3K4me3 caused changes in Pol II distribution (Fig. 7d; Supplementary information, Fig. S11d) with two major outcomes: 1) reduced expression of these genes at the stages when they should achieve maximal expression; 2) increased expression of these genes at stages where they would normally exhibit lower expression levels (Fig. 7e, f). Despite this increased expression upon *Setd1b* loss, the levels remained lower than their normal peak expression levels, further confirming that broad H3K4me3 promotes gene transcription by facilitating Pol II binding (Fig. 7a; Supplementary information, Fig. S11e). 

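Of 506 late genes in LS, 352 (69.6%) were lowered in Setd1b cKO and 5 raised by edgeR (362 and 8 when adjusted over the list alone). Without LS control replicate 1 or cKO replicate 2, 17 and 21 were raised, and with cKO replicate 1 left out 1 was. Of the late genes, 42 were lowered and 58 raised in LS with library size only (late genes lowered, LS, and late genes raised, LS). Of 515 early genes in RS4, 55 (10.7%) were lowered and 7 raised (55 and 7 when adjusted over the list alone). In the other direction, 155 of 485 late genes (32%) were raised in RS4 and 16 lowered (159 and 17 when adjusted over the list alone). Of 513 early genes in LS, 27 (5.3%) were raised and 9 lowered (1 and 2 when adjusted over the list alone). The early genes raised in LS numbered 232 without control replicate 2, 6 without control replicate 1 and 5 without cKO replicate 2, and those lowered numbered 2 without either cKO library. At Tnp1 the Pol II peak in LS was 21056 bp wide in control and 7008 bp in cKO, and at Prss55 it was 12577 and 3169 bp. Over promoter broad domains, a Pol II peak lay in 91.0% in control RS4 and 89.7% in cKO RS4, and in 58.5% in control LS and 72.2% in cKO LS. The share of their length under Pol II was 71.8% and 68.3% in RS4, and 34.0% in both genotypes in LS.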

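Of the 155 late genes raised in Setd1b cKO RS4, 150 stayed below their level in LS controls, with a median difference of −4.06 log2. For 145 of them the difference passed the test in edgeR, and 1 of the 155 was called higher. Tnp1 in cKO RS4 stood −10.69 log2 below control LS, Prss55 −7.33, Atp1a4 −4.205 and Decr2 −3.78. All 27 early genes raised in cKO LS stayed below their level in control RS4, with a median of −1.97 log2, and 26 passed the test. Spata2 in cKO LS stood at 11.2 CPM, 0.03 log2 from its level in control RS4 (adjusted p = 0.91 from edgeR). Rsph6a stood −1.035 log2 below it, Qk −1.76 and Radil −2.59. Since each list holds genes by the stage of their highest control level, its members lie below that level almost by definition, with medians of −4.06 log2 for all late and −2.16 for all early genes. These differences compare libraries of different stages, which also differ in all other genes.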

The second consequence also caused comprised expression timing of stage-specific genes, resulting in the phenomenon of “early gene up late and late gene up early” in *Setd1b*-deficient spermatids (Fig. 7e–g), consistent with our hypothesis.

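In bulk RS, 112 of 506 late genes (22.1%) were raised and none lowered, while 1 of 515 early genes was raised and 38 lowered (112, 0, 1 and 38 when adjusted over the list alone). Without cKO replicate 1, 68 late genes were raised and 2 lowered and 3 early genes raised. Without control replicate 1 or cKO replicate 2 no early gene was raised. In RS8, 2 early genes were raised and 2 late genes lowered (2 and 0 when adjusted over the list alone), counts that were 0 without either cKO library. In 10000 random lists of the same size and abundance, 95% of the RS4 medians for late genes lay between −0.065 and 0.007, below the 0.306 of the study's late genes. For early genes 95% lay between −0.057 and 0, above the measured −0.118. In LS 95% of the medians for late genes lay between −0.684 and −0.622, and the study's late genes stood below that at −0.763. Across single pairs of libraries the RS4 median of late genes ranged from 0.257 to 0.348, the LS median of late genes from −0.863 to −0.658, and the LS median of early genes from 0.014 to 1.009. The LS median of late genes lay below 95% of random lists drawn within the same pair in all 4 pairs. For the list of late genes in RS4 adjusted p = 0.0461 from limma's fry, and adjusted p = 0.943 from limma's camera with an estimated correlation. In LS these were adjusted p = 0.086 from limma's fry and adjusted p = 0.7 from camera with an estimated correlation. No list passed camera with an estimated correlation in any comparison, so that test cannot tell the late genes from other lists. From these shifts, the paper proposes that the loss of broad domains lets early genes stay on late and late genes start early.

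**Figure D5:**
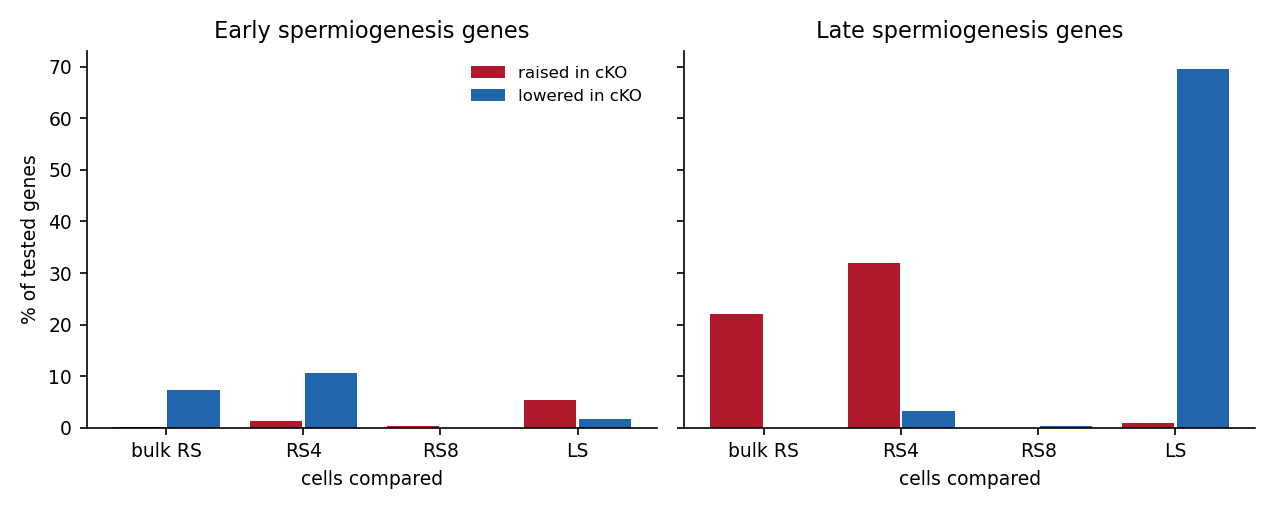
Share of tested early and late genes (vertical axis, percent) raised and lowered in Setd1b cKO against control in bulk RS, RS4, RS8 and LS (horizontal axis). The tallest bar is late genes lowered in LS, at 69.6%, and late genes raised in RS4 stand at 32%.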

*Setd1b* depletion also had a more pronounced impact on transcriptional changes in LS compared to RS4 (Fig. 7e; Supplementary information, Fig. S11b). 

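The effect of Setd1b cKO differed between LS and RS4 for 3580 of 16862 genes in edgeR's test of the genotype effect, LS against RS4, and 304 genes were raised in RS4 and lowered in LS. It was 2239 and 1808 without control replicates 1 and 2 of RS4, and 2096 and 1696 without cKO replicates 1 and 2 of RS4. Tnp1 and Prss55 belong to the genes raised in RS4 and lowered in LS. Another 67 genes were lowered in RS4 and raised in LS. If the calls of both stages were independent, 199.7 and 64.4 genes would be expected in these groups. In all, 2848 genes changed in LS and 3146 in RS4. A joint fit of the 12 synchronised libraries turned this order round, with 1216 raised and 2526 lowered in LS and 552 and 187 in RS4. So did DESeq2, with 677 and 2210 in LS and 1319 and 966 in RS4. Library size only did as well, with 5980 and 215 in LS and 1783 and 1249 in RS4. DESeq2 size factors, no filter, a fold threshold of 1 and the replicate block also turned it round. Upper quartile, at least 10 counts and no fold threshold kept it. The simulated detection rate was lower in LS than in RS4, so these counts are not on the same footing. Promoter broad genes were lowered in 24.5% and raised in 3.6% of cases in LS, and in 8.7% and 8.9% in RS4. The direction in LS depends on the scaling, since 1111 broad genes were lowered and 171 raised after TMM, and 127 and 1743 with library size only.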

Notably, we found that as spermatid development progressed, there was a significant decline in the quantities of PIC components such as Pol II and TAF3 (Supplementary information, Fig. S11f–h). These results suggest that the divergent transcriptional effects of *Setd1b* depletion between the early and late spermatid stages might stem from a substantial decrease in Pol II levels and PIC components during the later stages of spermiogenesis.

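Polr2a encodes the largest subunit of Pol II. In controls it fell from 173 CPM in RS4 to 34.2 CPM in LS, by −2.34 log2 (adjusted p = 3.33e-07 from edgeR). Taf3 fell from 51.5 to 13.3 CPM, by −1.96 log2 (adjusted p = 4.141e-06 from edgeR), and 21.5% of its exon length lies within another gene. Of 36 general transcription factors, 22 were lowered and 5 raised from RS4 to LS, at a median of −1.70, where the median of all genes was −0.113. Of 13 RNA polymerase II subunits, 7 were lowered and 1 raised, at a median of −1.595. With library size only the medians were −3.27 and −3.15, against −1.685 for all genes. From RS4 to RS8, 13 general transcription factors were lowered and 3 raised, at a median of −0.722. Of the 13 RNA polymerase II subunits, 2 were lowered and none raised over this step, at a median of −0.058. Polr2a had −0.86 log2 over this step and Taf3 −2.27. In Setd1b cKO LS, Polr2a was higher than in control, at 47.0 against 21.5 CPM, by 1.13 log2 (SE 0.246, adjusted p = 0.0121 from edgeR). It was not called without LS cKO replicate 1, at 0.88. These are transcript levels, and the protein was not measured by them.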

Collectively, our findings reveal that *Setd1b*-mediated broad H3K4me3 plays a pivotal role in Pol II occupancy and transcription. The loss of broad H3K4me3 triggers an aberrant redistribution of Pol II from broad to regular H3K4me3 sites (Fig. 6g), leading to an impaired output and wrecked timing of stage-specific gene expression which are critical for spermatid development (Fig. 7g). However, the extent of such effects varies across different stages, with a more prominent effect observed in late RS stages characterized by limited PIC quantities.

### RFX2 interacts with SETD1B to establish broad H3K4me3 during spermiogenesis

Transcription factors play a crucial role in initiating chromatin modification by recruiting histone-modifying enzymes, thereby regulating gene expression. The aforementioned motif analysis of broad H3K4me3 sites has revealed enrichment in binding sequences for transcription factors such as the *Rfx* family and *Crem* during spermiogenesis (Fig. 4e). Among these factors, RFX2, known for its role in cilia development, is essential for spermiogenesis.^5,7^ 

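Rfx2, which encodes a master transcription factor of spermiogenesis, had 215 CPM in mP, 409 ± 10.8 CPM (SD, n = 2) in D and 531 ± 0.0932 CPM (SD, n = 2) in RS2. It stood at 420 ± 84.5 CPM in RS4 and 345 CPM in RS8. From Z to mP, Rfx2 rose by 1.81 log2 (SE 0.273, adjusted p = 3.35e-05 from edgeR), and Setd1b had 0.53 log2 over that step. Setd1b had 0.551 and 0.021 FPKM in the zygotene libraries and 0.448 and 0.377 FPKM in mP. The zygotene libraries thus do not fix its change there. From mP to D, Rfx2 had 0.925 log2 and Setd1b 0.89. Both genes had their highest mean in RS2. With 2 libraries per stage and stages that share other changes, no correlation was computed.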

Importantly, *Setd1b* exhibits a similar expression pattern to *Rfx2* during spermatid development.^76,77^ Moreover, ChIP-seq data for RFX2 showed an overlap with broad H3K4me3 regions (Supplementary information, Fig. S12a). Thus, it is tempting to speculate that RFX2 might be involved in the broad H3K4me3 establishment by SETD1B, thereby mediating the formation of broad H3K4me3 modifications at key genes involved in spermiogenesis. Since *Rfx2* loss caused developmental arrest at RS2,^7^ we collected RSs at RS2 from both control and *Rfx2* KO mice. ChIP-seq analysis revealed a significant reduction in approximately 74.7% (1620 out of 2169 peaks) of the broad H3K4me3 domains, including those at promoters and distal enhancers, in *Rfx2* KO spermatids (Supplementary information, Fig. S12b–d). Additionally, 43.9% (953 out of 2169 peaks) of the broad H3K4me3 domains were converted to regular H3K4me3 domains (Supplementary information, Fig. S12e, f), indicating at least partial dependence of broad H3K4me3 formation on RFX2. To explore the potential interaction between RFX2 and SETD1B, we overexpressed 2× Flag-tagged RFX2 and HA-tagged SETD1B in HEK 293T cells. Co-immunoprecipitation (Co-IP) experiments confirmed an interaction between RFX2 and SETD1B (Supplementary information, Fig. S12g). These findings suggest that RFX2 could recruit SETD1B to establish the specificity of broad H3K4me3 modifications. Future studies should investigate compensatory mechanisms involving other transcription factors to fully elucidate the regulation of SETD1B-mediated broad H3K4me3 modifications.

### Disruption of SETD1B and broad H3K4me3 results in male infertility and aberrant spermiogenesis

We next examined the phenotypes resulting from germ cell-specific inactivation of *Setd1b* and its function on broad H3K4me3 formation. We found that male mice lacking *Setd1b* in germ cells (*Setd1b* cKO) were infertile, and testes from *Setd1b* cKO mutants were markedly smaller than those from control littermates (Supplementary information, Fig. S12h). Hematoxylin and Eosin (H&E) staining showed less elongated spermatids in *Setd1b* cKO testes and fewer sperms in *Setd1b* cKO epididymis compared to controls (Fig. 7h). However, *Setd1b* cKO seminiferous tubules exhibited no detectable abnormalities during meiosis and mitosis (Fig. 7h). We further found that the number and motility of caudal epididymal sperm in the *Setd1b* cKO mutants were significantly lower than those in the controls by computer-assisted sperm analysis (CASA) (Fig. 7i). The majority (>  95%) of mature sperm from *Setd1b* cKO mutants had abnormal heads (Fig. 7j). Sperm morphology analysis using transmission electron microscope (TEM) revealed that chromatin was less condensed in *Setd1b* cKO mutants (Supplementary information, Fig. S12i). Collectively, all these documented defects in spermatid development within *Setd1b* cKO mice aligned with the perturbation of gene expression of *Setd1b*-deficient spermatids. These findings reveal that SETD1B-mediated broad H3K4me3 plays crucial roles in male fertility and proper spermiogenesis by controlling stage-specific gene expression in spermatids.

## Discussion

We have previously developed an approach to isolate homogeneous male germ cells at defined substages from the testes, enabling us to successfully dissect the transcriptional regulation during spermatogenesis.^4^ In this study, we systematically generated epigenomes of homogeneous male germ cells spanning key developmental stages of spermatogenesis. Our findings reveal that chromatin states, particularly heterochromatin and enhancer states, undergo profound and dynamic changes throughout spermatogenesis. Notably, these changes predominantly occur during two critical stages — in type B spermatogonia and mP — and coincide with the temporal silencing and activation of genes during spermatogenesis.

Additionally, we have identified two significant rearrangements of heterochromatin marks — including H3K9me2 and H3K27me3 — that occur in a mutually exclusive manner. We suggest that these rearrangements may orchestrate the timely silencing of transcription during these specific stages, and create a permissive chromatin environment for gene activation in subsequent stages of spermatogenesis.

Notably, we uncovered exceptionally broad (with each > 5 kb) and robust H3K4me3 domains associated with highly expressed genes in both mouse and human spermatids. These domains often coincide with H3K27ac and have features of SEs, highlighting a novel feature of H3K27ac-defined enhancers in RSs. Importantly, spermatid broad H3K4me3 regions differ from previously reported broad H3K4me3 domains in oocytes, ICM cells, CD4^+^ T cells, and tumor cells, in terms of their breadth and intensity (Fig. 3d; Supplementary information, Fig. S7c–e).^38–41^ Moreover, we demonstrate that SETD1B/KMT2G, an understudied KMT2, is the primary methyltransferase that establishes these broad H3K4me3 domains in spermatids. We found that, in the absence of *Setd1b*, these broad domains were converted into regular H3K4me3 domains at promoters, while being almost eliminated from distal enhancer regions. These findings indicate that redundant KMT2(s) might catalyze and maintain the regular H3K4me3 at TSSs but not at enhancers in spermatids. In oogenesis, loss of *Setd1b* function leads to redistribution of H3K4me3 and impairs oogenesis.^78,79^ Recent studies have suggested that *Setd1b* plays a role in modulating the broadness of H3K4me3 domains, in mouse embryonic stem cells and neuronal tissues, while the broadness was not clearly defined.^42,43^ Compared with these studies, our study has unveiled a more specific role and a more robust influence of *Setd1b* on broad H3K4me3 in spermatids. Crucially, SETD1B-mediated broad H3K4me3 domains are more potent in recruiting Pol II compared to regular H3K4me3 regions in male germ cells. We found that RFX2, an essential transcriptional factor for spermatid development, is able to bind SETD1B, and is required for the establishment of broad H3K4me3 domains. Inactivation of *Setd1b* resulted in Pol II redistribution from broad H3K4me3 domains to regular H3K4me3 regions, consequently, disrupting the expression output and timing of genes essential for spermatid development, leading to impaired spermiogenesis and consequent male infertility. Such dependence of Pol II distribution and gene expression time on broad H3K4me3 has been unrecognized previously, largely due to inability in dissecting the non-redundant role of each H3K4me3 methyltransferase in other systems (see below). Of note, genetic mutations in *SETD1B* are associated with neurodevelopmental disorders^80,81^ and cancers.^82,83^ Our work reveals a previously unrecognized role of SETD1B in the formation of broad H3K4me3 domains and transcriptional regulation, thus providing valuable insights into the pathogenesis of these SETD1B-related diseases.

Based on recent observations in mouse embryonic stem cell models with acutely global loss of H3K4me3, presumably all forms of H3K4me3, two studies have revealed a functional link between H3K4me3 and Pol II occupancy.^33,34^ Additionally, a previous study had established a link between H3K4me3 and induced gene activation, in particular mechanistically through TAF3–H3K4me3 interaction and PIC assembly.^35^ Here, our study reveals the role of broad H3K4me3, a rarely studied H3K4me3 form, in promoting Pol II binding during mouse spermiogenesis in vivo. A potential mechanism for this interaction could involve the PHD finger of TFIID, known to recognize histone H3K4me3, which may preferentially bind broad H3K4me3 regions and stabilize PIC assembly.^35,36^ By serving as a platform for transcriptional machinery, broad H3K4me3 domains likely ensure the efficient transcription of genes critical for spermatogenesis and the correct timing of transcriptional transitions during development. We propose a model wherein SETD1B mediates spermatid broad H3K4me3 formation and regulates gene transcription through promoting more Pol II occupancy by competing with regular H3K4me3 (Fig. 6g). Our model is supported by the following observations: 1) genes marked by spermatid broad H3K4me3 domains exhibit significantly higher levels of expression, Pol II and TAF3 occupancy compared to genes marked by regular H3K4me3; 2) erasure of broad H3K4me3 upon loss of SETD1B results in a reduction in Pol II and TAF3 occupancies, and the down-regulated transcription of corresponding genes; 3) the erasure of broad H3K4me3 upon *Setd1b* loss leaves genome with only regular H3K4me3 promoters, and triggers a redistribution of Pol II from the original broad H3K4me3 sites to regular H3K4me3 domains. This Pol II redistribution leads to increased transcription of lower-expressing genes — an indirect effect of SETD1B loss. Such an indirect effect also contributed to the compromised expression timing of stage-specific genes during spermatid development, causing an “early gene up late” and “late gene up early” phenomenon (Fig. 7g), a function that has not been attributed to H3K4me3 before. The underappreciation of the H3K4me3 function in controlling transcription timing is likely due to a lack of study in a continuously developing model.

Comparing the previously reported diffuse and broad H3K4me3 domains in MII oocytes, which predominantly decorate intergenic and gene-scarce regions^39,41^ (Supplementary information, Fig. S13a–c), we demonstrate that RS broad H3K4me3 domains are primarily located at promoters and enhancers. This distinct genomic distribution suggests a more active transcriptional role in spermatids, promoting gene expression required for spermiogenesis. Despite this difference, our findings reveal a shared underlying mechanism: both oocyte and RS broad H3K4me3 domains compete with regular H3K4me3 regions for transcriptional machinery. This competition appears to be crucial for regulating proper gene expression output and timing during key developmental transitions.

In summary, our investigation underscores the significance of extensive dynamic alterations of genome-wide repressive histone modifications at key developmental stages, i.e., type B (key transition stage from mitosis to meiosis) and D (key transition stage from meiosis to spermiogenesis) stages, and distinct broad H3K4me3 domains throughout RS development. These alterations likely reflect the intricate epigenetic remodeling of male germ cells, which is crucial for accurate spatiotemporal control of transcription output during spermatogenesis. Furthermore, these modifications may contribute to the production of sperm in vitro with an appropriate epigenotype capable of supporting normal development. Specifically, our study highlights the crucial role of SETD1B in mediating broad H3K4me3 formation, facilitating Pol II recruitment, and controlling the accurate timing and fine-tuned output of stage-specific master gene expression in spermatids. Our study identifies RFX2 as a key transcription factor that is required for SETD1B to establish broad H3K4me3 domains critical for gene activation during spermiogenesis. We also acknowledge that RFX2 loss leads to a global reduction of both broad and regular H3K4me3 domains, resulting in stronger transcriptional and developmental defects compared to SETD1B loss alone. This suggests that RFX2 may influence additional H3K4me3 methyltransferases beyond SETD1B. These findings highlight the complex regulation of H3K4me3 during RS development, driven by the interplay between transcription factors and epigenetic regulators.

## Materials and Methods

### Experimental model and subject details

Mice used in this study were as follows: *Lin28*-YFP, *Vasa*-mCherry, *Stra8*-GFPCre, *Rfx2* KO and *Setd1b*-floxed mice. The *Lin28*-YFP, *Vasa*-mCherry and *Stra8*-GFPCre mice were described previously.^4,75^ The *Rfx2* KO mouse line was a gift from Dr. Chunsheng Han (Institute of Zoology, Chinese Academy of Sciences). The *Setd1b*-floxed mouse line was generated by Shanghai Biomodel Organism Co., Ltd. To generate the *Setd1b*-floxed line, wherein exon 5 of the *Setd1b* allele is flanked by *loxP* sites, two independent guide RNAs targeting *Setd1b* introns 4 and 5 were made. The donor vector, encompassing exon 5 flanked by two *loxP* sites and two homology arms, served as a template. Subsequently, *Setd1b*-floxed mice were crossbred with the germ cell-specific *Stra8*-GFPCre mouse line to yield germ cell-specific *Setd1b* KO mice. All mice described above were maintained on the C57BL/6 J (B6) background. All animal experiments were conducted following the guidelines of the Animal Care and Use Committee at the Center for Excellence in Molecular Cell Science, Chinese Academy of Sciences.

An adult human testicular sample for ChIP-seq was obtained from a healthy man (30 years old). The sample was removed from a deceased individual who had consented to organ donation for transplantation and research. The experiments performed in this study were approved by the Ethics Committee of the Center for Excellence in Molecular Cell Science, Chinese Academy of Sciences (2022-151).

### Mouse spermatogenic cell synchronization and purification

Spermatogenesis was synchronized and validated as previously described.^1^ Briefly, 2-dpp mice were pipette fed 100 μg/g body weight WIN 18,446 (MP Biomedicals, 158050), suspended in 1% gum tragacanth (Aladdin, G106434) daily for seven consecutive days to impede spermatogonial differentiation. On the day following the final WIN 18,446 treatment, these animals received an intraperitoneal injection of retinoic acid (25 μg/g body weight) (Sigma, R2625) in dimethyl sulfoxide (DMSO) (Sigma, D2650), to synchronously re-start spermatogonial differentiation, and the mice were then allowed to recuperate for sample collections. The synchronized germ cells can be collected any day from 0 to 30 days after retinoic acid injection based on the specific cell type of interest. The undifferentiated spermatogonia were isolated from *Lin28*-YFP knockin mice. Testes from 2-week-old *Lin28*-YFP knock in mice were collected and digested by type I collagenase (Worthington, LS004196) and 0.25% Trypsin (Gibco, 25200072) as described previously.^75^ After centrifugation, the pellet was resuspended in DMEM (Hyclone, SH30243.01) containing 2% BSA (Jackson ImmunoResearch, 001-000-161) at a concentration of 1 × 10^6^ cells/40 μL, followed by incubation with PE-conjugated anti-CD117 antibody (0.1 μg/10^6^ cells) (Invitrogen, 12-1171-82) for 30 min on ice. The undifferentiated spermatogonia (YFP-positive, PE-negative population) were collected using FACS (BD Aria II). The type A1 spermatogonia were isolated from synchronous *Stra8*-GFPCre mice. Testes were collected and digested. The type A1 spermatogonia (GFP-positive population) were collected at a given time-point 10 h after retinoic acid treatment using FACS. The type B spermatogonia and spermatocytes at different stages were isolated from synchronous *Lin28*-YFP and *Vasa*-mCherry double-positive mice. To isolate the type B spermatogonia, testes were digested and the synchronous advanced spermatogenic cells (mCherry-positive population) were collected at a given time-point 135 h after retinoic acid treatment using FACS. To isolate spermatocytes and spermatids at different stages, testes were digested and the cell suspensions were stained with Hoechst 33342 (Sigma, 14533). The mCherry-positive 1 N, 2 N–4 N or 4 N populations were collected using FACS. Specifically, spermatocytes at different stages were collected at the given time points of 168 h (preleptotene, pL), 186 h (leptotene, L), 208 h (zygotene, Z), 312 h (mid-pachytene, mP), and 384 h (diplotene, D) after retinoic acid treatment. Spermatids at different stages were collected at the given time points of 432 h (steps 1–2 RSs, RS2), 480 h (steps 3–4 RSs, RS4) 528 h (steps 7–8 RSs, RS8) and 576 h (steps 10–12 elongating spermatids, LS) after retinoic acid treatment. The developmental stages of spermatids were determined by the morphology of acrosome.^84^

### Human spermatogenic cell purification

Testes were collected and transported to the research laboratory on ice in PBS within 1 h. To facilitate the digestion process, the larger tissue samples were carefully divided into smaller sizes, approximately ranging from 500 mg to 1 g each, using scissors. Subsequently, single testicular cells were isolated through a two-step enzymatic digestion method, following a protocol with minor modifications.^74^ Initially, the testicular tissues were digested with type I collagenase for 5 min at 37 °C with gentle agitation (250 rpm). Following this, the mixture was vigorously shaken and incubated for an additional 3 min. To separate the tubules, the suspension was subjected to centrifugation at 200× *g* for 1 min and washed with PBS. Subsequently, the tubules were digested using 4.5 mL of 0.25% Trypsin and 20 kU DNase I (Sigma, DN25). The resulting suspension was triturated vigorously three to five times and incubated at 37 °C for 5 min. This process was repeated in 5-min intervals for a total of up to 15 min. The enzymatic digestion was halted by adding 10% FBS (Gemini, 900-108). Single testicular cells were obtained by passing the cell suspension through strainers with mesh sizes of 70 µm. The resulting cell suspensions were then stained with Hoechst 33342 and incubated at 37 °C for 30 min. Using FACS, the 1 N RS and 4 N (pachytene/diplotene spermatocytes, P/D) populations were collected for further analysis.

### Histological and immunohistochemical analyses

Testes/epididymides were fixed in Bouin’s buffer or 4% paraformaldehyde (PFA) (Sigma, P6148), embedded in paraffin and sectioned. Sections were deparaffinized, rehydrated, and stained with H&E. For IF analysis, sections were boiled in 10 mM sodium citrate buffer (pH 6.0) for 18 min, brought to room temperature, and washed in PBS with 0.1% Triton X-100 (PBST). The sections were then blocked with blocking buffer (10% donkey serum in PBST) for 60 min at room temperature and later incubated with the H3K4me3 (CST, 9751S; 1:200 dilution) or H3K4me1 (Active motif, 39297; 1:200 dilution) primary antibodies in blocking buffer overnight at 4 °C. On the following day, slides were washed three times for 10 min in PBST, Alexa Fluor 594-conjugated donkey secondary antibody (Jackson ImmunoResearch, 711-585-152; 1:500 dilution) and FITC-conjugated peanut agglutinin (PNA) (Sigma, L7381; 1:1000 dilution) diluted in blocking buffer were then added. After 60 min at room temperature, the sections were washed in PBST, mounted in Mounting Medium With DAPI (abcam, ab104139), and then analyzed by fluorescence microscopy (ZEISS, Axio Scope.A1).

### Nuclear spreading and immunofluorescence

Nuclear spreading and immunofluorescence were performed as described.^85^ For immunofluorescence analysis, the following primary antibodies were used: rabbit anti-SYCP3 (Abcam, ab15093), mouse anti-γH2AX (Millipore, 05-636). The spreading nuclei were then detected with Alexa Fluor 488-conjugated or 594-conjugated secondary antibodies mounted, and analyzed by fluorescence microscopy.

### Staining of sperm with mitotracker and PNA

Cauda epididymides from control and *Setd1b* cKO mutants were minced in 1 mL prewarmed DMEM. After 15 min at 37 °C, tissue was removed, and the sperm suspension was further incubated with 1 μL of Mitotracker Green FM (Invitrogen, M7514) for another 15 min. Sperm was smeared onto slides, allowed to air-dry, and fixed with 4% PFA in PBS (pH 7.4) for 30 min at room temperature. The slides were then washed in PBST for 10 min and incubated with FITC-conjugated PNA in a blocking buffer for 60 min at room temperature. After being washed with PBST for three times, the slides were mounted in Mounting Medium with DAPI, and then analyzed by fluorescence microscopy.

### TEM

Fresh testes/cauda epididymides were fixed in 2.5% glutaraldehyde in 0.1 M phosphate buffer (PB), pH 7.4, for 2 h at 4 °C, washed with PB, postfixed in 2% OsO_4_ for 1.5 h, dehydrated in a graded ethanol series before being transferred to acetone, and embedded in Poly/Bed 812. Ultrathin sections were taken with a Leica EM UC7 ultramicrotome, doubly stained with uranyl acetate and Reynold’s lead citrate, and then imaged on a FEI Tecnai G2 Spirit TEM (FEI Company) at 120-kV accelerating voltage.

### CASA Analysis

Cauda epididymides from control and *Setd1b* cKO mutants were minced in 200 μL prewarmed Tyrode’s Salts (Sigma, T2397) and then incubated at 37 °C for 15 min in an incubator with 5% CO_2_ in air to release the sperm. The supernatant was collected, and sperm counts and motility were evaluated using the CASA system (Hamilton Thorne, Beverly, USA). At least 10 fields were assessed for each specimen (*n* = 3 independent experiments), and the percentages of motile and progressively motile spermatozoa were determined.

### Western blot analysis

The sorted homogenous synchronous spermatogenic cells were lysed with 2× SDS loading buffer (100 mM Tris-HCl, pH 6.8, 4% sodium dodecyl sulfate, 0.2% bromophenol blue, 20% glycerol, 200 mM *β*-mercaptoethanol), followed by 95 °C heating for 5–10 min, and then equal amount of histone proteins were loaded on 4%–20% SDS-PAGE gels and transferred to nitrocellulose membrane (Pall corporation). The membranes were blocked with 5% non-fat milk for 30 min and then washed with TBST twice. Then the membranes were incubated with different antibodies separately in TBST with 5% BSA overnight at 4 °C. Then HRP-conjugated goat anti-rabbit IgG (or goat anti-mouse IgG) was added to the blots for 1 h at room temperature, and the membrane was developed with Smart-ECL super reagents (Smart lifesciences, S32500). The relative signal of each band was quantified by ChemiDoc Imaging Systems (Bio-rad). Antibodies used in western blot were listed in the ChIP-seq part.

### Reverse transcription and qPCR

Total RNA was purified as described for RNA-seq. 200 μg of total RNA was reverse-transcribed into cDNA using the PrimeScript RT reagent kit with gDNA eraser (Takara, RR047A) according to the manufacturer’s protocol. The cDNA was subjected to qPCR using the Hieff SYBR Green Master Mix (Yeasen, 11201ES03) according to the manufacturer’s protocol. For qPCR, a standard curve was used for quantitative assessment of mRNA levels and normalized to *Gapdh* mRNA. Primer sequences used for qPCR: *Gapdh* Fw: 5’-ACAGCAACTCCCACTCTTCCAC-3’, Re: 5’-AGTTGGGATAGGGCCTCTCTTG-3’. *Setd1b* Fw: 5’-TGTTGGTGAGCTGGATGCTA-3’, Re: 5’-GCCTTGTCCATAGGAGTTGG-3’.

### ChIP-Seq and ChIP-qPCR

ChIP assay was carried out as previously described.^86^ We used the same approach and the same amount of spike-in as in our previous work.^46^ The sorted homogenous synchronous spermatogenic cells were crosslinked with 1% formaldehyde for 10 min and then quenched by adding 125 mM glycine. Chromatin samples were lysed with lysis buffer (20 mM Tris-HCl, pH 8.0, 500 mM NaCl, 1 mM EDTA, 1% Triton X-100 and 0.1% SDS) and sonicated with Qsonica Q800. Histone-specific antibody was incubated with chromatin samples overnight at 4 °C. Antibodies used were listed below: H3K9me2 (Abcam, ab1220, lot: GR325223-4), H3K9me3 (Active motif, 39161, lot: 15617003), H3K4me1 (Active motif, 39297, lot: 19417002), H3K27ac (Active motif, 39133, lot: 20017009), H3K27me3 (Active motif, 39155, lot: 31917019), H3K27me3 (CST, 9733S, lot: 8), H3K36me3 (CST, 4909S, lot: 2), H3K4me3 (CST, 9751S, lot: 8), Pol II-NTD (CST, 14958S, lot: 4), TAF3 (Abcam, ab188332). About 5 × 10^4^ cells were used for H3K4me3 and H3K27ac ChIP, 1 × 10^5^ cells were used for H3K27me3 and H3K36me3 ChIP, and 3 × 10^5^ cells were used for H3K9me2, H3K9me3, Pol II-NTD and TAF3 ChIP. For the histone modification ChIP experiment, we used 0.5 µg spike-in antibody (Active motif, 61686) and 25 ng spike-in chromatin (Active motif, 53083) in this ChIP assay according to the manufacturer’s guidelines. For Pol II-NTD and TAF3 ChIP experiment, we used 100 ng human HEK293T chromatin as spike-in chromatin, and the ChIP was performed in buffer containing 20 mM Tris-HCl, pH 8.0, 300 mM NaCl, 1 mM EDTA, 1% Triton X-100 and 0.05% SDS. The protein–DNA complexes were immobilized on 15 µL protein A/G beads (Smart lifesciences, SA032005) and then washed three times with lysis buffer, twice with low salt buffer (10 mM Tris-HCl, 250 mM LiCl, 1 mM EDTA, 0.5% NP40, 0.5% Na-deoxycholate) and once with 10 mM Tris-HCl (pH 8.0). Decrosslinking was carried out in elution buffer (50 mM Tris-HCl, pH 8.0, 10 mM EDTA and 1% SDS) at 65 °C for at least 5 h. Proteinase K and RNase A digestions were performed at 55 °C for 1 h. DNA samples were purified with PCR extraction kit (QIAGEN, 28006). DNA samples were analyzed using real-time PCR and prepared for deep sequencing according to the manufacturer’s guidelines (Vazyme, ND607). Finally, libraries were pooled and sequenced on the Illumina Hiseq 2500 sequencer or NovaSeq 6000 sequencer with paired end sequencing. The ChIP-DNA was subjected to qPCR using the Hieff SYBR Green Master Mix (Yeasen, 11201ES03) according to the manufacturer’s protocol. Both mouse-specific primers and *Drosophila*-specific primers were used for each sample. Primer sequences used for ChIP-qPCR: H3K9me+ Fw: 5’-CAGCAAGCCTGGTGTTTGTA-3’, Re: 5’-TATCACCATGCCAAGCACAT-3’; mHoxa7-tss Fw: 5’-AGATGCGGAAACTGGCTTCG-3’, Re: 5’-CGGGCTTATACAATGTCAACAG-3’; mHoxa13-tss Fw: 5’-CCCTTCCATGTTCTTGTTGAG-3’, Re: 5’-CTATGACAGCCTCCGTGCTC-3’; MajSAT Fw: 5’-GGCGAGAAAACTGAAAATCACG-3’, Re: 5’-CTTGCCATATTCCACGTCCT-3’; MinSAT Fw: 5’-TTGGAAACGGGATTTGTAGA-3’, Re: 5’-CGGTTTCCAACATATGTGTTTT-3’; L1-LINE Fw: 5’-TGGCTTGTGCTGTAAGATCG-3’, Re: 5’-TCTGTTGGTGGTCTTTTTGTC3-’; IAP1 Fw: 5’CGCTCCGGTAGAATACTTAC3’, Re: 5’-TGCCATGCCGGCGAGCCTGT-3’; dCG5276 (spike-in primer) Fw: 5’-CGCCTTCGTACTCGTCCTAC-3’, Re: 5’-GACCACCATTGTCCAGACTC-3’.

### NOMe-seq

NOMe-seq assay was performed as previously described with some modifications.^46^ Briefly, ~1000 cells were transferred into a 0.2 μL PCR tube containing 7 μL of ice-cold lysate buffer (50 mM Tris-HCl, pH 7.4, 50 mM NaCl, 0.25 mM EDTA, 10 mM DTT, 0.25 mM PMSF and 0.5% NP-40, plus 2 pg λDNA). After gently vertexing, the cell lysate was kept on ice for 10 min. The GpC methyltransferase M. CviPI (NEB, M0227) and SAM were then added to the lysate to a final volume of 10 μL containing 1 U/μL M. CviPI and 160 μM SAM. The in vitro methylation of nuclei was performed by incubating the mixture in a thermocycler at 37 °C for 45 min followed by heating at 65 °C for 25 min to inactivate the enzyme activity. After in vitro methylation, 1 μL of 20 mg/mL protease (Qiagen, 19155) was added and the mixture was incubated for 3 h at 50 °C to release genomic DNA. The released genomic DNA was then bisulfite-converted using the EZ-96 DNA Methylation-Direct MagPrep (Zymo, D5045) according to the manufacturer’s instructions. Afterward, the purified DNAs were annealed using random nonamer primers with a 5’-biotin tag (5’-Biotin-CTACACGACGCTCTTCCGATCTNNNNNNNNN-3’) in the presence of Klenow fragments (3’–5’ exo-) (NEB, M0212). Then, the primers were digested by exonuclease I (NEB, M0293) and the DNA was purified using Agencourt Ampure XP beads (Beckman Coulter, A63880). Dynabeads M-280 Streptavidin (Invitrogen, 11205D) were then used to immobilize the newly synthesized biotin-tagged DNA strands, and the original bisulfite-converted DNA templates were removed. Second DNA strands were synthesized using Klenow fragment with random nonamer primers (5’-AGACGTGTGCTCTTCCGATCTNNNNNNNNN-3’). After washing, the beads were used to amplify libraries using 15 cycles of PCR with the universal primer and index primer (NEB, E7335). The amplified libraries were purified with Agencourt Ampure XP beads twice. Fragments from 300 to 800 bp were selected by agarose gel electrophoresis and purified by Zymoclean Gel DNA Recovery Kit (Zymo, D4008). Finally, libraries were pooled and sequenced on the Illumina HiSeq 2500 sequencer for 150-bp paired-end sequencing.

### RNA-seq

Total RNA was isolated from different stages of spermatogenic cells with Trizol reagent (Life Technologies, 15596-018). RNA integrity was assessed using Agilent 2100 Bioanalyser. 100 ng total RNA was used for library construction. rRNA removal and libraries of cDNA were constructed using the TrueSeq Stranded Total RNA Library Prep Kit (Illumina) following the manufacturer’s instructions. The libraries were sequenced on the Illumina HiSeq 2500 or Novaseq 6000 platform with 150 bp pair-end reads.

### Co-IP

The co-IP of murine RFX2 and SETD1B was conducted by exogenously overexpressing these proteins in HEK293T cells. Specifically, 0.5 μg of pCDNA3-SETD1B-HA plasmids and 1.5 μg of pLVX-Flag-RFX2 plasmids were co-transfected into HEK293T cells in a 6-well plate using Lipofectamine 2000. As a negative control, cells were transfected with 0.5 μg of pCDNA3-SETD1B-HA plasmids alone. After 48 h, cells were harvested into 1.5 mL tubes, washed twice with cold PBS, and then treated with benzonase nuclease (Smart-Lifesciences, SLP00800) in ice-cold HEPES buffer (20 mM HEPES-NaOH, pH 7.5, 20 mM NaCl, 0.1% Triton X-100) for 30 min to degrade RNA and DNA. Following nuclease digestion, approximately 200 μL of lysis buffer (20 mM HEPES-NaOH, pH 7.5, 150 mM NaCl, 0.1% Triton X-100, 1 mM PMSF, 1× protease inhibitor cocktail) was added to the tubes, and cells were lysed by sonication for 1 min. The cell lysates were centrifuged at 13,000 rpm for 10 min, and 10 μL of the lysate was saved as the input sample. The remaining supernatants were used for immunoprecipitation. For immunoprecipitation, pre-washed Flag-M2 beads were added to the lysates, and the tubes were rotated at 4 °C for 8 h. The beads were then washed three times with lysis buffer before proceeding to western blot analysis. Antibodies against the HA-tag and Flag-tag were used to detect SETD1B-HA and Flag-RFX2 proteins, respectively.

### ChIP-seq data processing

Low-quality bases and adapter-containing reads were first trimmed from all ChIP-seq raw data using a trim-galore package (version: 0.6.6) under default parameters,^87^ clean reads shorter than 30 bp were discarded. Trimmed ChIP-seq data were aligned to the reference genome of mouse mm10 or human hg19 assembly using bowtie2 (version: 2.4.1)^88^ with default parameters, mapped reads in sam files were converted to bam files using ‘samtools sort’,^89^ and duplicates were removed using ‘samtools rmdup’. All uniquely and mono-clonally mapped reads were extended to 150 bp using awk command. The spike-in reads were similarly aligned to the reference genome of *Drosophila* dm6 or human hg19 assembly using bowtie2. Uniquely mapped reads with 150-bp extension were further converted to genome coverage data (bedGraph format) with ‘bedtools genomecov’.^90^ bedGraph files were used to normalize based on spike-in reads, and normalized bedGraph files were then converted to bigWig files using public UCSC script (bedGraphToBigWig). We selected 30 M uniquely mapped reads at random to identify peaks, using the input sample as a control with MACS2 (version: 2.2.7.1) and epic2^91^ under default settings. Peaks for H3K4me3, H3K4me1, and H3K27ac were identified using MACS2 in regular mode (-qvalue 0.01). For H3K27me3, H3K36me3, and H3K9me3 peaks, we employed MACS2 in broad mode (--broad --broad-cutoff 0.01 --qvalue 0.01). Lastly, H3K9me2 peaks were determined using epic2 (--false-discovery-rate-cutoff 0.05). Considering that histone marks ChIP-seq data were highly reproducible between biological replicates, we merged uniquely mapped reads for two biological replicates for downstream analysis in this study. All of these metagene read density profiles and heatmaps in this study were plotted using deeptools plotProfile and plotHeatmap with the normalized histone marks genome coverage data (BigWig files). Of note, downstream analysis of ChIP-seq data was performed only for autosomes, but not for sex chromosomes. For all ChIP-seq datasets included in this study, we implemented a comprehensive quality control pipeline to ensure high data quality. First, all samples were required to meet a stringent mapping threshold, where at least 70% of reads were mapped to the reference genome (mm10). Additionally, we analyzed the distribution patterns of histone marks, confirming their expected enrichment patterns at promoters and gene bodies, ensuring that the ChIP-seq signals corresponded to biologically relevant genomic regions. We also ensured that the combined replicates for each histone mark had a sufficient number of uniquely mapped reads, with a threshold set at 30 million reads per replicate. This was essential for accurate peak calling and statistical power in downstream analyses. Finally, we performed manual inspections of the data using the UCSC Genome Browser to visually confirm the distribution and enrichment of ChIP-seq peaks at known regulatory regions.

### NOMe-seq data processing

Firstly, raw sequencing data were trimmed with 9-bp random primer, and adapters and low-quality bases were removed using software *trim_galore* (version: 0.1.3) with below parameters ‘-quality 20 -stringency 3 -length 50 -clip_R1 9 -clip_R2 9 -paired -trim1 -phred33’. Then, the clean reads were aligned against the mouse reference genome (UCSC, mm10) using the software *Bismark* (version: 0.7.6) with a paired-end and non-directional aligned mode.^92^ Additionally, the unmapped reads were re-aligned into the same reference genome with a single-end aligned mode to improve the number of mapped reads. Finally, PCR duplicated reads were removed from aligned BAM files using the software SAMtools (version: 0.1.18).

To improve the coverage and depth of NOMe-seq data, final BAM files from the same biological replications were merged for the downstream analysis. Only the detected cytosine site with a read depth greater than three was considered in this study. The methylation level or chromatin accessibility level of each cytosine site was defined as the number of methylated reads ‘C’ divided by the number of all detected reads (methylated and unmethylated reads, ‘C + T’). We used WCG (ACG/TCG) for DNAme analysis and GCH (GCA/GCC/GCT) for chromatin accessibility analysis.

### RNA-seq data processing

Raw RNA-seq reads were subjected to remove adapter contamination and low-qualified sequences using trim_galore (version: 0.6.6) under the paired-end mode, trimmed paired-end reads shorter than 30 were discarded. Trimmed RNA-seq data were aligned to the mouse genome build mm10 using hisat2 (version: 2.2.1)^93^ with default parameters (--add-chrname), mapped RNA-seq reads in sam files were converted to bam files using ‘samtools sort’. Mapped reads on transcripts of mm10 Refseq annotation were counted using htseq-count under the parameters: ‘-f bam -r pos -s no --nonunique all’ with bam files. Differentially expressed genes were identified using DEseq2 packages^94^ with the RNA-seq mapped reads counts on mm10 Refseq transcripts, under the parameters: Log_2_(fold change) >= 0.5 or <= –0.5, adjusted pvalue <= 0.05. FPKM values of transcripts were calculated using FPKM_count.py in RSeQC package.^95^ FPKM values of mm10 Refseq genes smaller than 0.5 were regarded as repressed genes. Volcano plots for differential expressed genes between adjacent stages were generated with EnhancedVolcano R package. *Z*-scores matrix for expressed genes (FPKM values) were calculated using normalize function in circlize R package. Clustered heatmap for all differential expressed genes identified during spermatogenesis were generated using ComplexHeatmap R package.

### Identification of NDRs

NDRs were individually identified with 3× coverage GCH sites for each sample. NDRs were defined as regions with significantly higher chromatin accessibility levels than those in the whole genome background. As previous reported,^96^ a 100-bp window with a 20-bp sliding step were used to call NDRs, and only regions matched the following three criteria were defined as NDRs: (1) the average chromatin accessibility level significantly higher than those in the whole genome background with *P* ≤  10^−10^ by χ^2^ test; (2) the number of GCH sites in the region greater than 5; and (3) the length of the region greater than 140 bp.

According to the distance from NDRs to transcription end site (TES), we defined NDRs as proximal NDRs and distal NDRs. NDRs located within 1.5 kb upstream and 1.5 kb downstream of the TSS were considered as proximal NDRs, and otherwise, as distal NDRs.

### Estimation of DNAme and chromatin accessibility levels

DNAme (WCG) and chromatin accessibility levels (GCH) were estimated in different genomic regions, and only regions with at least three WCG/GCH sites were considered in this study unless otherwise specified.

When we observed the similarity of DNAme of spermatogenic cells, we separated the whole genome into several 1-kb bins and calculated the average DNAme levels in each bin. When we observed the DNAme levels around the gene body which was defined as the region from the TSS to the TE, we separated each gene body into 100 bins. In addition, we extended the gene body region (5-kb upstream from TSS and 5 kb downstream from TES), and separated these extended regions into 10 bins with a size of 500 bp.

When we observed the chromatin accessibility level around the TSS, we extended the region 2 kb upstream and 2 kb downstream from the TSS, and separated each region into 200 bins with a size of 20 bp. The average chromatin accessibility level of each GCH site was individually obtained as the basic line for each stage. The chromatin accessibility level was quantified with the exclusion of the basic line in this study unless otherwise specified.

### Performing PCA based on DNAme and chromatin accessibility levels

When we performed PCA to observe the similarity of different spermatogenic cells based on DNAme levels, we separated the whole genome into 1-kb bins and then calculated the average DNAme levels in each bin with at least three WCG sites. The bin with undetected WCG level in any samples was excluded, and we performed PCA using function pca in R package pcaMethods with the probabilistic PCA method (parameter ‘ppca’).

The PCA based on chromatin accessibility level was performed based on the level in NDRs. After calling NDRs from each sample, we merged NDRs from all samples within 10 bp using subcommands multiinter and merge in software bedtools (version: 2.29.1). Then, for each sample, we calculated the chromatin accessibility level in each merged NDR with at least three GCH sites. The NDR with undetected GCH level in any samples was excluded, and PCA was performed using the same method described above.

### Performing PCA based on histone modifications

All ChIP-seq peaks of each histone mark at 11 consecutive developmental stages during spermatogenesis were merged to generate a combined peak list using ‘bedtools merge’ (-d -500). The normalized bigWig files were used to calculate the average read density at each merged peak with the “bigWigAverageOverBed” tool in deeptools, which was then used to generate the read density matrix. PCA was performed using the read density matrix with the R packages ‘factoextra’ and ‘FactoMineR’. For RNA-seq data, the FPKM value of each expressed gene was calculated using mapped reads (bam files) at 11 consecutive developmental stages, and the matrix of FPKM values for all expressed genes was used for PCA. For chromHMM chromatin states, each defined chromHMM state was assigned a score based on the chromatin state number, state 1 (Active promoter) was assigned the highest score (15), and state 15 (No signal) was assigned the lowest score (1). The mm10 reference genome was split into 5-kb tiling bins, averaged chromatin state score was calculated for each 5-kb tiling bin using the ‘bigWigAverageOverBed’ at 11 consecutive developmental stages during spermatogenesis. PCA was performed using the chromatin state score matrix.

### Metagene profiles and heatmaps for ChIP-seq

All of these metagene profiles and heatmaps in this study were plotted using deeptools plotProfile, and plotHeatmap with the normalized histone marks genome coverage data (BigWig files).

### Identifying the optimal number of *K*-means clusters

The optimal number of *K*-means clusters for the histone marks ChIP-seq data at each of the 11 consecutive stages of spermatogenesis was determined using the fviz nbclust function in the factoextra R package with the elbow method.^97^ This method allows for the identification of the optimal number of clusters by identifying an “elbow” point in a plot of within-cluster sum of squares (WCSS) values vs the number of clusters. The WCSS values are calculated for each number of clusters, and the optimal number of clusters is typically chosen as the point where the WCSS decreases more slowly.

### ChromHMM analysis

The method for identifying and characterizing chromatin states during spermatogenesis involved the use of ChromHMM (v1.23).^49,50^ These uniquely mapped files of H3K4me3, H3K4me1, H3K27ac, H3K27me3, H3K36me3, H3K9me3, and H3K9me2 ChIP-seq data at 11 developmental stages were split into 200-bp tiling bins using the BinarizeBam command, with the input alignment files as the control. Uniquely mapped reads from DSBs and PARs on X and Y chromosomes were excluded from the analysis. The ChromHMM model was trained with 2–24 emission states at a resolution of 200 bp with default parameters using the LearnModel command. The models with various numbers of emission states were compared to the model with 24 states. We then refer to the model learned with 7 histone marks using chromHMM reported in ENCODE project,^52^ and eventually derived a 15 emission chromatin states model with 7 histone modifications to annotate the genomes during mouse spermiogenesis. Finally, the genome was classified into the 15 emission chromatin states at each stage, with each state being assigned a descriptive label based on its similarity to known chromatin signatures and genomic distribution. The segmentation files for each stage were used to calculate the fraction of variable bases for each of the 15 emission chromatin states between two adjacent stages during mouse spermatogenesis.

### Bivalent gene definition

To identify bivalent domains during spermatogenesis, we identified overlapped H3K4me3 and H3K27me3 peaks at each stage. Bivalent genes were defined as those with bivalent domains on their promoters, which were defined as being within 2 kb of the TSS. To determine the overlap between H3K4me3 and H3K27me3 peaks, we used the ‘intersectBed’ tool in bedtools. As H3K27me3 peaks are typically broader than H3K4me3 peaks, a bivalent domain was defined as an H3K4me3 peak with at least one overlapping H3K27me3 peak.

### Broad H3K4me3 and H3K27ac domain definition

To define broad H3K4me3 and H3K27ac domains, for all H3K4me3 peaks at each stage during spermatogenesis in mice and humans, any two H3K4me3 peaks with a distance of no more than 500 bp were consolidated into a singular H3K4me3 peak using the command ‘bedtools merge -d -500’. Any merged H3K4me3 peaks exceeding 5 kb in length were classified as broad H3K4me3 domains. This same procedure was applied to identify broad H3K27ac domains in mice and humans. Notably, spermatid broad domains for H3K4me3 and H3K27ac, positioned 2 kb either upstream or downstream of the TSS in the mm10 Refseq annotation, were termed proximal broad H3K4me3 domains. All remaining domains were categorized as distal broad H3K4me3 domains.

### Classification of H3K4me3 peaks

To classify H3K4me3 peaks in RSs, we first merged H3K4me3 peaks using the method described above and filtered out any broad H3K4me3 peaks from the merged list. We then used the ‘bigWigAverageOverBed’ command to calculate the average H3K4me3 signals on the remaining merged peaks. The 500 merged H3K4me3 peaks with the highest peak heights were classified as sharp H3K4me3 peaks, while the remaining merged peaks were classified as control H3K4me3 peaks.

### Enhancer and SE definition

Active enhancers were identified by using distal H3K27ac peaks, at least 2 kb away from the TSS of mm10 Refseq genes. SEs were identified using rose (version: 0.176)^71^ with default parameters from H3K27ac ChIP-seq data at each stage during spermatogenesis. To quantify eRNA transcription from distal enhancers, we prepared RNA-seq libraries following standard protocols with ribosomal RNA depletion (ribominus treatment). This ensured the retention of non-polyadenylated RNAs, including eRNAs, during library preparation. For the analysis, sequencing reads were aligned to the mouse reference genome (mm10) using the Hisat2 aligner. eRNA transcripts were quantified as FPKM values using the FPKM_count.py script from the RSeQC package. Enhancers and SEs were defined based on H3K27ac ChIP-seq data, and eRNAs overlapping broad H3K4me3 and SE peaks were specifically compared to those from regular enhancers to generate the data presented in Fig. 4f.

### Assigning SEs and distal broad H3K4me3 peaks to their nearby genes

To identify the genes potentially regulated by SEs and distal broad H3K4me3 peaks, we used the gene annotation of mm10 NCBI RefSeq to assign these elements to their nearby genes. The distance from the center of enhancer to the TSS of each gene was calculated, and the gene closest to the enhancer and within a distance of 100 kb was considered potentially regulated by that SE or distal broad H3K4me3. This allowed for the comparison of the transcriptional activities of the genes potentially regulated by these elements.

### GO analysis

Functional annotation was performed using the Database for Annotation, Visualization and Integrated Discovery (DAVID) Bioinformatics Resource. GO terms for each functional process were summarized to a representative term, and –Log_10_(*P* values) were plotted with GraphPad Prism 7 to show the significance of each GO terms.

### GREAT analysis

GREAT analysis for broad H3K4me3 peaks was performed on the GREAT website (http://bejerano.stanford.edu/great/public/html/). Species assembly was set as “Mouse: GRCm38”, and the whole genome was chosen as background regions. Other parameters were set as default.

### Quantification and statistical analyses

All of the statistical analyses in this study were performed using R versions (http://www.r-project.org). For all figures with error bars, standard deviation (SD) was calculated and presented as mean ± SD. *P* value less than 0.05 was considered statistically significant (*P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001; ns, not significant). Comparisons between two or more groups were analyzed using an unpaired Student’s *t*-test. Fisher’s exact test was used to calculate the significance (*P* value) of whether two sets of peaks or genes are significantly correlated.

## Supplementary information

Supplementary Information, Table S1

Supplementary Information, Table S2

Supplementary Information, Table S3

Supplementary Information, Table S4

Supplementary Information, Table S5

Supplementary Information, Table S6

Supplementary Information, Table S7

Supplementary Information, Table S8

supplementary information

## Data Availability

All sequencing data including ChIP-seq, NOMe-seq, and RNA-seq data generated in this study are available at NCBI Gene Expression Omnibus (GEO) with the accession number: GSE242515. Histone marks ChIP-seq and NOMe-seq data derived from Undiff to D stage homogeneous populations of mouse spermatogenic cells are available at NCBI GEO with the accession number: GSE132446. H3K4me3 ChIP-seq data in mouse early embryo and human naïve CD4^+^ T cells are available at NCBI GEO with the accession numbers: GSE73952, GSM772836 and GSM772948, respectively. Other data that support the findings of this study are available from the corresponding author upon request.

## Code availability

Uniform processing pipelines for histone marks ChIP-seq data can be found here: https://github.com/Ruitulyu/KAS-Analyzer. Other source codes for NOMe-seq and RNA-seq data processing are available upon request.

# Supplementary material for: SETD1B-mediated broad H3K4me3 controls proper temporal patterns of gene expression critical for spermatid development
**Source:** Cell Res. 2025 Mar 4;35(5):345–61. doi: 10.1038/s41422-025-01080-0
**Supplement:** Supplementary file 9 — supplementary information

Supplementary Information, Figure legends

Supplementary Information Figure S1

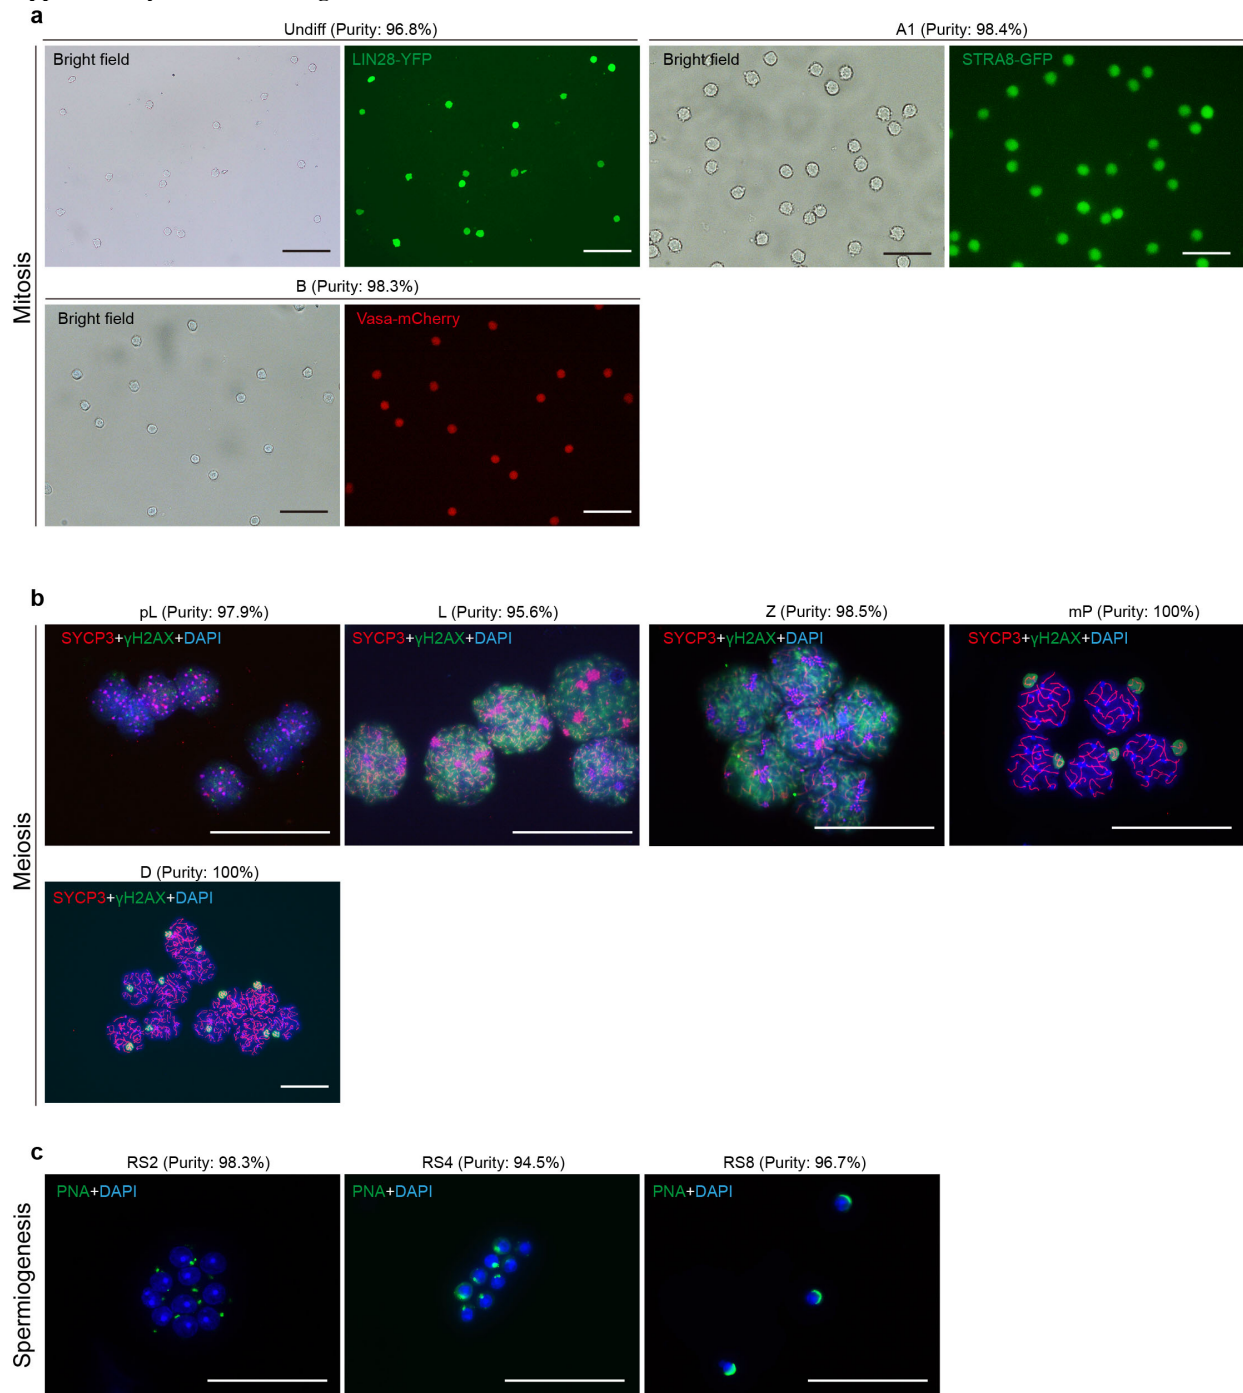

Supplementary Information, Fig. S1 Characterization of different stages of spermatogenic cells isolated for epigenomic analysis.

a, Brightfield and fluorescence images demonstrate the purity of different stages of mitotic cells (including Undiff, A1, and B). To ascertain the purity of Undiff, A1, and B, we evaluated their composition by observing the presence or absence of fluorescence

signals from the LIN28 marker (specifically expressed in undifferentiated spermatogonia), the STRA8 marker (specifically expressed in type A1 spermatogonia and preleptotene spermatocytes), and the MVH (specifically expressed in germ cells) marker, respectively. Scale bars: 100 μ m.

b, Surface-spread spermatocyte nuclei (immune)fluorescence staining for SYCP3 (the synaptonemal complex marker, red), γ H2AX (the DNA damage signal, green) and DAPI of the sorted different stages of spermatocytes. The degree of homologous chromosome synapsis and DNA damage repair was used to ascertain the purity of different stages of spermatocytes. Scale bars: 100 μ m.

c, Fluorescence staining for PNA (spermatid acrosome marker) and DAPI of the sorted different steps of round spermatids. We assessed the morphology of the acrosomes to determine the cell stage and purity⁹⁷. Scale bars: 100 μ m.

Supplementary Information Figure S2

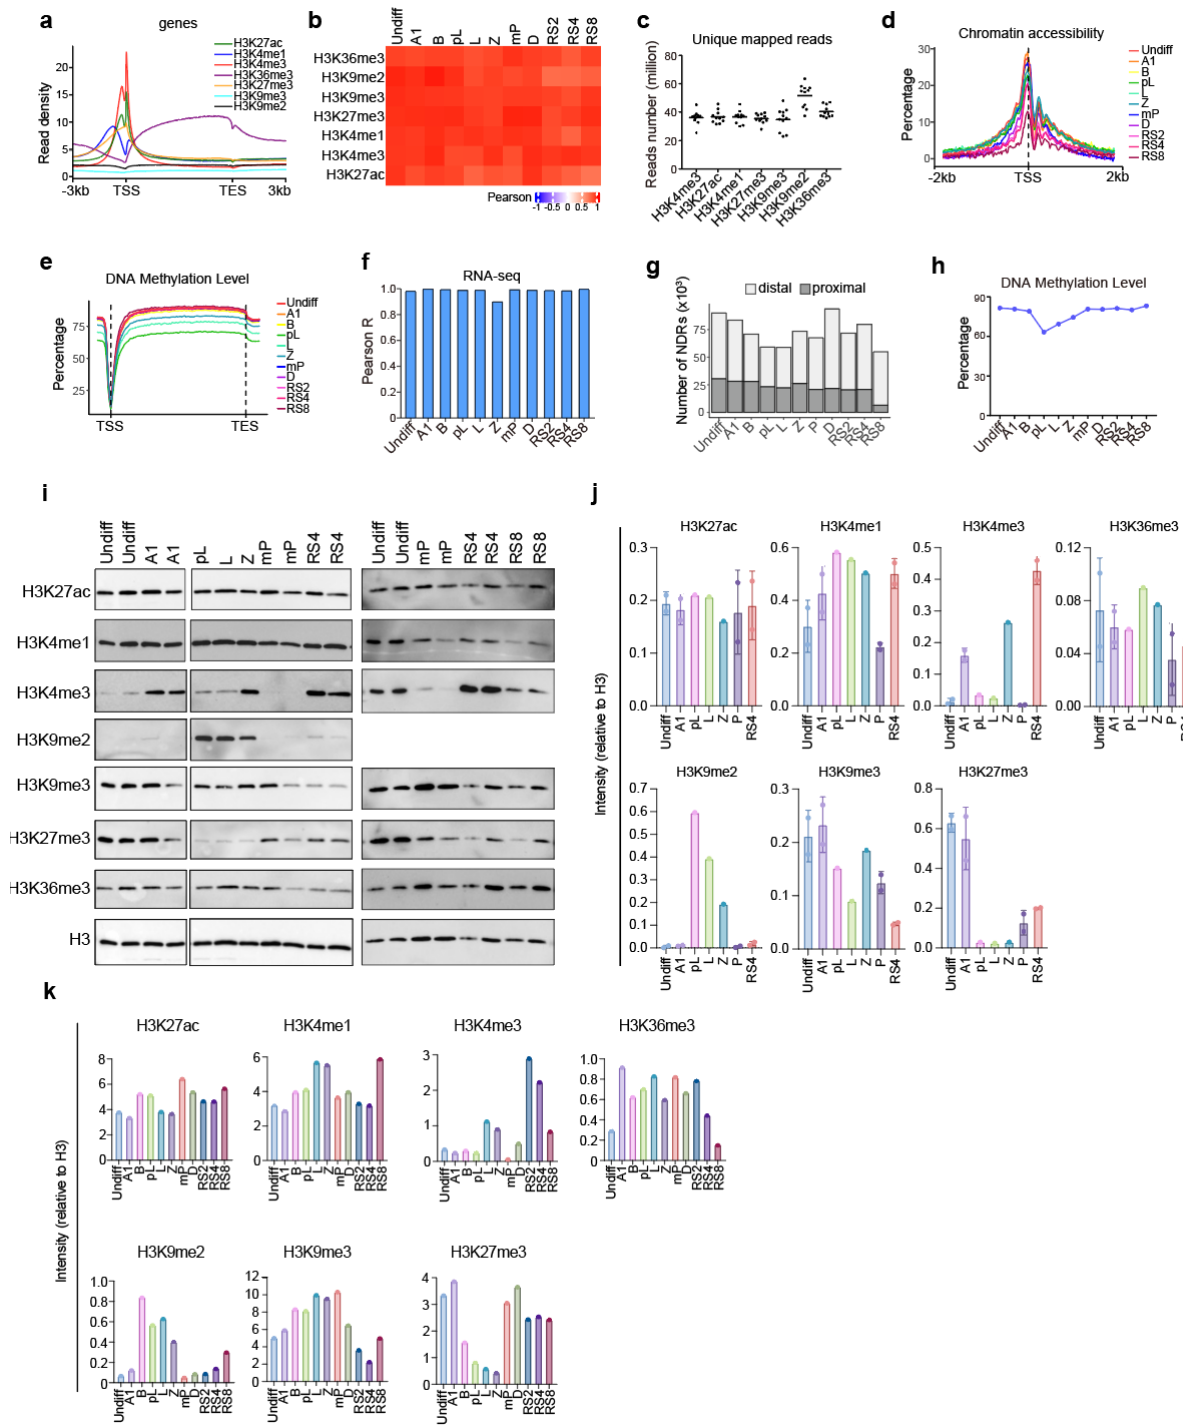

Supplementary Information, Fig. S2 Summary of ChIP-seq, NOME-seq and RNA-seq data during mouse spermatogenesis.

a, Metagenome profile plot showing the distribution of 7 different histone modifications at gene-coding regions during the RS4 stage, spanning from 3 kb upstream of the TSS to 3 kb downstream of the TES.

b, Heatmap showing the Pearson correlation coefficients between replicates for seven histone marks, as derived from ChIP-seq data generated across 11 stages of mouse spermatogenesis.

- c,** Scatter dot plot showing the number of uniquely mapped reads for 7 histone marks from ChIP-seq data across 11 stages of mouse spermatogenesis.
- d,** Metagene profile plot showing the averaged chromatin accessibility around TSS regions across 11 stages of mouse spermatogenesis.
- e,** Metagene profile plot showing the averaged DNA methylation levels at gene-coding regions across 11 stages of mouse spermatogenesis.
- f,** Bar plot showing the Pearson correlation coefficients between replicates for RNA-seq data across 11 stages of mouse spermatogenesis.
- g,** Stacked chart showing the number of nucleosome-depleted regions (NDRs) in proximal and distal regions across 11 stages of mouse spermatogenesis.
- h,** Line chart showing the global DNA methylation levels across 11 stages of mouse spermatogenesis.
- i,** Western blot analyses showing the global levels of histone marks during mouse spermatogenesis.
- j,** Quantification of histone marks based on western blot results in Fig. S2i.
- k,** Quantification of histone marks based on western blot results in Fig. 1d.

Supplementary Information Figure S3

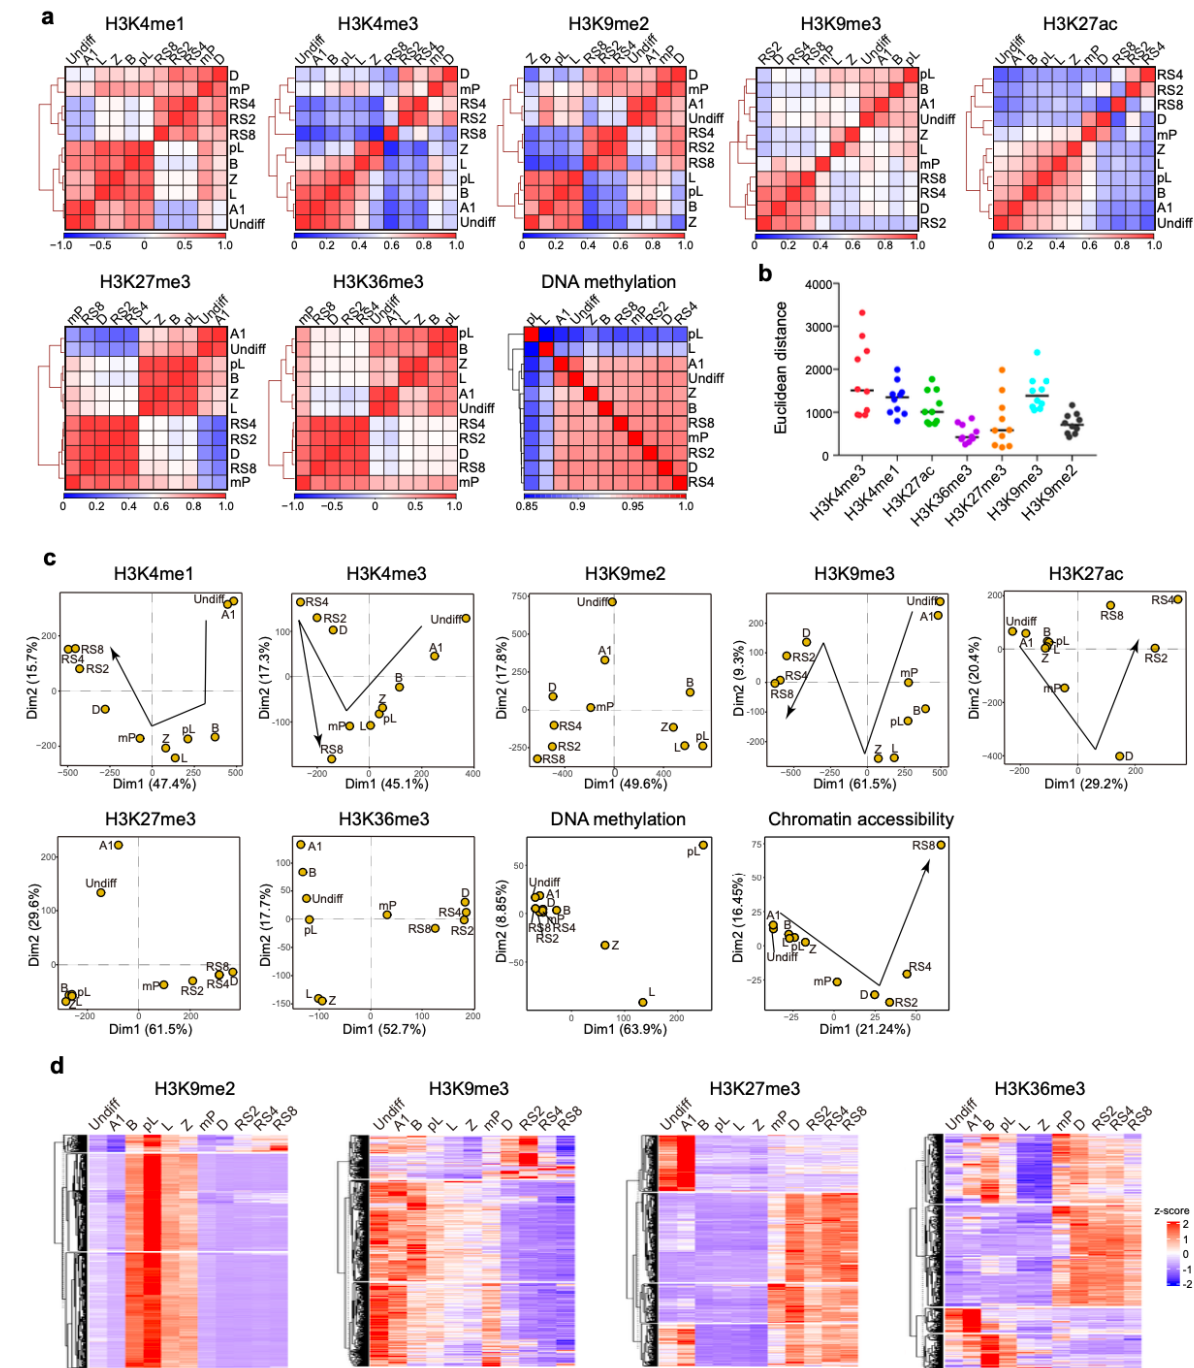

Supplementary Information, Fig. S3 Dynamic changes of chromatin during mouse spermatogenesis.

- Clustered heatmaps showing the Pearson's correlation coefficients among 11 stages for 7 histone marks and DNA methylation.
- Scatter dot plot showing the Euclidean distance of 7 histone marks during mouse spermatogenesis.
- Principal component analysis (PCA) of 7 histone marks, DNA methylation, and chromatin accessibility across 11 stages of mouse spermatogenesis, with an arrowed line indicating the developmental progression of cells through various stages of spermatogenesis.

d, Clustered heatmaps showing the normalized read densities of H3K9me2, H3K9me3, H3K27me3 and H3K36me3 peaks across 11 stages of mouse spermatogenesis.

Supplementary Information Figure S4

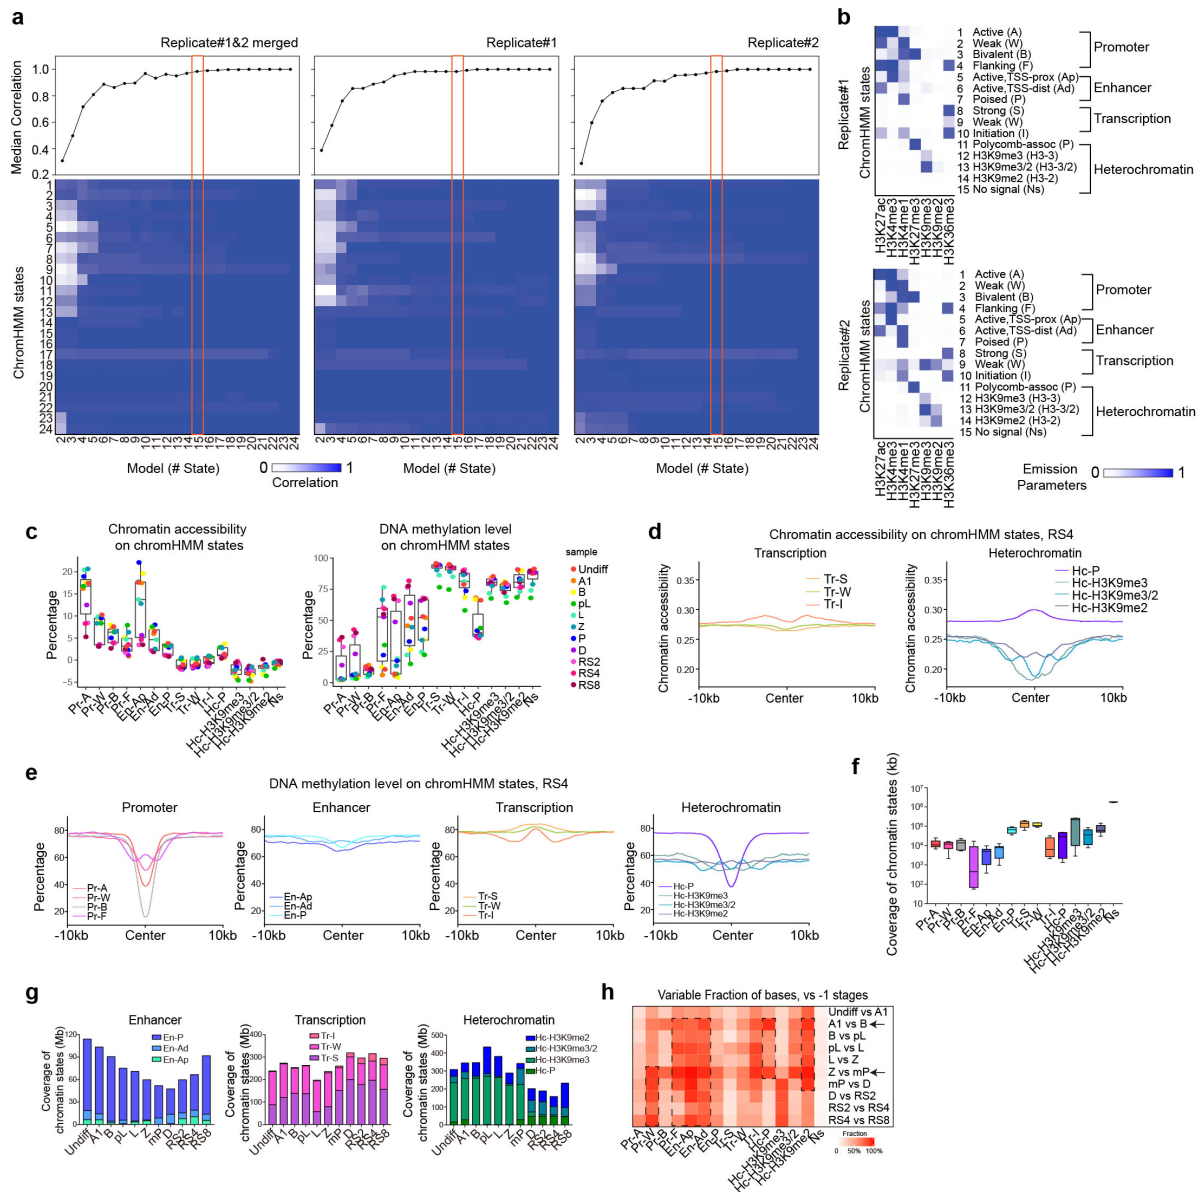

Supplementary Information, Fig. S4 ChromHMM model analyses based on 7 histone marks.

a, Heatmaps depicting the maximum Pearson's correlation of each state in the full model (y-axis) with its best matching state in each simpler model (x-axis) for merged data and two biological replicates. The median correlation of all 24 states is shown in the plots on top of the heatmaps. The colors in the heatmaps indicate the correlation strength, where dark blue represents a strong correlation, and light blue represents a weak correlation.

b, The emission probabilities for each chromatin mark in each state, as defined by chromHMM, for both biological replicates.

c, Box plots showing the levels of chromatin accessibility (left panel) and DNA methylation (right panel) on 15 chromHMM states across all 11 stages of mouse spermatogenesis. The boxes represent the interquartile range, with the median indicated by the horizontal line.

d, Metagene profile plots showing the averaged chromatin accessibility on 2 groups of chromatin states (transcription and heterochromatin) at RS4 stage.

e, Metagene profile plots showing averaged DNA methylation levels on 4 groups of chromHMM chromatin states at RS4 stage.

f, Boxplot showing the genomic coverage of 15 chromatin states across 11 stages during mouse spermatogenesis.

g, Stacked chart showing the genomic coverage of chromatin states related to enhancers (En), transcription (Tr), and heterochromatin (Hc) across 11 stages of mouse spermatogenesis. The height of each segment represents the genomic coverage by the specific state at each stage, with different colors indicating different chromHMM chromatin states.

h, Heatmap showing the fraction of bases for each state that vary between adjacent stages during mouse spermatogenesis.

Supplementary Information Figure S5

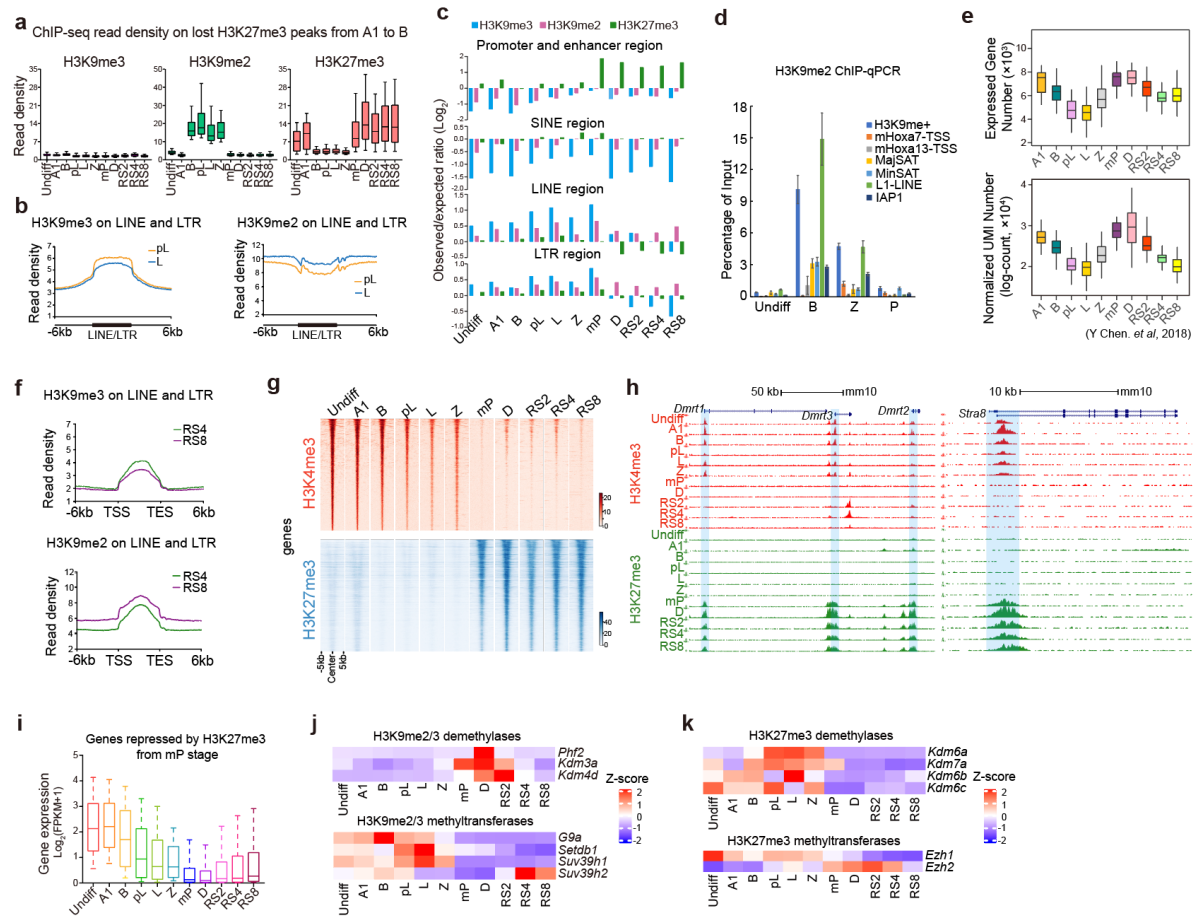

Supplementary Information, Fig. S5 Characterization of repressive modifications during spermatogenesis.

a, Box plots showing the normalized ChIP-seq read densities of H3K9me3 (left panel), H3K9me2 (middle panel), and H3K27me3 (right panel) on lost H3K27me3 peaks from A1 to B stages of mouse spermatogenesis. The central lines of the boxes represent the median values, the edges of the boxes indicate the interquartile ranges.

b, Metagene profile plots showing the normalized ChIP-seq read densities of H3K9me3 (right panel) and H3K9me2 (left panel) on LINE and LTR elements at pL and L stages during mouse spermatogenesis. The x-axis represents the genomic regions relative to the LINE and LTR elements.

c, Grouped bar plots showing the enrichment of H3K9me3, H3K9me2, and H3K27me3 in the indicated genomic regions, including promoter, enhancer, SINE, LINE, and LTR elements. The observed/expected Log₂ ratios are used to quantify the degree of enrichment.

d, H3K9me2 ChIP-qPCR at gene promoter and repeats elements. (The ChIP-qPCR primer H3K9me+ referred to the gene desert downstream of Hoxa gene cluster, which is marked by H3K9me3 modification).

e, Hierarchical clustering heatmap showing the stage-specific gene expression pattern during mouse spermatogenesis.

f, Metagene profile plots showing the normalized ChIP-seq read densities of H3K9me3 (right panel) and H3K9me2 (left panel) on LINE and LTR elements at both RS4 and RS8 stages during mouse spermatogenesis. The x-axis represents the genomic regions around the LINE and LTR elements.

g, Heatmap showing the dynamic changes of the normalized ChIP-seq read densities of H3K4me3 and H3K27me3 at regions exhibiting H3K4me3 to H3K27me3 conversion at mP stage.

h, Snapshot of UCSC genome browser showing the normalized ChIP-seq read densities of H3K4me3 (red) and H3K27me3 (green) on the promoters of four representative genes. The *Dmrt* gene family (left panel) and *Stra8* (right panel) are presented as examples of genes expressed at the early stages of spermatogenesis (Undiff-Z). Regions showing H4K4me3 to H3K27me3 conversion at mP stage are highlighted by light blue shading.

i, Box plots showing the expression levels of genes displaying H3K4me3 to H3K27me3 conversion at mP stage across 11 stages of mouse spermatogenesis. The central lines of the boxes represent the median values, the edges of the boxes indicate the interquartile ranges. The gene expression levels were determined by RNA-seq analysis.

(j-k) Heatmaps showing the dynamic expression patterns of H3K9me2/3 (**j**) and H3K27me3 (**k**) demethylases and methyltransferases across 11 stages of mouse spermatogenesis. The heatmaps are plotted utilizing the Z-scores of the gene expression levels of those genes.

Supplementary Information Figure S6

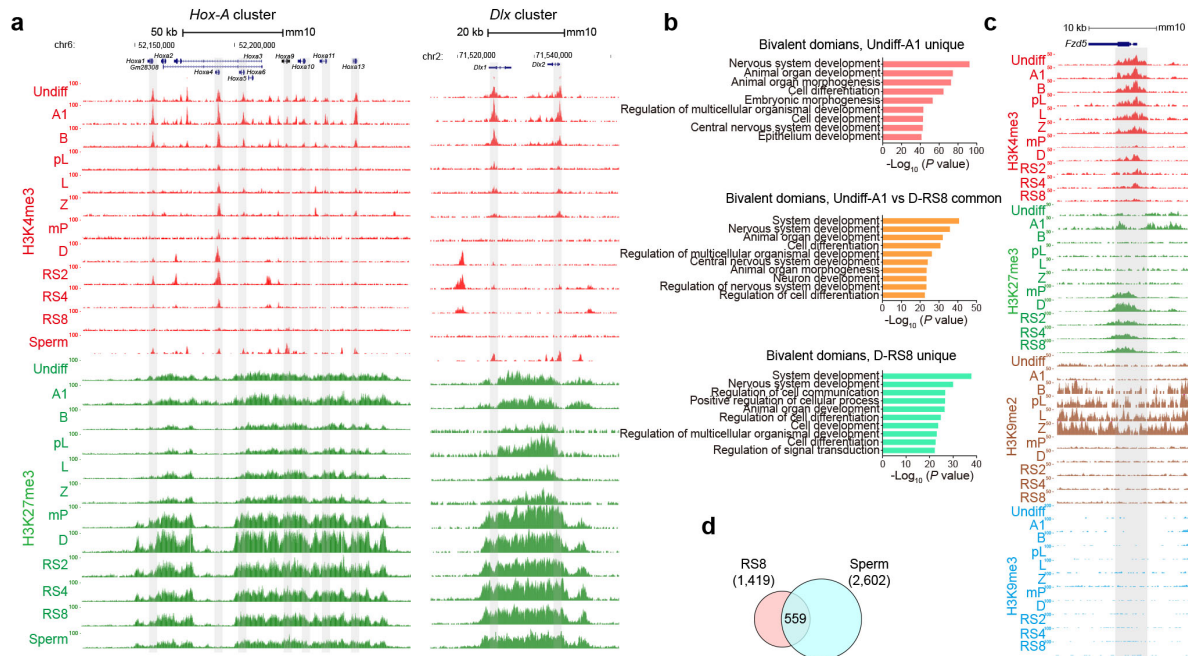

Supplementary Information, Fig. S6 Dynamics of bivalent domains during mouse spermatogenesis.

a, Snapshots of UCSC genome browser showing normalized ChIP-seq read densities of H3K4me3 (red) and H3K27me3 (green) on the *Hox-A* gene cluster and *Dlx* gene cluster during mouse spermatogenesis. The light gray shading highlights the promoters of bivalent genes, which are marked by both H3K4me3 and H3K27me3.

b, Gene ontology (GO) analysis of bivalent domains target genes during mouse spermatogenesis. The upper panel shows GO analysis for genes specific to Undiff and A1 stages. The middle panel shows GO analysis for genes common to both Undiff-A1 and D-RS8 stages. The bottom panel shows GO analysis for genes exclusive to the D-RS8 stage.

c, Snapshot of UCSC genome browser showing the normalized ChIP-seq read densities of H3K4me3 (red), H3K27me3 (green), H3K9me2 (brown) and H3K9me3 (blue) on *Fzd5* gene locus during mouse spermatogenesis. The light gray shading highlights the bivalent promoters, which are marked by both H3K4me3 and H3K27me3 during most stages of spermatogenesis except for stages B to Z, during which H3K9me2 replaced H3K27me3 resulting in the formation of atypical bivalency.

d, Venn diagrams showing the intersection of bivalent genes observed at the RS8 stage and in mature sperms.

Supplementary Information Figure S7

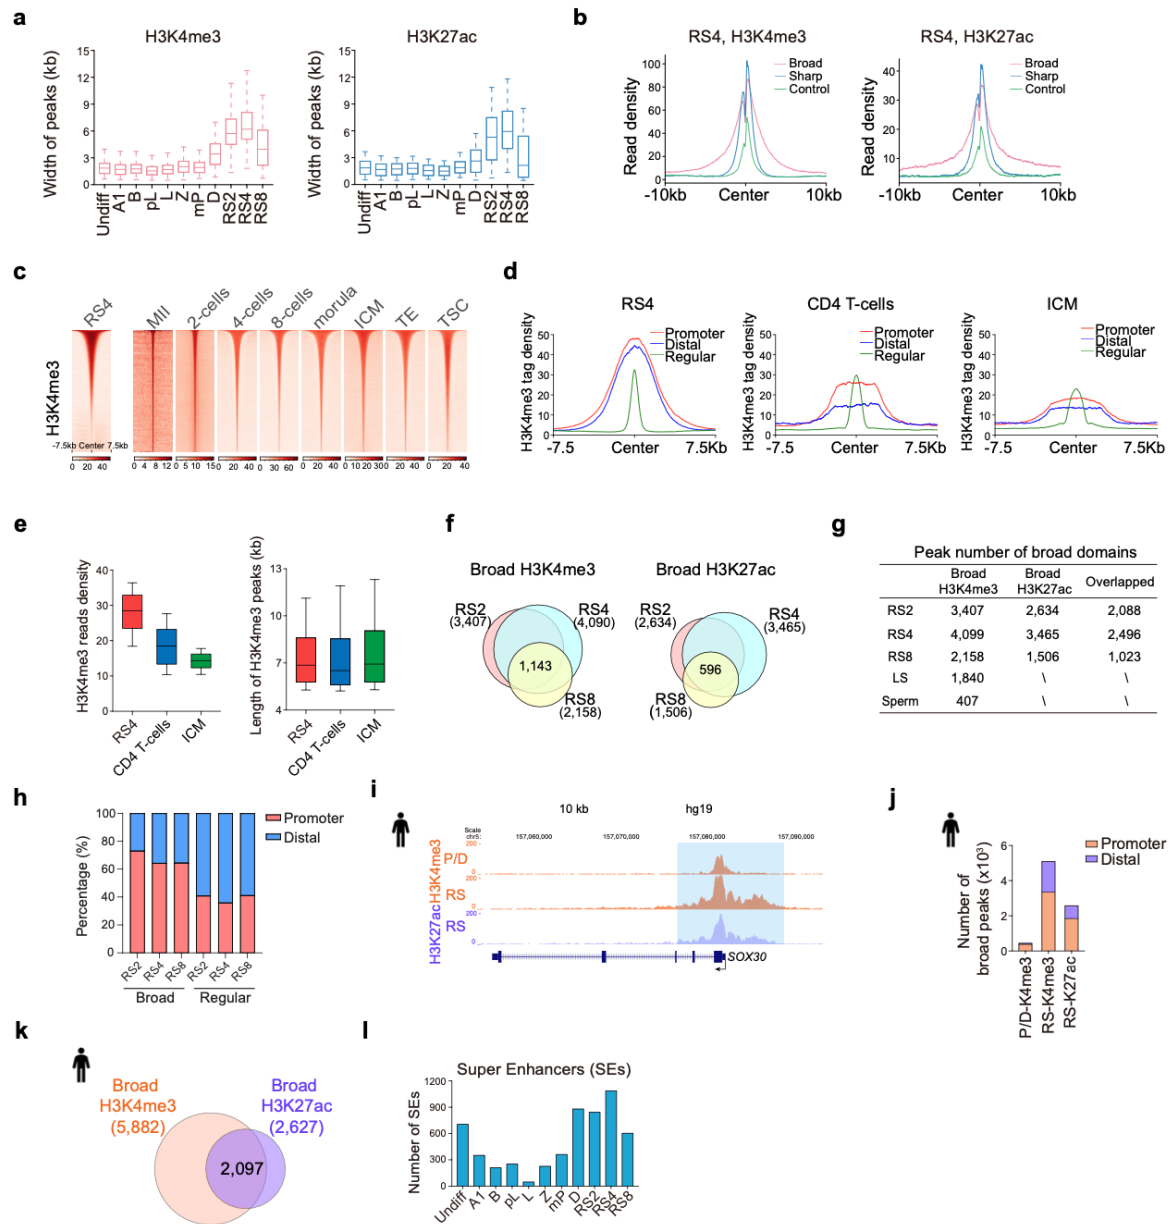

Supplementary Information, Fig. S7 Characterization of spermatid broad H3K4me3 domains.

a, Box plots showing the width of broad H3K4me3 (left panel) and H3K27ac (right panel) domains identified in round spermatids (RS) during mouse spermatogenesis. Broad domains are defined as peaks longer than 5 kb.

b, Metagene profile plots showing the normalized ChIP-seq read densities of H3K4me3 (left panel) and H3K27ac (right panel) on broad, sharp, and control peaks at RS4 stage.

c, Heatmaps showing the normalized ChIP-seq read densities on all H3K4me3 peaks sorted by peak width in RS4 and other indicated cell types. Peaks are sorted using width from broadest to narrowest.

d, Metagene profile plots showing the normalized ChIP-seq read densities of H3K4me3 on promoter or distal broad H3K4me3 peaks, as well as regular H3K4me3 peaks, in RS4 round spermatids, the inner cell mass (ICM) of early-stage mouse embryos, and human CD4+ T cells.

- e**, Box plots showing the normalized ChIP-seq read densities (left) and peak width (right) on broad H3K4me3 peaks in RS4 round spermatids, the inner cell mass (ICM) and human CD4⁺ T cells.
- f**, Venn diagrams showing the numbers of common broad H3K4me3 (left panel) and H3K27ac (right panel) peaks between RS2, RS4, and RS8 stages of round spermatids.
- g**, Table displaying the number of broad H3K4me3, broad H3K27ac, and broad H3K4me3 and H3K27ac overlapping peaks across RS2, RS4, RS8, LS, and mature sperm.
- h**, Stacked chart showing the distribution of broad H3K4me3 and regular H3K4me3 peaks in promoter regions and distal enhancer regions.
- i**, A snapshot of UCSC genome browser showing the normalized ChIP-seq read densities of H3K4me3 and H3K27me3 on the *SOX30* gene locus from human pachytene/diplotene spermatocytes (P/D) and round spermatids (RS). The light blue shading highlights the broad H3K4me3 peaks identified in human round spermatids.
- j**, Stacked chart showing the numbers of human broad H3K4me3 (P/D and RS) and H3K27ac peaks (only RS).
- k**, Venn diagrams showing the number of overlapped broad H3K4me3 and H3K27ac domains in human round spermatids.
- l**, Bar plot showing the numbers of super enhancers (SEs) identified by H3K27ac ChIP-seq data across 11 stages of mouse spermatogenesis using ROSE algorithm.

Supplementary Information Figure S8

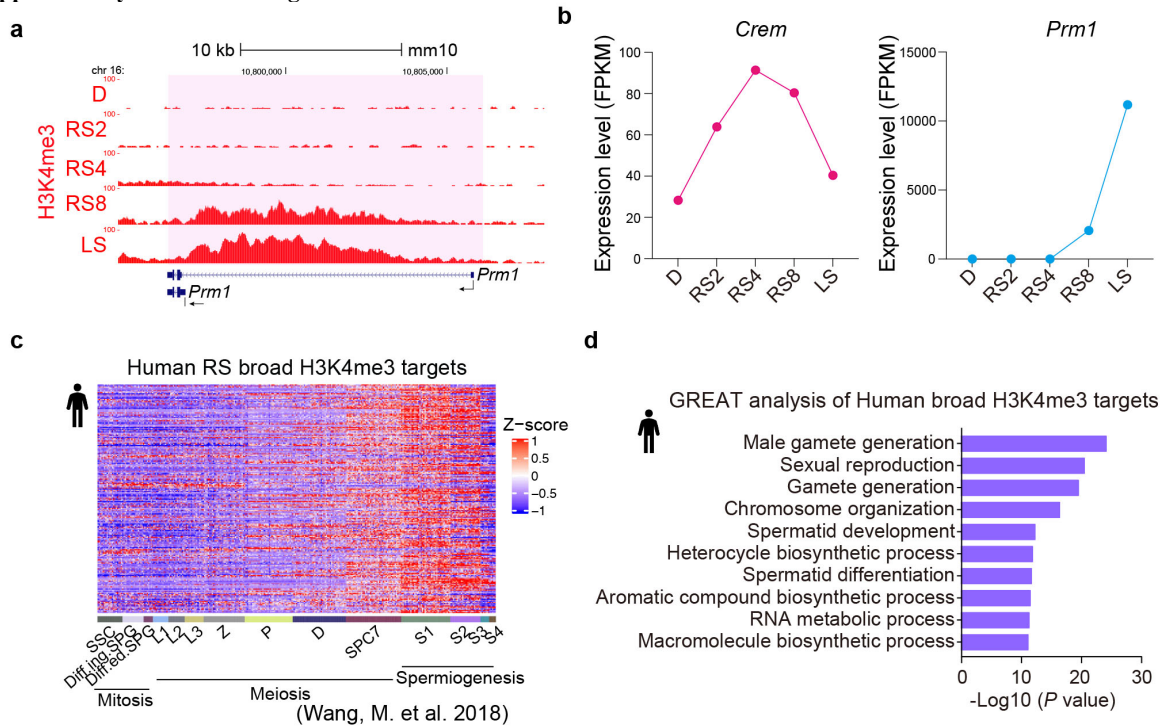

Supplementary Information, Fig. S8 The conserved role of spermatid broad H3K4me3 domains in transcriptional activation during spermiogenesis

a, A snapshot of UCSC genome browser showing the normalized ChIP-seq read densities of H3K4me3 over the *Prm1* gene locus during mouse spermatogenesis from D to LS stages. The light red shading highlights the broad H3K4me3 peaks identified in mouse round spermatids.

b, Point line chart showing the expression levels (in FPKM) of the representative broad H3K4me3 target genes, *Crem* and *Prm1*, throughout various stages of mouse spermatogenesis, from the D stage through to the LS stage.

c, Heatmaps showing the RNA expression levels of broad H3K4me3 target genes in human spermatids. The single-cell RNA-seq data was collected from Wang, M. *et al.* 2018.

d, Functional enrichment analysis of broad H3K4me3 in human spermatids utilizing GREAT to infer potential functional implications and associated biological processes.

Supplementary Information Figure S9

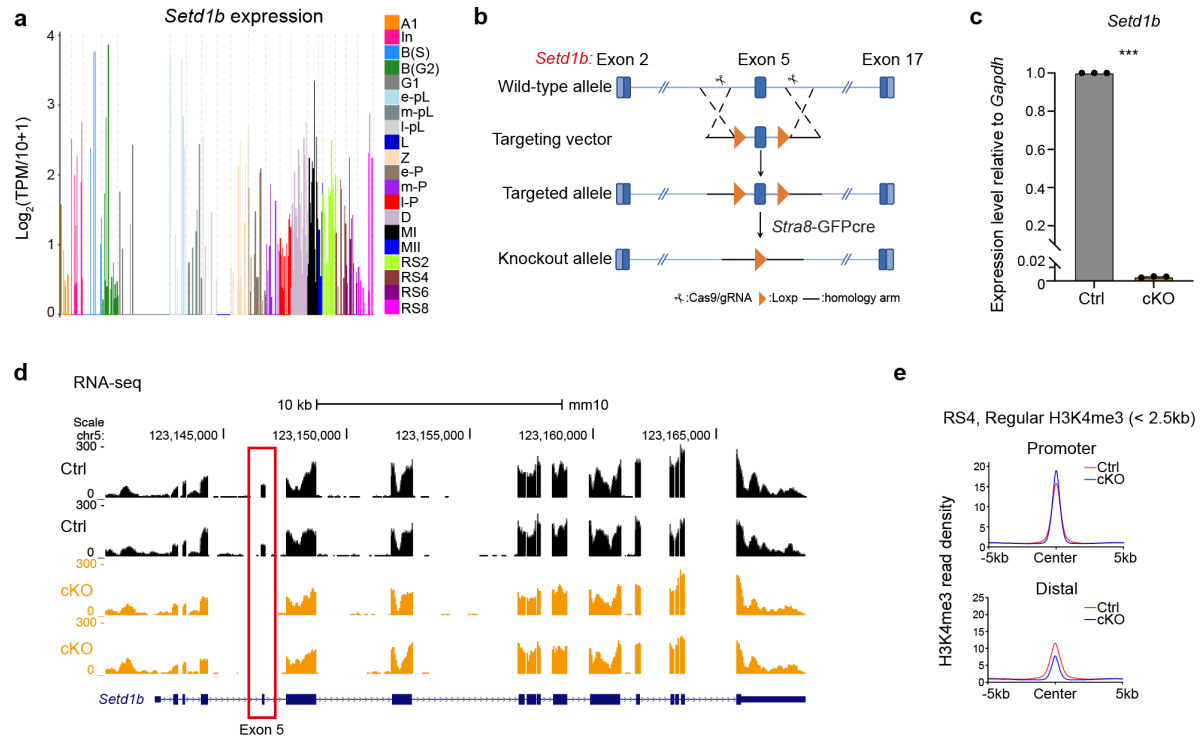

Supplementary Information, Fig. S9 Spermatid broad H3K4me3 domains are mediated by SETD1B.

- Single-cell RNA-seq data showing the gene expression levels (TPM) of *Setd1b* during mouse spermatogenesis.
- Strategies for generating *Setd1b* germ cell-specific knockout mice. Exon 5 of *Setd1b* was flanked by two *LoxP* sites.
- Snapshots of the UCSC genome browser showing the normalized RNA-seq read densities on *Setd1b* gene locus. Exon 5 of *Setd1b* was highlighted in a red box.
- qPCR results showing the relative expression level of *Setd1b* exon 5 in control and *Setd1b* cKO RS.
- Metagenome profile plots showing the normalized ChIP-seq read densities of H3K4me3 on promoter (upper) and distal (lower) regular H3K4me3 peaks (width < 2.5 kb) in control and *Setd1b* cKO RS4.

Supplementary Information Figure S10

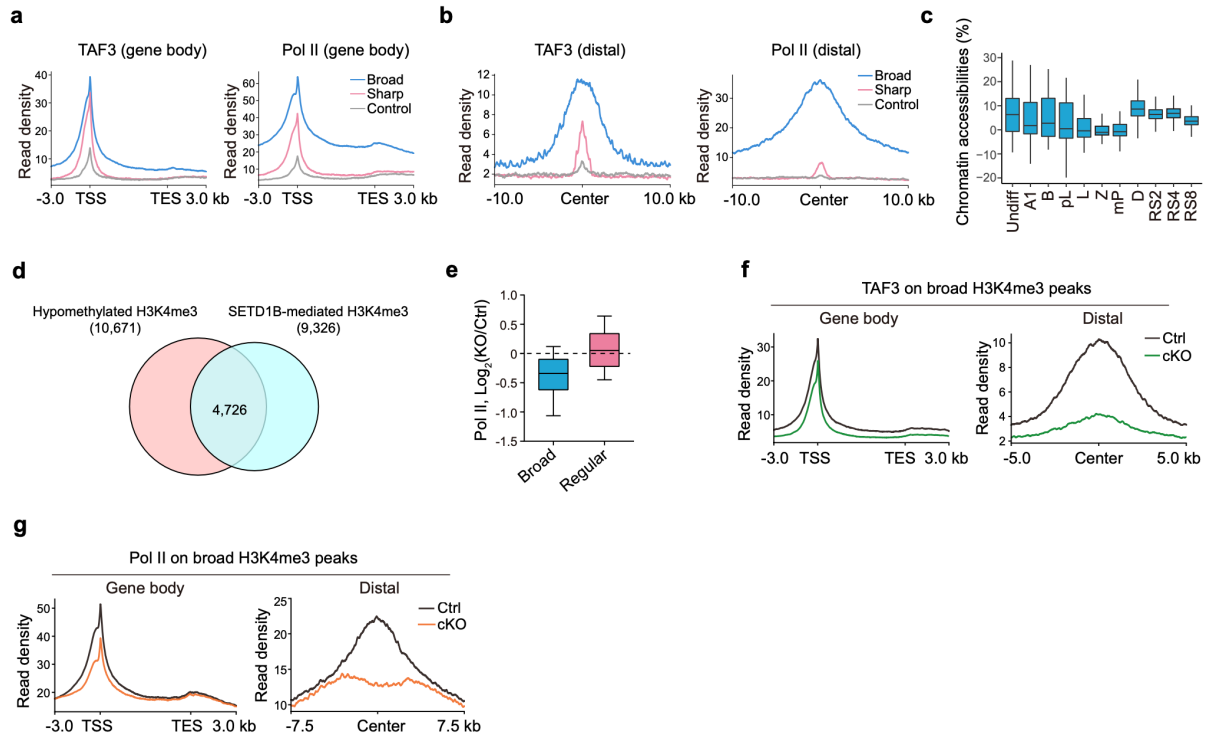

Supplementary Information, Fig. S10 SETD1B-mediated broad H3K4me3 promotes Pol II occupancy.

a, Metagenes profile plot showing the averaged ChIP-seq read densities of TAF3 (left panel) and RNA Pol II (left panel) on broad, sharp, and control H3K4me3 marked genes in mouse round spermatids.

b, Metagenes profile plots showing the normalized ChIP-seq read densities of TAF3 (left panel) and Pol II (right panel) on distal broad, sharp, and control peaks in round spermatids.

c, Box plot showing the chromatin accessibilities of broad H3K4me3 domains across 11 stages of mouse spermatogenesis.

d, Venn diagrams showing the overlapping between hypomethylated H3K4me3 domains and SETD1B-mediated H3K4me3 domains;

e, Box plots showing changes in RNA Pol II enrichment on all broad H3K4me3 target genes and regular H3K4me3 target genes in bulk RS.

f, Metagenes profile plots showing the normalized ChIP-seq read densities of TAF3 binding on gene body (left panel) and distal (right panel) broad H3K4me3 domains in control and *Setd1b* cKO bulk RS.

g, Metagenes profile plots showing the normalized ChIP-seq read densities of RNA Pol II binding on gene body (left panel) and distal (right panel) broad H3K4me3 domains in control and *Setd1b* cKO bulk RS.

Supplementary Information Figure S11

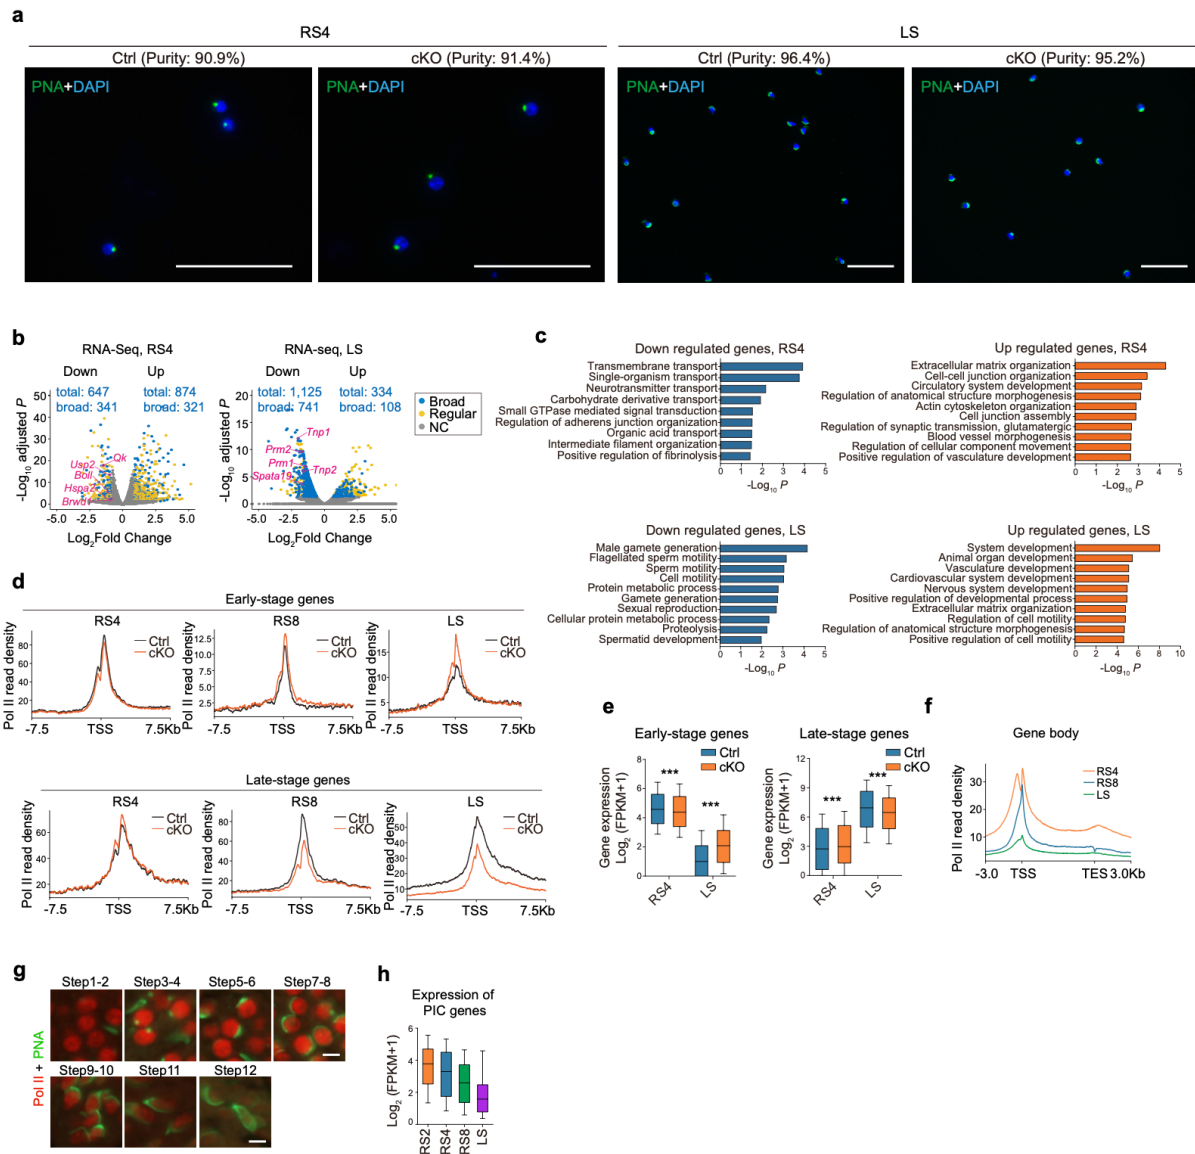

Supplementary Information, Fig. S11 SETD1B-mediated broad H3K4me3 ensures accurate expression timing of stage-specific genes and spermatid development.

a, Fluorescence staining for PNA (spermatid acrosome marker) and DAPI of the sorted different steps of RS4 round spermatids (left) and LS elongating spermatids (right) from control and *Setd1b* cKO mice. We assessed the morphology of the acrosomes to determine the cell stage and purity. Scale bars: 100 μ m.

b, Volcano plot showing the number of differentially expressed genes in RS4 (left panel) and LS (right panel) stages between control and *Setd1b* cKO mice. Blue dots represent differentially expressed broad H3K4me3 peaks target genes, and yellow dots represent differentially expressed regular H3K4me3 peaks target genes. Significance was defined by a threshold of Log_2 Fold change ≥ 0.5 or ≤ -0.5 and adjusted P value < 0.05 . Representative down-regulated broad H3K4me3 genes are highlighted in the plot.

c, Gene ontology (GO) analysis of down- and up-regulated genes in the RS4 (upper two panel) and LS (lower two panel) stages between control and *Setd1b* cKO mice.

d, Metagene profile plots showing the normalized RNA Pol II read densities on early-stage and late-stage broad H3K4me3 target genes across RS4, RS8 and LS stages in control and *Setd1b* cKO mice.

e, Box plots showing the gene expression levels of early-stage and late-stage broad H3K4me3 target genes across RS4, RS8 and LS in control and *Setd1b* cKO mice. Early stage genes: RS4 ($***P = 3.22479E-35$), LS ($***P = 1.0988E-149$); Late stage genes: RS4 ($***P = 5.37E-23$), LS ($***P = 7.81E-58$). Paired two-tailed *t*-test.

f, Metagene profile plots showing the normalized ChIP-seq read densities of RNA Pol II binding on the gene body of broad H3K4me3 target genes at RS4, RS8, and LS stages during mouse spermatogenesis.

g, Immunofluorescent (IF) staining for Pol II (red) in sections of adult wild-type testes. Acrosome marker peanut lectin (PNA, green) was co-stained to determine the specific steps of spermatids. Scale bar, 10 μ m.

h, Box plot showing the expression levels of transcription preinitiation complex (PIC) genes in the RS4, RS8, and LS stages of mouse spermatogenesis.

Supplementary Information Figure S12

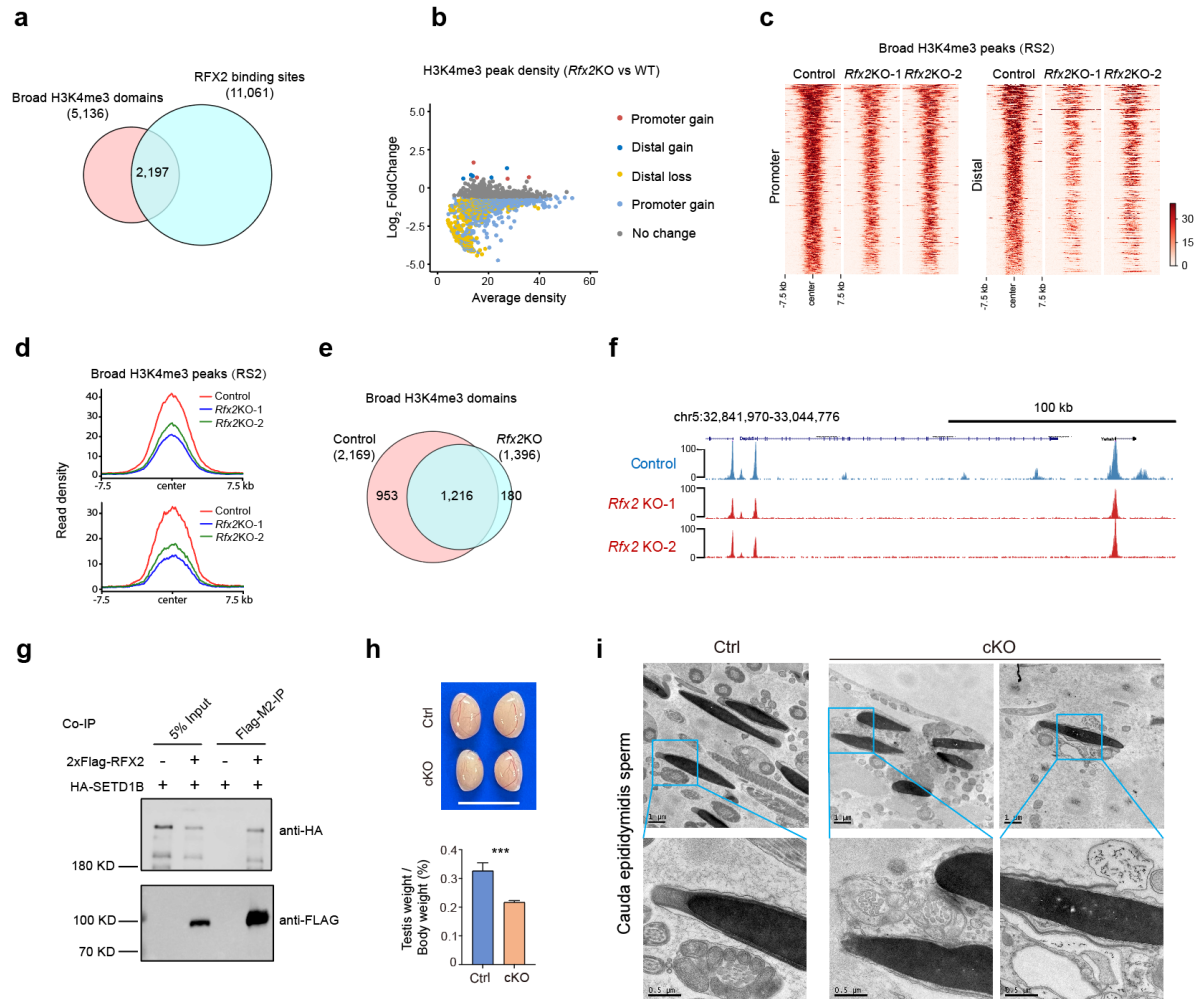

Supplementary Information, Fig. S12 Role of RFX2 in Recruiting SETD1B for Broad H3K4me3 Specificity During Spermiogenesis

- a**, Venn diagrams showing the overlapping between broad H3K4me3 domains and RFX2 binding sites;
- b**, MA plots showing changes in H3K4me3 density at promoter and distal regions in Control and *Rfx2* KO RS2. |Foldchange| ≥ 1.5;
- c**, Heatmaps showing the normalized read densities of H3K4me3 across all broad H3K4me3 domains identified at the RS2 stage of round spermatids in both control and *Rfx2* KO mice. Broad domains are categorized into promoter (left panel) and distal (right panel) groups based on their genomic locations;
- d**, Metagene profile plots showing the normalized read densities of H3K4me3 across all broad H3K4me3 domains identified at the RS2 stage of round spermatids in both control and *Rfx2* KO mice. Broad domains are categorized into promoter (upper panel) and distal (bottom panel) groups based on their genomic locations;
- e**, Venn diagrams showing the number of overlapped broad H3K4me3 domains between control and *Rfx2* KO RS2 stage;
- f**, Snapshots of the UCSC genome browser showing the normalized ChIP-seq read densities of H3K4me3 in RS2 stage from control and *Rfx2* KO mice, over the *Cbx7* gene locus;
- g**, Co-immunoprecipitation showing that 2xFlag-RFX2 interact with HA-SETD1B in HEK293T cells;

h, Gross morphology of representative testes from an adult control and age-matched *Setd1b* cKO mutant (left panel). The testis/body weight ratio of control and *Setd1b* cKO mice was compared using the Student's *t*-test, *** $P < 0.001$ (3 mice per group). Data are presented as mean $\pm$ S.D. (right panel).

i, TEM analysis of sperm from adult control and *Setd1b* cKO cauda epididymis. Scale bar, 1 μm .

Supplementary Information Figure S13
a

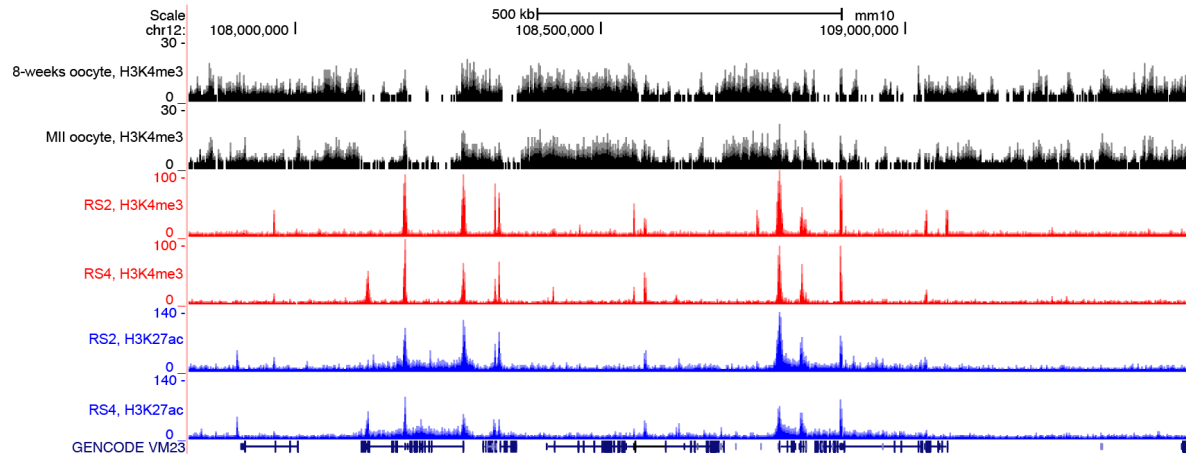

b

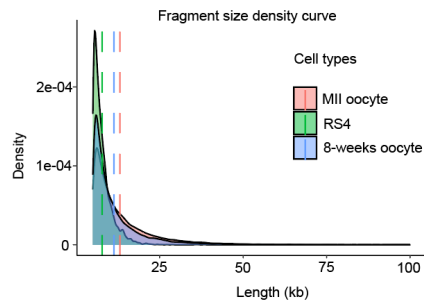

c

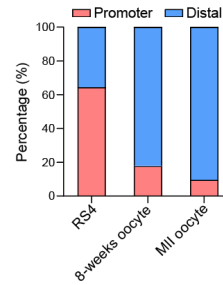

Supplementary Information, Fig. S13 Key Differences in Broad H3K4me3 Domains from RS and oocytes.

a, Snapshots of the UCSC genome browser showing the H3K4me3 and H3K27ac read density in oocyte and RS.

b, H3K4me3 peak width and density in oocyte and RS4 stage.

c, Genomic distribution of H3K4me3 peaks in RS4 and oocyte.

How the deposited data were processed for this re-analysis (not part of the article)

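The study followed male germ cells of the mouse through 11 wild-type stages, from undifferentiated spermatogonia to step 8 spermatids, and compared spermatids of control and Setd1b cKO mice. Its 111 samples are 38 RNA-seq libraries and 73 ChIP-seq and input samples. Of the RNA libraries, 22 belong to the wild-type stages and 16 to the cKO experiments (bulk RS, RS4, RS8 and LS), with 2 libraries per condition. Cells of most stages came from testes synchronised with an inhibitor of retinoic acid synthesis followed by retinoic acid, and bulk RS came from testes that were not synchronised. ChIP-seq covered 7 histone modifications, Pol II and TAF3, and 32 peak lists were analysed here. The replicate numbers of a control and a cKO library are the same, but nothing states that they came from the same litter or day, so they were not treated as pairs.

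For RNA-seq, the authors trimmed reads with Trim Galore 0.6.6, aligned them to mm10 with HISAT2 2.2.1, sorted them with SAMtools and counted them. The fragment counts as deposited are raw counts per RefSeq transcript, without regard to strand. The FPKM values as deposited were made by the authors from the same fragment counts, scaled by transcript length and by the fragment total of the library, with RSeQC. A fragment counts for each transcript it overlaps. A separate count per transcript by HTSeq, made by the authors in read units, leaves out reads shared between isoforms in all samples but LS. For ChIP-seq, the authors trimmed reads with Trim Galore 0.6.6, aligned them with Bowtie2 2.4.1, removed duplicates, drew equal numbers of uniquely mapped reads at random and called peaks against input with MACS2 2.2.7.1. The H3K4me3, H3K27ac, H3K4me1 and H3K9me3 lists as deposited give a score per peak, made by the peak caller against input, which cannot be compared between lists. The H3K27me3, H3K36me3, Pol II and TAF3 lists as deposited give the fold enrichment of each peak over input. The −log10 p and −log10 q per peak in these lists were also made by the authors' peak caller.

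One value per gene was needed, and for each gene the transcript with the highest mean of CPM over all 38 libraries was used. Of 34853 RefSeq transcripts in every library, 34623 (99.34%) were paired with a gene symbol, 99 of them by a reciprocal overlap of at least 0.9 of their spans, and 131 had none. This gave 24401 genes, of which 5643 had several transcripts. The file of 1 bulk RS cKO library repeats 344 transcript names in its read counts. H1fnt and Ccdc36 of the paper were found under the symbols H1f7 and Iho1, and Fsip2 was not found.

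Counts were tested with edgeR 4.0.16 in R 4.3.3, with TMM normalization, the default filter on low counts by group, and the quasi-likelihood F test. Each cKO comparison was fitted on its own 4 libraries. The difference of the cKO effect between LS and RS4 was tested as an interaction in a fit of 8 libraries. Stages of the controls, and cKO against control at another stage, were compared in a fit of the 12 synchronised libraries with 6 groups. The wild-type stages were fitted together, with 10 contrasts between neighbours and 2 others that span a stage (mP to RS2 and RS2 to RS8). P-values were adjusted by the Benjamini-Hochberg method within each contrast. A gene was called changed at an adjusted p under 0.05 and an absolute log2 fold change of at least 0.5 in the cKO comparisons, the thresholds the paper states, and of at least 1 between stages. The 27 gene lists were tested with fry and camera of limma 3.58.1, with an inter-gene correlation of 0.01 and with an estimated one. Counts of changed members are given over all genes tested and when adjusted over the list alone. None of the 9 mitochondrially encoded genes was among the transcripts counted, so that list has 0 genes tested. The early and late genes of Table S8 were used as the study gives them. Fisher's exact test, 2-sided, compared the share of broad genes among lowered and raised genes.

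Peaks were processed with bedtools 2.31.1. Peaks of the 19 autosomes were joined across gaps of up to 500 bp, and a domain longer than 5 kb was called broad. A domain within 2 kb of a transcription start site was a promoter domain, and another was assigned to the nearest start site within 100 kb. A gene belonged to the broad class by its promoter domain or as the nearest gene of a distal domain, over RS2, RS4 and RS8 joined. A domain kept, or held, a peak when at least 1 bp overlapped. A gene was bivalent when its H3K4me3 and H3K27me3 peaks overlapped within 2 kb of the start site. For expression by class, log2 of FPKM plus 1 was used, and 10000 random gene lists of the same size were drawn. Each list came from 2 libraries pooled, or from 1 library for H3K4me3 and H3K27ac of RS4 control and cKO, so no test was made on peaks. Other computations used Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9.

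The wild-type libraries held 39812652 to 65705415 fragments and the cKO libraries 20556204 to 41337464, with a median of 26752655. To measure precision, changes of log2 0.5, 1 and 2 were added to 200 genes of simulated libraries with the depth and spread of each comparison. The altered genes were drawn from those above a minimum mean count. A gene was found, or falsely called, at an adjusted p under 0.05 without the fold threshold. Changes of log2 2 were found for all altered genes in bulk RS and RS4, for 73% in RS8 and for 94.5% in LS. False calls were 11 of 197 calls in bulk RS, 5 of 161 in RS4, 5 of 57 in RS8, 6 of 97 in LS and 4 of 61 between Z and mP. In the simulated sets the median error of the estimated change lay between −0.05 and 0.05 log2. The simulated libraries had no differences in composition, so these rates do not cover the effect of scaling in LS.

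These choices, the gene lists, the rule for named genes and the alternatives that follow were set before the data were examined. The alternatives were DESeq2 1.42.0, DESeq2 size factors in edgeR, upper-quartile normalization, library size only, no filter on low counts (at least 1 count), at least 10 counts in every library, a term for the replicate number, other fold thresholds, a joint fit of the synchronised libraries and leaving out each library in turn. For peaks they were other gaps (1000 bp, none, or the overlap of 500 bp that the printed command of the paper sets), limits of 4 kb and 6 kb, peaks with a score above the median, all chromosomes, other overlaps, promoters within 1 kb or with the start site inside the domain, and a distal limit of 50 kb. For expression by class they were a pseudocount of 0.1, only genes with at least 0.5 FPKM, and TMM counts. Chosen after the values were seen were the deposited read counts with edgeR and with DESeq2, limits of 0.1 and 1 FPKM for expressed genes, other scalings of the gene lists between stages, and these lists without each zygotene library.

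The genes named in the text follow a rule. It takes the genes the paper names, whose values in its tables and figures had been seen. In each cKO comparison it adds the 6 raised and 6 lowered genes with the largest absolute log2 fold change among changed genes with an average log2 CPM of at least 3 and no overlap between the groups. From each gene list it adds up to 2 changed members with the smallest adjusted p, or up to 3 between stages. Values of a gene whose exons lie partly within another gene are marked, since counting ignored strand.

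Signal tracks, the spike-in scaling of the paper, DNA methylation, chromatin accessibility by methyltransferase footprinting, and the peaks of stages before RS2 were not analysed here. H3K9me2 and H3K4me3 in RS8 of the cKO experiment were also left out, since no peak list of them was used. Tables S4 and S5 were held only in part and were not used. Occupancy was read from peak lists as domains with a peak and as length covered, which does not measure the strength of the signal.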

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

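Tests chosen only after the result was seen were the slope along the change from RS8 to LS, the comparison with random gene lists of the same abundance, over all LS libraries, between single pairs of them and with late genes picked without LS libraries, and the spread between the RS8 libraries.

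A tested difference between groups picked out the genotype effect, LS against RS4. In edgeR's interaction test it passed for 3580 genes, with 2239 and 1808 without control replicates 1 and 2 of RS4, and 2096 and 1696 without cKO replicates 1 and 2 of RS4. Among genes called at both stages, 304 were raised in RS4 and lowered in LS and 67 were lowered in RS4 and raised in LS, where 199.7 and 64.4 would be met if the calls were independent. That these genes passed the interaction test follows nearly from their opposite calls.

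A signal in data for which the paper gives no changed genes was found in RS8, where edgeR called 64 genes raised and 16 lowered. All of these calls were lost when either cKO library was left out, which leaves 1 library in that group. Without control replicate 1 the counts were 320 and 268, and without control replicate 2 they were 434 and 197. Among genes the paper does not discuss, 61 cytosolic ribosomal protein genes were lowered in LS. This signal depends on the scaling, since 8 were lowered and 7 raised with library size only.

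In Setd1b cKO 155 of 485 late genes were raised and 16 lowered in RS4, and 352 of 506 were lowered and 5 raised in LS (42 and 58 with library size only). Neither list passed limma's camera at an estimated correlation, but no list did in any comparison, so that test decides nothing here. A collection of cKO cells at another developmental step might also give these changes, since genes without broad domains would then move too. In RS4 the slope of the cKO effect on the change from RS4 to RS8 was 0.136 (SE 0.005) over regular promoter genes and 0.178 (SE 0.006) over promoter broad genes, a share of 76.4%, which leaves this explanation open. In bulk RS the share was 132.1% (slopes 0.103 and 0.078), so regular promoter genes followed that change more steeply there. Along the same change the share was 26.5% in LS (slopes −0.04 and −0.151) and 6.2% in RS8 (slopes −0.005 and −0.081). But this change does not cover the step from RS8 to LS, along which the LS share was 91.5% (76.3% for the lower of both ways to split the controls). The LS median of late genes, −0.763, lay below 95% of random lists of the same abundance (−0.684 to −0.622), by −0.129 to −0.092 from their median in each of the 4 single pairs of libraries, and by −0.343 to −0.159 for late genes picked from wild-type RS2, RS4 and RS8 without any LS library, which argues against a like move of all genes of that abundance as the whole cause and leaves it open for the larger part of the fall. A shift in the step of the collected cells would have to run ahead in RS4 and behind in LS, and the paper staged sorted RS4 and LS cells of control and cKO by acrosome shape, but it stays open beside an action of SETD1B on timing through broad domains.

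Few genes changed in RS8 next to RS4, and lower depth is a candidate explanation. RS4 libraries thinned to the RS8 totals of fragments counted in genes still gave 3081 changed genes (SD 33.9 over 5 draws). These totals were 18460423 to 19942185 in RS8 and 19792301 to 23407695 in RS4, so thinning removed little. Depth over genes thus hardly differed between the stages, which argues against it. The larger difference in all fragments was not thinned for. The biological coefficient of variation in RS8 was 3.48 times that in RS4, and 631 genes were called without control replicate 2, so the spread between libraries stays open as an explanation. Whether Setd1b cKO also had a smaller effect in RS8, as a biological explanation, was not tested.

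Regular distal H3K4me3 domains were kept less often in RS4 cKO than regular promoter domains, and a loss of weak peaks under the caller's threshold is a candidate explanation. At equal control score and width, 81.2% of promoter and 28.2% of distal domains kept a peak, a difference of 53 points (SD 0.81), which argues against it. A general loss of peaks in the cKO libraries is argued against as the whole cause by H3K27ac, since 68.9% of 5331 distal domains with both marks kept an H3K27ac peak and 35.6% an H3K4me3 peak, a difference of 33.3 points (SE 0.67 over domains). Over all regular H3K27ac domains 50.2% of 11781 distal and 91.4% of promoter ones kept a peak, so a general loss at distal places stays open for a part, as does, with 1 library behind each list, a difference between the H3K4me3 libraries themselves. A part of SETD1B in regular distal H3K4me3 may be put as a hypothesis, found and tested on the same lists.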

How the results depend on the processing

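Tests chosen only after the values were seen were the deposited read counts with edgeR and DESeq2, limits of 0.1 and 1 FPKM for expressed genes, other scalings of the gene lists between stages, those lists without each zygotene library, and the late genes in single pairs of LS libraries and picked without the LS controls.

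With 2 libraries per group, what a comparison can detect rests on the spread between libraries more than on depth. The libraries of the cKO experiments held 20556204 fragments or more. Peak lists hold no depth, so nothing can be said on domains too weak to be called. In LS a scaling is assumed, and the median of all genes stood at 0.162 log2 with TMM, 0.093 with DESeq2 size factors, 0.192 with upper quartile and 0.874 with library size only.

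Of the values recomputed under the alternatives, 3692 kept their direction and side of the threshold or stayed within the spread, 678 moved further, 140 lost a call, 25 gained one and 7 changed direction. Among values of named genes, 1771 were the same, 140 lost and 25 gained a call, and 6 changed direction. For the steps from Z to mP, D to RS2, mP to RS2 and RS2 to RS8, all 208 recomputed counts of genes changed between wild-type stages stayed within 1.5 times. Other steps moved further. From Undiff to A1, 773 genes were raised and 954 lowered, with 243 and 292 without Undiff replicate 2 and 272 and 188 without A1 replicate 2. From pL to L, 2056 were raised, and 895 without pL replicate 2. Of values for gene lists 750 were the same and 283 moved, and of peak values 101 and 117. The stage of the highest mean was the same in 345 cases and another in 66. For the results below the cause was not tested, except where fewer genes or libraries enter by construction.

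The fold threshold set many counts. Without it, 2280 genes were raised and 2365 lowered in bulk RS, and 2436 were lowered in RS4. With at least 1 log2, 609 were raised and 260 lowered in bulk RS, 1050 and 467 in RS4, and 699 were lowered in LS. DESeq2 called 786 raised in bulk RS and 196 raised and 89 lowered in RS8. With it, the median log2 fold change of late genes, LS, was −0.856. With no filter on low counts, edgeR called 0 raised and 0 lowered in RS8, with 1591 genes at an unadjusted p under 0.05, where DESeq2 called 196 and 89. This setting called 1694 raised in LS and a median log2 fold change of early genes, RS4, of −0.131. At least 10 counts in every library gave early genes −0.105 in RS4 and late genes −0.673 in LS. Upper-quartile normalization gave early genes −0.081 in RS4.

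With library size only, 5980 genes were raised and 215 lowered in LS, so that 96.5% of calls were rises where TMM gave 32.7%. Early genes then had a median of 1.212 and late genes −0.047 in LS. In RS8 edgeR called 0 raised and 0 lowered with library size only, with 1486 genes at an unadjusted p under 0.05, and DESeq2 with the same scaling called 243 and 56. Chd5 in LS then stood at 0.093. The log2 fold change of Usp2, LS, was 0.035 with library size only, on the other side of 0 from the value after TMM.

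A joint fit of the 12 synchronised libraries called 552 raised and 187 lowered in RS4 and 248 and 169 in RS8, gave late genes −0.87 in LS, and gave 2318 genes for the genotype effect, LS against RS4. The spread of RS8 and LS then enters the RS4 test by construction. Lists of early and late genes made again from the wild-type stages and LS controls had medians of −0.106 and 0.154 in bulk RS, and −0.174 and 0.195 in RS4.

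The deposited read counts with edgeR called 743 raised and 557 lowered in bulk RS and 42 and 9 in RS8. Their RS4 medians were −0.145 for early and 0.248 for late genes. With DESeq2 they called 416 and 360 in bulk RS, 971 and 668 in RS4 and 104 and 41 in RS8. The medians were then −0.151 for early and 0.239 for late genes in RS4, and the median log2 fold change of late genes, LS, was −0.856. These files test fewer genes. The log2 fold change of Usp2, RS4, was −0.859 and −0.864 with edgeR and DESeq2, and the log2 fold change of Spata19, RS4, −0.105 and −0.11, both in the other direction than with fragment counts.

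Whether libraries of the same replicate number form pairs is not stated. Their deviations correlated at 0.029 in bulk RS, −0.092 in RS4, 0.103 in RS8 and 0.293 in LS. With a replicate block, 213 genes were raised and 68 lowered in RS8, 2689 were raised and 2571 lowered in LS, 723 and 1371 of them broad H3K4me3 genes, against 1808 and 1269 in RS4, and the genotype effect, LS against RS4, gave 5641.

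Leaving out each library in turn gave 878 to 1372 raised and 653 to 874 lowered in bulk RS, 1336 to 1815 and 977 to 1458 in RS4, 0 to 434 and 0 to 268 in RS8, and 324 to 2073 and 1392 to 2041 in LS. The lowest RS8 counts came from edgeR without either cKO library, which leaves 1 library in that group. The largest number raised in LS came without control replicate 2 and the smallest without cKO replicate 1. The genotype effect, LS against RS4, ranged from 1696 to 5006. A library left out leaves a single one in its group, which is assumed to vary like the other groups. The median log2 fold change of early genes, RS4, ranged from −0.135 to −0.119, and of late genes from 0.264 to 0.354. The median log2 fold change of early genes, LS, ranged from 0.234 to 0.864, and the median log2 fold change of late genes, LS, from −0.823 to −0.708. The median log2 fold change of early genes, bulk RS, ranged from −0.161 to −0.113, and of late genes from 0.2 to 0.341. The highest mean of Setd1b stood at place 8 or 9 of the 11 stages and that of Kmt2d at 5 or 6. By FPKM, Prdm9 was highest at place 4.

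Broad H3K4me3 domains longer than 4 kb and 6 kb numbered 5311 and 2138 in RS2, 3184 and 1344 in RS8, 4390 and 1778 in RS4 control, and 280 and 33 in RS4 cKO. For H3K27ac they were 3987 and 1699 in RS2, and with 4 kb 1973 in RS8 and 2589 in RS4 cKO. The distal share of regular domains was 70.8% with start sites within 1 kb and 72.3% with start sites inside the domain. When a cKO peak had to cover 50% of a control broad domain, 32.2% of promoter and 3.3% of distal domains held one, and 2.0% of all held a broad one. At 4 kb and 6 kb, 39.4% and 51.1% of distal domains held a peak, and 6.0% and 1.6% of all a broad one, against 1.9% without joining peaks.

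On the log2 scale promoter broad genes exceeded regular promoter genes by 3.784 with a pseudocount of 0.1, 1.784 with genes of at least 0.5 FPKM and 3.633 with TMM counts (expression of genes by H3K4me3 class: promoter broad minus regular promoter genes, RS4). For distal broad genes the difference was −0.264, 0.238 and −0.162, so it changed direction among genes of at least 0.5 FPKM (expression of genes by H3K4me3 class: distal broad minus regular promoter genes, RS4).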

Differences from the paper's values

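Tests chosen only after the values were seen in this part are those with the deposited read counts and with random lists of the same abundance. The other alternatives were set before the data were examined. All counts of genes use the thresholds the paper states, an absolute log2 fold change of 0.5 and an adjusted p of 0.05, except where a fold threshold is named. A count is said to meet the paper's value where neither is more than 1.5 times the other, and such a count can still stand above or below it. The paper's methods name DESeq2 on reads counted by HTSeq, so DESeq2 on the read counts is nearest to what it describes, and edgeR on fragment counts is another method.

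In bulk RS the paper gives 203 lowered broad H3K4me3 genes, and edgeR here gave 348. The paper's value was met with DESeq2 (297) and without control replicate 2 (301), and was not met with DESeq2 size factors, upper quartile, library size only, no filter, at least 10 counts, the replicate block and each other library left out. With the read counts, chosen after seeing the values, edgeR gave 252 and DESeq2 188, while 20 and 43 of the paper's 336 lowered genes were not called.

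The paper gives 316 raised regular H3K4me3 genes in bulk RS, and 662 were found here. DESeq2 (413) and leaving out control replicate 2 (474) met the paper's value, and the other alternatives named for lowered genes did not. With the read counts, chosen after seeing the values, edgeR gave 373, with 7 of the paper's 433 raised genes not called, while DESeq2 gave 206 and did not meet it.

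In RS4 the paper gives 647 lowered genes and 1315 were found here. DESeq2 (966) and a fold threshold of 1 (467) met the paper's value, and the other scalings, filters, the replicate block, no fold threshold, the joint fit of 12 libraries and each library left out did not. For raised genes in RS4 the paper's value is 874 and 1831 were found here, and only a fold threshold of 1 (1050) met it, while DESeq2 (1319) and the other alternatives did not. With the read counts, chosen after seeing the values, DESeq2 gave 668 lowered and 971 raised genes, with 45 of the paper's 647 lowered and 56 of 873 listed raised genes not called. EdgeR on the read counts gave 1030 and 1442 and did not meet it.

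In LS the paper gives 1125 lowered genes and 1917 were found here. At least 10 counts in every library (1586), and leaving out control replicate 1 (1526), cKO replicate 1 (1392) or cKO replicate 2 (1521), met the paper's value, and DESeq2 (2210) and the other alternatives did not. For raised genes in LS the paper's value is 334 and 931 were found here. Leaving out cKO replicate 1 (324) met it, and no other alternative did. For raised broad genes in LS the paper's value is 108 and 171 were found here, and the paper's value was met with DESeq2 (155), without control replicate 1 (144) and without cKO replicate 1 (83), and under no other alternative set before the data were examined. On the read counts, chosen after seeing the values, DESeq2 gave 153 raised broad genes, with 26 of the paper's 334 raised genes not called. There edgeR gave 165, and neither tool met the paper's values for all raised or all lowered genes of LS.

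Of the genes listed as changed in Tables S6 and S7, these calls by edgeR include 418 of 433 raised and 299 of 336 lowered in bulk RS, 819 of 873 and 590 of 647 in RS4, and 303 of 334 and 953 of 1125 in LS.

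Crem in LS stands at about 40 FPKM in Fig. S8b of the paper, read by eye, and at 16.97 FPKM (SD 0.9) in the LS controls here. Prm1 in LS stands at about 11000 FPKM in Fig. S8b, read by eye, and at 58714 FPKM (SD 2974) here. No single factor brings both genes onto the paper's values, and no alternative was run for them.

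The paper names Boll, Usp2, Hspa2, Qk and Brwd1 as lowered in RS4 of Setd1b cKO. Qk and Boll were lowered here as well, at −1.55 and −0.52 log2, but without control replicate 1 or cKO replicate 2 Boll stood at −0.43 and −0.50 and was not called. Hspa2 at −0.20 and Brwd1 at −0.35 log2 passed the adjusted p in edgeR and not the fold threshold, so with fragment counts they were called only with no fold threshold. Usp2 stood at 0.10 log2. With the read counts, chosen after seeing the values, edgeR called Hspa2 at −1.28, Brwd1 at −0.55 and Usp2 at −0.86, and DESeq2 called Hspa2 and Usp2.

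It also names Spata2, Qk, Rsph6a and Radil as raised in LS. Spata2 and Rsph6a were raised here, at 1.55 and 0.71 log2. The former was not called without cKO replicate 1, at 1.36. Rsph6a was not called without control replicate 1 (0.46) or without either cKO library (0.69 and 0.695). Qk at 0.22 and Radil at 0.29 log2 did not pass the test. The log2 fold change of Radil, LS, was 1.30 and past the test without control replicate 2, and no setting called Qk. The paper groups Spata2 with broad genes, and its promoter domain here was a regular one of 3811 bp.

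The paper describes broad H3K4me3 domains as completely lost in RS4 cKO and regular H3K4me3 as unaffected. Here 77 broad domains were left beside 2805 in control, and of regular domains 92.4% at promoters and 2235 of 7969 at distal places held a peak in cKO. For regular H3K4me3 the paper shows read density over narrower peaks, another measure than whether a called peak remains. It describes H3K27ac at broad promoters as largely unaffected. The length under H3K27ac there was 93.1% in control and 61.1% in cKO, while 1894 and 1852 of 1908 domains held an H3K27ac peak. The paper shows read density for this mark too, which is another measure than the length under called peaks. All H3K27ac peaks together covered 85.5 Mb in control and 53.4 Mb in cKO, so the shorter length is not particular to broad promoters.

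Crem and Prm1 are named by the paper as the most highly expressed genes of their stages. Prm1 ranked at 4 in LS controls and at 6 in RS8, and Crem ranked at 648 of 19216 genes in RS4. The paper describes fewer transcripts from type B spermatogonia to zygotene than at other stages. At 0.5 FPKM, B had 11369 genes and pL 10622.5, while mP had 10013.5, D 9845.5 and L 9839.5. L and D did not differ beyond the SD of 214.3 in L.

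A larger effect in LS than in RS4 is stated by the paper, which points to early and late broad genes as well as to changed genes. Its counts were 334 raised and 1125 lowered in LS, and 874 and 647 in RS4. In total these counts were fewer in LS. By edgeR 2848 genes changed in LS and 3146 in RS4, while DESeq2 called 677 raised and 2210 lowered in LS against 1319 and 966 in RS4. More genes also changed in LS in the joint fit of 12 libraries (1216 raised and 2526 lowered, against 552 and 187 in RS4), with library size only (5980 and 215, against 1783 and 1249), with DESeq2 size factors, no filter, a fold threshold of 1 and the replicate block, and fewer with upper quartile, at least 10 counts and no fold threshold. With the read counts, chosen after seeing the values, edgeR and DESeq2 also called more in LS. These files leave out reads shared between isoforms in RS4 but not in LS, and edgeR tested 12340 genes in RS4 and 14877 in LS. The read counts thus cannot tell which stage changed more. With LS control replicate 2 left out edgeR called 2073 raised genes in LS, and with LS cKO replicate 1 left out 324. The share of promoter broad genes lowered, 24.5% in LS and 8.7% in RS4, points the paper's way. The median of late genes was −0.763 in LS and 0.306 in RS4, where random lists of the same abundance stood at −0.653 and −0.031. Set against such lists, late genes of the study's list moved further in RS4 than in LS. The mean LS gap over 4 pairs of libraries was −0.11 for this list and −0.269 for late genes picked without any LS library. The latter were not set against random lists in RS4, so the order holds for the study's list only. In LS 127 broad genes were lowered and 1743 raised with library size only, and the median log2 fold change of late genes, LS, was −0.047. At a simulated change of 1 log2, 30.2% of genes were found in LS and 94.1% in RS4.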

Other observations

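Tests chosen only after the result was seen are not used in this part. Of 7 H3K4 methyltransferase genes in RS4 of Setd1b cKO, edgeR called 1 raised and 3 lowered. The counts were 2 and 1 without control replicate 2, 0 and 2 without cKO replicate 1, and 0 and 3 without control replicate 1. In bulk RS none was raised and 2 were lowered, or 1 without cKO replicate 1, and in LS 2 of 6 were raised and none lowered, or 3 raised without control replicate 2 and 1 without any other library. Setd1a, its closest paralog, rose in LS of Setd1b cKO from 10.3 ± 2.13 to 31.9 ± 11.1 CPM (SD, n = 2), by 1.63 log2 (SE 0.294, adjusted p = 0.00501 from edgeR). Kmt2d rose in LS by 0.83 log2 (SE 0.238, adjusted p = 0.0366 from edgeR). It was not called without control replicate 1, at 0.60, or without either cKO library, at 0.865 and 0.77. Kmt2a rose in RS4 by 0.73 log2 (SE 0.25, adjusted p = 0.0325 from edgeR). It was not called by DESeq2, without control replicate 1, at 0.50, or without either cKO library, at 0.64 and 0.81.

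Slc2a3, which encodes a glucose transporter and lies next to a distal broad H3K4me3 domain, fell in RS4 of Setd1b cKO from 269 ± 33.0 to 54.7 ± 7.38 CPM (SD, n = 2), a log2 fold change of −2.30 (SE 0.102, adjusted p = 7.156e-11 from edgeR). In LS, Smcp, a gene of the sperm mitochondrial capsule, fell from 1935 ± 115 to 824 ± 126 CPM (SD, n = 2), a log2 fold change of −1.23 (SE 0.133, adjusted p = 0.000693 from edgeR). Rpl7, a ribosomal protein gene with a promoter broad domain, fell in LS from 95.2 ± 6.15 to 26.0 ± 5.34 CPM (SD, n = 2), a log2 fold change of −1.87 (SE 0.204, adjusted p = 0.000719 from edgeR).

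Pol II was also profiled in RS8. At regular promoter domains a Pol II peak was called in 30.6% in RS8 control and 35.5% in RS8 cKO, with 698 gained and 280 lost. In LS these shares were 21.6% and 39.3%, with 1608 gained and 123 lost, and in RS4 46.3% and 46.8%. Over all autosomes Pol II peaks covered 54.5 Mb in LS control and 37.8 Mb in LS cKO. Each list pools 2 libraries, and these differences were not tested.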
